# Single-cell RNA-seq analysis unveils a prevalent epithelial/mesenchymal hybrid state during mouse organogenesis

**DOI:** 10.1186/s13059-018-1416-2

**Published:** 2018-03-14

**Authors:** Ji Dong, Yuqiong Hu, Xiaoying Fan, Xinglong Wu, Yunuo Mao, Boqiang Hu, Hongshan Guo, Lu Wen, Fuchou Tang

**Keywords:** Single-cell RNA-seq, Organogenesis, Interactions between mesenchyme and epithelium, Epithelial/mesenchymal hybrid state

## Abstract

**Background:**

Organogenesis is crucial for proper organ formation during mammalian embryonic development. However, the similarities and shared features between different organs and the cellular heterogeneity during this process at single-cell resolution remain elusive.

**Results:**

We perform single-cell RNA sequencing analysis of 1916 individual cells from eight organs and tissues of E9.5 to E11.5 mouse embryos, namely, the forebrain, hindbrain, skin, heart, somite, lung, liver, and intestine. Based on the regulatory activities rather than the expression patterns, all cells analyzed can be well classified into four major groups with epithelial, mesodermal, hematopoietic, and neuronal identities. For different organs within the same group, the similarities and differences of their features and developmental paths are revealed and reconstructed.

**Conclusions:**

We identify mutual interactions between epithelial and mesenchymal cells and detect epithelial cells with prevalent mesenchymal features during organogenesis, which are similar to the features of intermediate epithelial/mesenchymal cells during tumorigenesis. The comprehensive transcriptome at single-cell resolution profiled in our study paves the way for future mechanistic studies of the gene-regulatory networks governing mammalian organogenesis.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-018-1416-2) contains supplementary material, which is available to authorized users.

## Background

During mammalian embryonic development, organogenesis is a crucial process leading to the diversification of different organs and cell types. Organogenesis starts when the neural tube is formed and the mesodermal cells are segmented into somites. The onset of mouse organogenesis begins at approximately E8.0, and the buds of all major organs are essentially formed at E9.5. Along with development, interactions between epithelium and mesenchyme are crucial for the proper development of all organs with epithelial parenchyma [1]. Through interactions with the mesenchyme, epithelial identity is induced and specified [2, 3]. Another important cellular mechanism characterizing embryonic development is the epithelial-mesenchymal transition (EMT), which is involved in many developmental processes (for instance, gastrulation, neural crest development, and somite dissociation) [4–6]. Through EMT, cells transit from the epithelial state to the mesenchymal state, acquiring a migratory and invasive feature. However, instead of a single binary switch between the full epithelial and full mesenchymal states, EMT is a process that consists of multiple and dynamic intermediate phases. Cells are able to linger in intermediate stages and frequently present an epithelial/mesenchymal (E/M) hybrid state [7].

Recently, the transcript diversity from gastrulation through organogenesis of mammalian embryos has been studied by bulk-cell RNA-seq [8–11]. However, few studies have focused on cellular heterogeneity among organs at single-cell resolution, especially during the early stages of organogenesis. Although there are some single-cell RNA-seq data of organs from different groups’ efforts to dissect the transcriptome of mouse organogenesis [12–15], the organs used were not from the same stages or the same embryos, resulting in sampling and technical variations among studies. Therefore, a parallel analysis of single cells from different organs within the same mouse embryo is more appropriate for eliminating the batch effect, sampling variation, and other technological biases.

Many studies based on single-cell RNA-seq used gene expression matrices to perform clustering analyses [16–18]. Generally, genes that contribute to cellular phenotypes can be divided into two classes: “realizer” genes, such as those encoding enzymes, cytoskeletal proteins, etc., and regulatory genes, including those encoding transcription factors (TFs) and co-factors [19–21]. Realizer genes directly maintain the cellular physiological phenotype, so their expression pattern more likely reflects functional similarities, while regulatory genes regulate realizer genes to affect the cellular phenotype, which makes them more specific and crucial to the identity and function of the cells [22].

In this study, we mainly used regulatory activity-based methods, assisted by expression patterns, to reveal the evolutionary or developmental relationships of various organs and cell types during mouse organogenesis. Specifically, we analyzed 1916 individual cells from eight organs or tissues of seven E9.5–E11.5 mouse embryos. Our results reveal the expression patterns and developmental paths of distinct organs and many interactions between distinct cell types. Additionally, we detect an E/M hybrid state in epithelial cells during organogenesis, whose molecular features are shared by tumor cells during tumorigenesis. Thus, our work provides a single-cell resolution resource for the transcriptomic features of early mouse organogenesis and paves the way for future functional studies of lineage formation and differentiation for each major organ in mammals.

## Results

### Developmental landscape of mouse organogenesis

To study the organogenesis of multiple organs at single-cell resolution, we sequenced 1916 single cells from eight major organs and tissues, namely, the forebrain, hindbrain, skin, heart, somite, intestine, liver, and lung, from three E9.5, two E10.5, and two E11.5 mouse embryos (Fig. 1a). 

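Each cell picked from a dissociated organ was lysed and its RNA reverse transcribed with a primer that carried a cell barcode and a unique molecular identifier (UMI), a random tag that marks 1 molecule before amplification, in a modified STRT protocol that keeps the 3′ side of each transcript. The authors aligned the trimmed reads to mm10 with TopHat, counted uniquely mapped reads per gene, removed duplicates of the same UMI, and deposited 1 value per gene and cell, the UMIs of the gene per 1000000 UMIs of the cell, rounded to 2 decimals, which they name TPM and which holds no gene length. Multiplying these values by each cell's UMI total gave whole UMIs for 100% of the values above 0 (tolerance 0.05 UMIs), and the totals equalled those of Additional file 3 in all 1916 cells. Cell groups, organs and embryos were taken from the labels of the files and from Additional file 3, and values were put on the scale of the methods, log2(TPM/10 + 1), on which a gene counts as expressed in a cell at 1 or more. The embryo is the replicate: by the labels, all organs came from the same 7 embryos, and the value of an embryo is the mean over its cells of a kind, where it had at least 3. Differences were tested with limma (a linear model across all genes with moderated variances and a trend) on these embryo means, with Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.05 with a log2 difference of at least 1. Genes entered a test if at least 3 of the cells compared expressed them. For the counts of genes called, the pseudocount, the gene filter, the number of cells behind a mean, the embryo as a block (apart from the erythroid-like and heart comparisons), each embryo left out in turn and edgeR on UMIs summed per embryo were tried as alternatives chosen before the data were examined, and the same fit on cells thinned to 100000 UMIs was added after seeing the data. E9.5 embryos 1 and 2 are labelled as sequenced on HiSeq 2500 and the other 5 embryos on HiSeq 4000. E9.5 embryo 3 has 1 pooled sample of lung and liver and 1 of skin, intestine and somite, whose cells were assigned to organs by the names in Additional file 3.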

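Of the 1916 cells, 1851 had at least 2000 genes with a UMI, the minimum that the methods name. The set of cells in the t-SNE sheet of Additional file 3, on which the values given beside the following sentences rest, holds 1819 cells, all of which passed that minimum, and leaves out 32 further cells that passed it. Of the kept cells, 1815 carry 1 of the 4 major groups.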

After stringent filtering, 1819 single cells with high quality were obtained to conduct subsequent analyses. 

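Over the kept cells, the files give a mean of 6361 ± 1394 genes (SD over cells) and 433416 UMIs per cell, with a median of 306642 UMIs and a range from 20326 to 2524348. The median per embryo was 298148 UMIs in E9.5 embryo 1, 928653 in E9.5 embryo 2, 310642 in E9.5 embryo 3, 215588 and 262526 in the E10.5 embryos, and 192177 and 246250 in the E11.5 embryos. Cells of the embryos sequenced on HiSeq 2500 had a median of 579613.5 UMIs against 241898 on HiSeq 4000, and both of the former are E9.5 embryos. At 100000 UMIs, 1 UMI of a gene corresponds to 10 TPM, which is the level at which the gene counts as expressed, and in shallower cells 1 UMI exceeds it.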

On average, 6361 genes and 0.43 million unique molecular identifier (UMI) transcripts were detected in each individual cell (Additional file 1: Figure S1a). 

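Mixing of embryos was measured within each organ and major group, as the share of a cell's 15 nearest neighbours of the same stage that came from another embryo, in 30 principal components of 2000 highly variable genes. That share was 33.2%, against 51.5% expected from the numbers of cells, a ratio of 0.644. It rests on 1698 of 1731 cells, those with another embryo of their stage in the set. The ratio was lowest in the mesoderm-derived cells of the liver, at 0.377, and highest in the hematopoietic cells of the forebrain, at 1.03, where 15 of 17 cells were compared. In that set, 15 neighbours take in nearly every other cell, so its ratio lies near 1 whatever the mixing. The next highest ratio was 0.856, in the epithelial cells of the lung. Of the alternatives, 30 neighbours moved the overall ratio most, to 0.756, and thinning all cells to the same depth gave 0.656. The measure has no test, since cells are not replicates and each stage has 2 or 3 embryos.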

Cells sampled from different embryos were mixed well, and no batch effect was detected, as shown in the t-distributed stochastic neighbor embedding (t-SNE) plot (Fig. 1b; Additional file 1: Figure S1c and S1d). We also conducted a saturation analysis to make sure that the sequencing depth was sufficient for the subsequent analyses. As shown in Additional file 1: Figure S1b, from just half of the original reads, we could still detect 90% of the expressed genes compared with using all of the original reads. This indicates that the current sequencing depth was sufficient for the subsequent analyses.

**Fig. 1:**
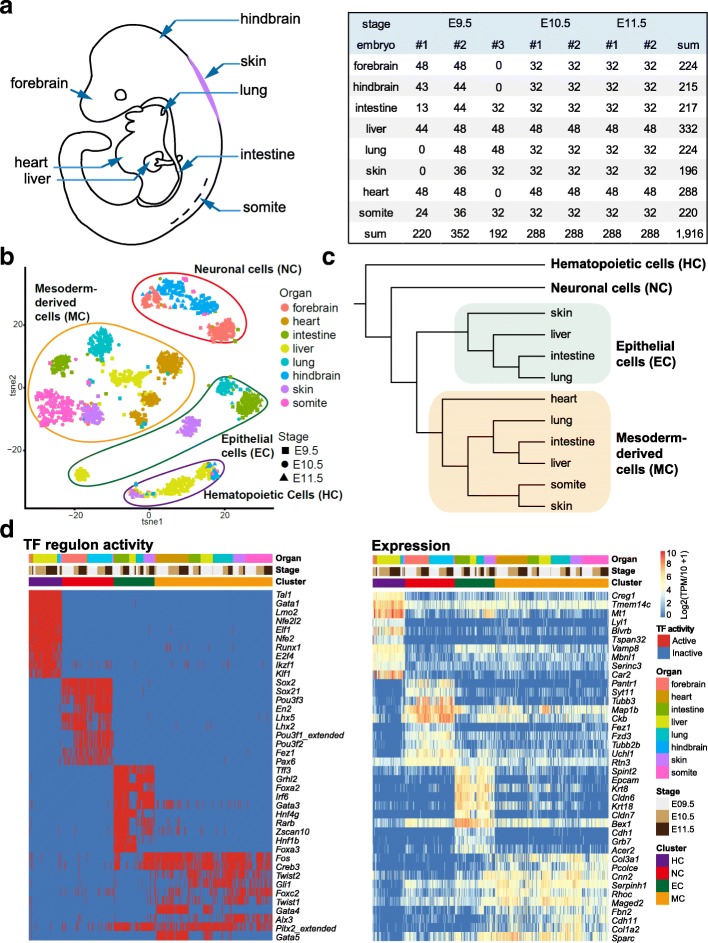
Global patterns of single-cell expression profiles and the identification of cell types. **a** Schematic of the sampling position (*left*) and sampling information (*right*) of each mouse organ and tissue. **b** Regulon matrix-based t-distributed stochastic neighbor embedding (t-SNE) plot showing the origin and embryonic stage of the cells. Organ types are indicated by colors, and developmental stages are indicated by shapes. The major groups identified are circled and annotated. **c** Hierarchical clustering through the regulon matrix showing the relationships of cells sampled from different organs and major groups identified by the regulon matrix. **d** Heatmaps showing the top 10 group-specific transcription factors (*TFs*, *left*) and differentially expressed genes (*DEGs*, *right*) of each major group. The color key from *blue* to *red* indicates low to high gene expression or TF activity, respectively

To explore the evolutionary or developmental relationships among organs, we used SCENIC [23] to map gene-regulatory networks (GRNs) from our single-cell RNA-seq data. SCENIC is an algorithm that can reconstruct GRNs and identify stable cell states (see Methods). We performed an unsupervised clustering analysis adjusted by the random forest algorithm using a binary regulon activity matrix generated by SCENIC (we will call this the regulon matrix for convenience) and a gene expression matrix.

Four major groups were determined through the regulon matrix, and their differentially expressed genes (DEGs) were also identified (Fig. 1c and d). Based on the top TFs, gene markers, and enriched terms (Additional file 1: Figure S1e), we assigned these four major groups as hematopoietic cells, where TFs such as *Gata1*, *Tal1*, *Runx1*, and *Klf1* were specifically active; neuronal cells, which specifically activate TFs such as *Sox2*, *Sox21*, and *Pax6*; epithelial cells, exhibiting high expression of genes that are crucial for epithelial cells, such as *Epcam*, *Cldn6*, *Cldn7*, and *Cdh1*; and mesoderm-derived cells, expressing marker genes including *Col3a1*, *Pcolce*, and *Cdh11*. 

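Embryo means of the 4 groups were compared in 1 limma fit over 17432 genes, each group against the mean of the other 3. The paper made these groups by clustering the same cells, so counts and p-values follow in part from the grouping. Hematopoietic cells gave 1200 genes (469 higher, 731 lower), neuronal cells 574 genes (373 higher, 201 lower), epithelial cells 398 genes (329 higher, 69 lower) and mesoderm-derived cells 266 genes (211 higher, 55 lower). EdgeR on UMIs summed per embryo moved these counts most, to 6793 genes, 2465 higher and 4328 lower for hematopoietic cells, 4612 genes, 2632 higher and 1980 lower for neuronal cells, 3583 genes, 2692 higher and 891 lower for epithelial cells and 3021 genes, 2513 higher and 508 lower for mesoderm-derived cells. *Gata1*, on chromosome X from 7959260 to 7978071 of GRCm38 (the build of mm10), had a mean of 3.54 ± 0.71 (SD, n = 7) in hematopoietic cells and 0.05 ± 0.03 (SD, n = 7) in the others (log2 difference 3.49, SE 0.16, adjusted p 1.18e-15, higher in 7 of 7 embryos). The log2 difference of *Tal1* was 2.43 (adjusted p 2.23e-15), *Runx1* was 1.19 (adjusted p 3.07e-08) and *Klf1* was 4.44 (adjusted p 1.84e-14), each higher in all 7 embryos that had both. *Sox2*, on chromosome 3 from 34650405 to 34652461, had a mean of 2.32 ± 0.57 (SD, n = 6) in neuronal cells and 0.14 ± 0.10 (SD, n = 7) in the others (log2 difference 2.18, SE 0.14, adjusted p 3.18e-12, higher in 6 of 6 embryos). The log2 difference of *Sox21* was 1.20 (adjusted p 1.41e-08) and *Pax6* was 1.51 (adjusted p 2.19e-06), each higher in all 6 embryos that had both. *Epcam*, on chromosome 17 from 87635979 to 87651129, had a mean of 5.24 ± 0.27 (SD, n = 7) in epithelial cells and 0.29 ± 0.12 (SD, n = 7) in the others (log2 difference 4.97, SE 0.10, adjusted p 1.61e-23, higher in 7 of 7 embryos). The log2 difference of *Cldn6* was 5.29 (adjusted p 8.03e-21), *Cldn7* was 4.07 (adjusted p 6.91e-22) and *Cdh1* was 2.75 (adjusted p 1.21e-17), each higher in all 7 embryos that had both. *Col3a1*, on chromosome 1 from 45311538 to 45349706, had a mean of 3.79 ± 1.00 (SD, n = 7) in mesoderm-derived cells and 0.54 ± 0.18 (SD, n = 7) in the others (log2 difference 3.27, SE 0.25, adjusted p 1.88e-10, higher in 7 of 7 embryos). The log2 difference of *Pcolce* was 2.67 (adjusted p 1.23e-16) and *Cdh11* was 2.49 (adjusted p 3.38e-11), each higher in all 7 embryos that had both. *Epcam* was expressed in 96.6% ± 3.66 of epithelial cells (SD, n = 7) and in 0.877% ± 1.65 of hematopoietic cells, which should lack it, at median depths of 301723 and 438183 UMIs. Among the called genes, the 3 largest increases were those of *Car2*, *Mt1* and *Blvrb* in hematopoietic cells, *Tubb3*, *Pantr1* and *Ckb* in neuronal cells, *Cldn6*, *Krt8* and *Krt18* in epithelial cells and *Col3a1*, *Igf2* and *Cnn2* in mesoderm-derived cells.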

As expected, most of the hematopoietic cells were sampled from the liver, because during this developmental period, erythro-myeloid progenitors (EMPs) seed the fetal liver and execute hematopoiesis. 

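By the labels, 180 of the 249 hematopoietic cells came from the liver, which is 72.3%, and the others came from the forebrain (17), the hindbrain (17), the heart (16), the skin (9), the lung (7), the somite (2) and the intestine (1). These numbers follow from how many cells were picked in each organ and have no replicate error.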

Neuronal cells were mainly composed of cells sampled from forebrain and hindbrain, except several cells from the somites and intestine. 

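The 384 neuronal cells comprised 185 from the hindbrain and 184 from the forebrain, 10 from the somites, 3 from the intestine and 2 from the heart. Those from the somites came from 1 embryo, E9.5 embryo 2.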

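The group of 307 epithelial cells held 117 cells of the intestine, 82 of the skin, 59 of the lung, 48 of the liver and 1 cell of the heart. Intestinal cells were present in all 7 embryos.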

Epithelial cells were exclusively composed of cells sampled from three endoderm organs (intestine, liver, and lung) and one ectoderm organ (skin). Mesenchymal cells of these four organs were included in the mesoderm-derived cell group, as were cells of mesoderm organs (heart and somites).

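Of the 875 mesoderm-derived cells, 238 were taken from the heart and 202 from the somites. The organs with epithelial parenchyma gave 146 (lung), 92 (liver), 91 (skin) and 90 (intestine), and the brain gave 13 (forebrain) and 3 (hindbrain).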

On the other hand, expression matrix-based clustering generated a similar pattern as revealed in the t-SNE and the hierarchy tree, indicating the accuracy of clustering by the regulon matrix (Additional file 1: Figure S1c). However, the hierarchy clustering based on the regulon matrix was more reasonable in some details compared with that based on the expression matrix. For example, in the hierarchy tree constructed by the expression matrix, some heart cells (cardiomyocytes) were rooted outside the epithelial cells and mesoderm-derived cells, while all mesoderm-derived cells were in the mesoderm-derived cell group when using the regulon matrix. Thus, as mentioned in the Background, instead of evolutionary or developmental relatedness, hierarchy clustering based on the expression matrix more likely reflected functional similarities. Given that, we used the developmental hierarchy constructed from the regulon matrix to carry out the subsequent analyses, and the expression matrix was important for complementarity.

### Development of epithelial cells and interactions between mesenchyme and epithelium

In our data, we captured epithelial cells from four organs composed of epithelial parenchyma, namely, intestine, liver, lung, and skin, as well as their mesenchymal counterparts. 

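Additional file 3 names 289 epithelial and 352 mesenchymal cells of the intestine (110 and 74), liver (48 and 76), lung (52 and 125) and skin (79 and 77). Embryo means with at least 3 cells came from 7 and 7 embryos in the intestine, 6 and 3 in the liver, 6 and 6 in the lung, and 6 and 6 in the skin, and the mesenchymal liver cells were all from E9.5. One limma fit over the 8 groups and 15616 genes compared epithelial with mesenchymal cells within each organ. Both kinds of cells come from the paper's grouping of these same cells, so counts and p-values between them follow in part from it. Epithelial cells differed in 614 genes (381 higher, 233 lower) in the intestine, 901 genes (486 higher, 415 lower) in the liver, 544 genes (304 higher, 240 lower) in the lung and 578 genes (362 higher, 216 lower) in the skin. Summed UMIs in edgeR gave 1548 genes, 1027 higher and 521 lower, in the intestine, 1031 genes, 301 higher and 730 lower, in the liver, and 940 genes, 431 higher and 509 lower, in the lung. *Epcam* was higher in epithelial cells by 5.04 on the log2 scale in the intestine (adjusted p 3.26e-16, 7 of 7 embryos), 2.32 in the liver (adjusted p 1.24e-04, 3 of 3), 5.26 in the lung (adjusted p 2.04e-15, 6 of 6) and 4.19 in the skin (adjusted p 1.18e-12, 6 of 6). Collagen *Col3a1* was lower in epithelial cells, with log2 differences of −4.42 (SE 0.33, adjusted p 1.56e-14) in the intestine, −4.12 (SE 0.35, adjusted p 2.70e-12) in the lung and −4.04 (SE 0.35, adjusted p 2.56e-12) in the skin, and lower in every embryo with both cell types. In the liver, the largest differences were those of *Afp* on chromosome 5 from 90490737 to 90508907 (log2 difference 7.19, SE 0.66, adjusted p 8.37e-12, higher in 3 of 3 embryos), *Rbp4* (6.64) and *Fgb* (6.39), higher in epithelial cells, and of *Map1b* (−5.27), *Myl7* (−5.17) and *Tnni1* (−4.41), lower in them.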

The first two axes of our principal component analysis (PCA) well separated epithelial and mesenchymal cells as distinct cell types (Fig. 2a). These data provided a valuable chance to identify the interactions between epithelium and mesenchyme, one of the fundamental developmental mechanisms responsible for the development of the majority of organs [1].

**Fig. 2:**
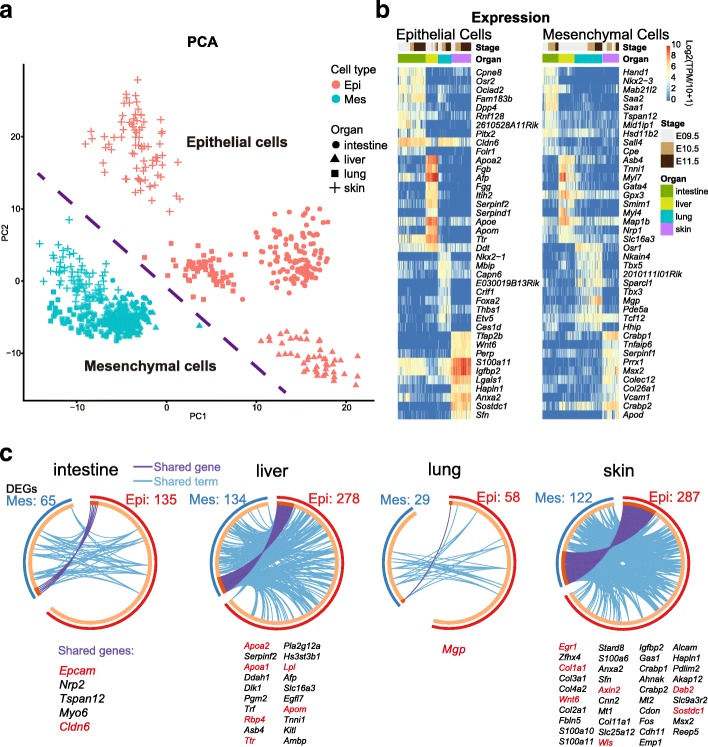
Interaction between epithelial and mesenchymal cells sampled from intestine, liver, lung, and skin. **a** Principal component analysis (*PCA*) of epithelial and mesenchymal cells. Cell types are indicated by colors, and organ types are indicated by shapes. **b** Heatmaps showing the top 10 DEGs of epithelial (*left*) and mesenchymal (*right*) cells sampled from each organ. The color key from *blue* to *red* indicates low to high gene expression, respectively. **c** Circos plots showing interaction between epithelial and mesenchymal cells. The shared genes are linked by *purple lines*, and the different genes falling into the same term are linked by *blue lines*

We reasoned that the organ-specific DEGs of either epithelial or mesenchymal cells would represent specific requirements for the development of a certain organ. Moreover, for a certain organ, if some of the epithelial DEGs and mesenchymal DEGs participated in the same biological processes, these genes and biological processes would provide valuable information on the putative interaction between epithelial and mesenchymal cells. Thus, we first performed a differential expression analysis to obtain the organ-specific DEGs for epithelial and mesenchymal cells (Fig. 2b; Additional file 1: Figure S2a). 

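Each organ was set against the mean of the other 3 within epithelial cells and within mesenchymal cells, in the limma fit over the 8 groups. In epithelial cells this gave 328 genes (196 higher, 132 lower) for the intestine, 1037 genes (661 higher, 376 lower) for the liver, 328 genes (127 higher, 201 lower) for the lung and 669 genes (436 higher, 233 lower) for the skin. In mesenchymal cells it gave 235 genes (109 higher, 126 lower) for the intestine, 224 genes (169 higher, 55 lower) for the liver, 142 genes (81 higher, 61 lower) for the lung and 288 genes (189 higher, 99 lower) for the skin. The smaller pseudocount moved the count of the liver most, to 3120 (2302 higher, 818 lower). With edgeR, the share of higher genes moved by more than 10 percentage points: epithelial cells gave 1526 genes, 1299 higher and 227 lower in the intestine, 2510 genes, 1310 higher and 1200 lower in the liver, 825 genes, 571 higher and 254 lower in the lung and 2178 genes, 1639 higher and 539 lower in the skin, and mesenchymal cells 622 genes, 413 higher and 209 lower in the intestine, 684 genes, 640 higher and 44 lower in the liver and 402 genes, 338 higher and 64 lower in the lung. The genes with the largest increases were *2610528A11Rik*, *Fam183b* and *Osr2* in epithelial cells of the intestine, *Afp*, *Apoa2* and *Fgb* in epithelial cells of the liver, *Nkx2-1*, *Etv5* and *Capn6* in epithelial cells of the lung and *Sostdc1*, *Tfap2b* and *Wnt6* in epithelial cells of the skin. Among mesenchymal cells they were *Saa1*, *Saa2* and *Mab21l2* in the intestine, *Myl7*, *Asb4* and *Tnni1* in the liver, *Osr1*, *Mgp* and *Sparcl1* in the lung and *Crabp1*, *Msx2* and *Prrx1* in the skin. For example, *Nkx2-1*, on chromosome 12 from 56531958 to 56536908 of GRCm38, had a mean of 3.32 ± 0.53 (SD, n = 6) in lung epithelial cells and 0.08 ± 0.08 (SD, n = 7) in the other organs (log2 difference 3.24, SE 0.13, adjusted p 2.54e-24, higher in 6 of 6 embryos).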

The top organ-specific TFs also supported their identities (Additional file 1: Figure S2b). Then, we used the Meta-analysis workflow in Metascape [24] to combine these organ-specific DEGs of epithelial and mesenchymal cells to identify the shared pathways in which they participated. Both cell type-specific and shared terms were enriched for each organ, except skin, whose terms were nearly all mutual for epithelial and mesenchymal cells (Additional file 1: Figure S2c). Specifically, in the intestine, the shared terms included digestive tract development and regulation of cellular component movement; in the liver, retinoid metabolism and transport and lipoprotein metabolism; in the lungs, tube development and lung development; and in the skin, Wnt signaling pathway, cell substrate adhesion, and others. Actually, the shared DEGs between epithelial and mesenchymal cells had already provided clear clues regarding their mutual regulation (Fig. 2c). For example, the shared DEGs in the intestine, *Epcam* and *Cldn6*, are both related to cell adhesion; in the liver, *Apoa1/2*, *Lpl*, *Rbp4*, *Ttr*, and *Apom* are related to retinoid metabolism and transport; in the lung, *Mgp* is involved in bone mineralization, which is important for tube development; and in the skin, *Axin2*, *Col1a1*, *Dab2*, *Egr1*, *Wnt6*, *Sostdc1*, and *Wls* are related to the Wnt signaling pathway.

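Against the mean of the other organs, *Epcam* had a log2 difference of 1.99 in epithelial cells (SE 0.28, adjusted p 6.03e-07, higher in 7 of 7 embryos) and 0.87 in mesenchymal cells (SE 0.29, adjusted p 0.0790, higher in 7 of 7) in the intestine. In the same organ *Cldn6* had a log2 difference of 2.32 in epithelial cells (SE 0.42, adjusted p 6.86e-05, higher in 7 of 7 embryos) and 0.93 in mesenchymal cells (SE 0.44, adjusted p 0.296, higher in 7 of 7). For the liver, *Apoa1* had a log2 difference of 6.94 in epithelial cells (SE 0.28, adjusted p 5.91e-25, higher in 6 of 6 embryos) and 1.19 in mesenchymal cells (SE 0.37, adjusted p 0.0752, higher in 3 of 3). The epithelial differences of *Apoa2* (8.08), *Lpl* (4.02), *Rbp4* (6.52), *Ttr* (6.35) and *Apom* (6.86) all passed the threshold. Mesenchymal liver cells, with 3 embryos, had log2 differences of 2.08 for *Apoa2* (adjusted p 3.39e-04), 1.44 for *Lpl* (adjusted p 4.83e-04), 1.26 for *Rbp4* (adjusted p 0.257), 1.46 for *Ttr* (adjusted p 0.00708) and 1.20 for *Apom* (adjusted p 0.0374), each higher in 3 of 3 embryos. In the lung, *Mgp* had a log2 difference of 1.10 in epithelial cells (SE 0.42, adjusted p 0.105, higher in 4 of 6 embryos) and 4.34 in mesenchymal cells (SE 0.44, adjusted p 8.67e-10, higher in 6 of 6). Of the skin genes, *Axin2* (1.26 and 1.74), *Dab2* (2.36 and 2.17), *Wnt6* (5.61 and 1.35), *Sostdc1* (6.72 and 1.48) and *Wls* (2.99 and 1.59) were called in epithelial and mesenchymal cells. *Col1a1* reached 0.95 (SE 0.43, adjusted p 0.142) in epithelial and 2.66 (SE 0.45, adjusted p 3.02e-05) in mesenchymal skin cells, and *Egr1* 1.92 (SE 0.60, adjusted p 0.0209) and 1.56 (SE 0.62, adjusted p 0.177).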

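Of these genes in mesenchymal cells of the intestine, *Epcam* was called on log2(TPM + 1) and in edgeR. *Cldn6* was called in edgeR. Among those of mesenchymal liver cells, *Apoa1* was called without either of E9.5 embryo 1 and E11.5 embryo 2 (1.19 to 1.68, adjusted p 0.00182 to 0.0449). *Apoa2* lost its call without E9.5 embryo 2 (1.25, adjusted p 0.169). *Lpl* lost its call without either of E9.5 embryo 1 and E9.5 embryo 2 (1.09 to 1.20, adjusted p 0.0624 to 0.0666). *Rbp4* was called without E9.5 embryo 1 (1.87, adjusted p 0.0352). *Ttr* lost its call without E9.5 embryo 2 (0.81, adjusted p 0.604). *Apom* lost its call without any 1 of E9.5 embryo 2, E10.5 embryo 1, E10.5 embryo 2, E11.5 embryo 1 and E11.5 embryo 2 (0.59 to 1.19, adjusted p 0.0645 to 0.930). *Apoa1* was called on log2(TPM + 1), with the embryo as a block and in edgeR. *Apom* lost its call with the embryo as a block, with at least 5 cells per mean and in thinned cells. In mesenchymal skin cells, *Egr1* was called with the embryo as a block. In epithelial lung cells, *Mgp* was called without E9.5 embryo 2 (1.32, adjusted p 0.0330). *Mgp* was called on log2(TPM + 1) and in edgeR. In epithelial skin cells, *Egr1* lost its call without either of E10.5 embryo 1 and E10.5 embryo 2 (1.54 to 1.59, adjusted p 0.0585 to 0.139). *Col1a1* was called on log2(TPM + 1) and in edgeR. A classification power of at least 0.4 over cells with a difference of at least 1 between means of log values, which is not Seurat's formula, was also counted without replicates: the lists of epithelial and mesenchymal cells shared 10 genes in the intestine, 37 genes in the liver, 5 genes in the lung and 68 genes in the skin. By the difference as Seurat computes it they shared 11, 27, 4 and 71. The paper's reported tables share 5, 20, 1 and 39 genes in the same order.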

The preceding analyses were based on the whole organ, which ignored the developmental factors. Thus, we next investigated the molecular-developmental features of these organs. Because of the limited resolution of the regulon matrix, we used the expression matrix to conduct further unsupervised clustering for epithelial cells of each organ. Epithelial cells in each organ were split into two subclusters, showing their developmental order (Fig. 3a). 

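Cluster 1 of the intestine held 55 epithelial cells, 5 from E9.5 embryo 1, 31 from E9.5 embryo 2, 12 from E9.5 embryo 3, 1 from E10.5 embryo 1 and 6 from E10.5 embryo 2. Its cluster 2 held 53, 7 from E10.5 embryo 1, 1 from E10.5 embryo 2, 21 from E11.5 embryo 1 and 24 from E11.5 embryo 2. In the liver, the 23 cells of cluster 1 comprised 8 from E9.5 embryo 1 and 15 from E9.5 embryo 2. The 22 cells of cluster 2 comprised 10 from E9.5 embryo 3, 4 from E10.5 embryo 1, 4 from E10.5 embryo 2 and 4 from E11.5 embryo 2. All cells of liver cluster 1 came from embryos sequenced on HiSeq 2500 and all of cluster 2 from embryos sequenced on HiSeq 4000. The lung had 15 cells in cluster 1, 3 from E9.5 embryo 2 and 12 from E9.5 embryo 3. It had 34 in cluster 2, 5 from E10.5 embryo 1, 11 from E10.5 embryo 2, 15 from E11.5 embryo 1 and 3 from E11.5 embryo 2. For the skin, cluster 1 held 38 cells, 7 from E9.5 embryo 2, 10 from E9.5 embryo 3, 6 from E10.5 embryo 1 and 15 from E10.5 embryo 2. Cluster 2 of the skin held 38, 19 from E11.5 embryo 1 and 19 from E11.5 embryo 2.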

We also performedPCA, and the first axis of the PCA ordered the cells according to their developmental time in each of the four organs (Fig. 3a). 

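The first principal component of 251 epithelial cells is given in Additional file 3. Its correlation with day across cells was 0.87 in the intestine (108 cells), 0.68 in the liver (45 cells), 0.81 in the lung (49 cells) and 0.83 in the skin (49 cells). Cells of an embryo are not independent replicates, and no p was computed for these values. The correlation of this component with the logarithm of UMIs per cell was −0.26 in the intestine, −0.14 in the liver, −0.45 in the lung and −0.55 in the skin.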

Meanwhile, the PCA also ordered the subclusters and confirmed the accuracy of the further clustering. We thus named them cluster 1 (early epithelial cells) and cluster 2 (late epithelial cells). Apparently, during these developmental stages, epithelial cells continuously developed.

**Fig. 3:**
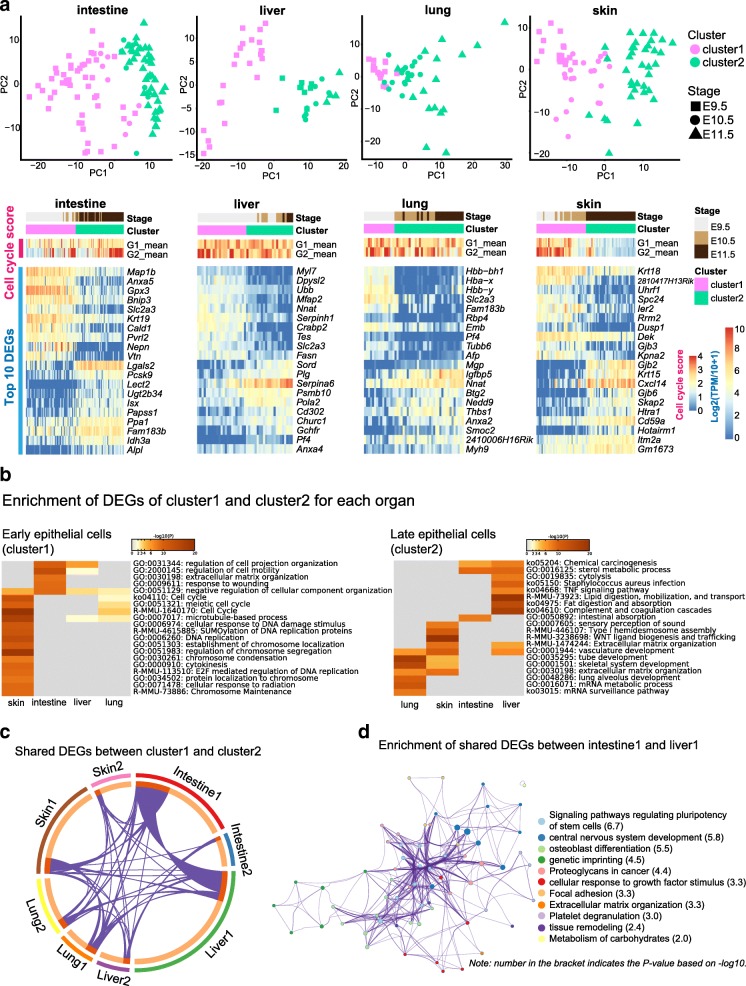
Development of epithelial cells sampled from intestine, liver, lung, and skin. **a** Principal component analysis (PCA) of epithelial cells sampled from different organs (*top*). Clusters are indicated by colors, and developmental stages are indicated by shapes. Heatmaps showing the top 10 DEGs of each cluster in different organs (*bottom*). The color key from *blue* to *red* indicates low to high gene expression, respectively. **b** Heatmaps showing enrichment of DEGs of all early epithelial cells (*cluster1*, *left*) and all late epithelial cells (*cluster2*, *right*). The color key from *gray* to *brown* indicates high to low *P* values, respectively. **c** Circos plots showing shared DEGs among clusters of epithelial cells. The shared genes are linked by *purple lines*. **d** Enrichment network of shared DEGs between intestine1 and liver1. Each term is indicated by a *circular node*. The number of input genes falling into that term is represented by the circle size and the cluster identities are represented by colors. *P* values based on –log_10_ are given in the brackets

We wondered whether these organs possessed similar developmental patterns. To explain the organ-specific developmental direction, we used the Meta-analysis workflow to combine DEGs between cluster 1 and cluster 2 (Fig. 3b). 

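The mean log2 expression of G1/S and of G2/M genes was averaged per embryo over epithelial cells and related to day, in 8 relations. Embryos tie in their distance from the median day, so r is given as a range over every pair of the farthest left out. In the intestine, 1 such pair is the 2 embryos not sequenced on HiSeq 4000. In the lung, the G1/S score averaged 2.83 at E9.5, 2.69 at E10.5 and 2.52 at E11.5. Over its 6 embryos the relation had r −0.97 (exact permutation p 0.0222, adjusted 0.0444) and rho −0.96 (exact permutation p 0.0222, adjusted 0.0444). That r was −0.999 to −0.93 without 2 of the embryos farthest from the median day and −0.96 within the 5 embryos sequenced on HiSeq 4000. In the skin, the G1/S score averaged 2.80 at E9.5, 2.23 at E10.5 and 1.34 at E11.5. It had r −0.93 (exact permutation p 0.0222, adjusted 0.0444) and rho −0.96 (exact permutation p 0.0222, adjusted 0.0444) over 6 embryos. The value of r was −0.97 to −0.74 without 2 of the embryos farthest from the median day and −0.91 within the 5 embryos sequenced on HiSeq 4000. The G2/M score of the skin averaged 3.45 at E9.5, 2.30 at E10.5 and 1.39 at E11.5, with r −0.97 (exact permutation p 0.0222, adjusted 0.0444) and rho −0.96 (exact permutation p 0.0222, adjusted 0.0444). There r was −0.99 to −0.91 without 2 of the embryos farthest from the median day and −0.97 within the 5 embryos sequenced on HiSeq 4000. The G2/M score of the lung had r −0.21 (exact permutation p 0.644, adjusted 0.737) and rho −0.36 (exact permutation p 0.533, adjusted 0.610), and r was −0.93 to 0.78 without 2 of the embryos farthest from the median day and 0.22 within the 5 embryos sequenced on HiSeq 4000. With 6 embryos over these days, 0.0222 is the smallest p that permutations can give.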

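In the intestine, the G2/M score averaged 2.04 at E9.5, 2.59 at E10.5 and 2.75 at E11.5. It had r 0.87 (exact permutation p 0.0143, adjusted 0.0444) and rho 0.94 (exact permutation p 0.00952, adjusted 0.0444) over 7 embryos, and r was 0.81 to 0.93 without 2 of the embryos farthest from the median day and 0.91 within the 5 embryos sequenced on HiSeq 4000. Its G1/S score had r 0.54 (exact permutation p 0.214, adjusted 0.343) and rho 0.51 (exact permutation p 0.257, adjusted 0.356), and r was 0.20 to 0.65 without 2 of the embryos farthest from the median day and 0.36 within the 5 embryos sequenced on HiSeq 4000. In the liver, the G1/S score had r −0.01 (exact permutation p 1, adjusted 1) and rho −0.06 (exact permutation p 0.933, adjusted 0.933) over 6 embryos, with r 0.07 to 0.60 without 2 of the embryos farthest from the median day and −0.67 within the 4 embryos sequenced on HiSeq 4000. The G2/M score had r −0.39 (exact permutation p 0.483, adjusted 0.644) and rho −0.52 (exact permutation p 0.267, adjusted 0.356), with r −0.57 to 0.32 without 2 of the embryos farthest from the median day and −0.21 within the 4 embryos sequenced on HiSeq 4000. These alternatives were chosen after seeing the data. With each embryo left out in turn, r ranged over −0.99 to −0.96 for lung G1/S, −0.98 to −0.90 for skin G1/S, −0.98 to −0.96 for skin G2/M and 0.84 to 0.93 for intestine G2/M. With an embryo of the organ left out, 5 lung or skin embryos remain, and no p was computed for fewer than 6. Intestine G2/M passed an adjusted p of 0.05 in the exact permutation test without any 1 of the E9.5 embryos and not without the others. Before adjustment, its exact permutation p was 0.0222 without an E9.5 embryo, 0.0333 without an E10.5 embryo and 0.05 without an E11.5 embryo. The adjustment then covers only the relations that keep a p, so these passes and losses say little about stability. In thinned cells, r was −0.80, −0.90, −0.94 and 0.73 for the same scores, and none passed. Skin G2/M kept an exact permutation p of 0.0222, the smallest that 6 embryos allow. Its adjusted p was 0.152 because the p of other scores rose, so this says nothing about its stability. The sign of r changed for lung G2/M without E9.5 embryo 2 (0.22) or E11.5 embryo 1 (0.15). For liver G1/S it changed without E9.5 embryo 2 (0.07), E9.5 embryo 3 (0.15) or E11.5 embryo 2 (0.40).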

Intestine and liver early epithelial cells showed characteristics of movement, while lung and skin early epithelial cells shared several terms related to the cell cycle. 

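For each organ, the slope of expression per day was fitted with limma over the embryo means of epithelial cells for 14414 genes. A gene was called at an adjusted p under 0.05 and a slope of at least 0.5 per day. Expression rose or fell with day in 172 genes (88 rising) in the intestine, 178 genes (133 rising) in the liver, 110 genes (44 rising) in the lung and 246 genes (85 rising) in the skin. With edgeR the counts were 57 (11 rising) in the intestine, 92 (12 rising) in the liver, 26 (2 rising) in the lung and 84 (13 rising) in the skin. Single embryos moved these counts by more than 1.5 times, in the intestine to 62 without E11.5 embryo 1, 74 without E11.5 embryo 2 and 92 without E9.5 embryo 1. The liver had 103 without E11.5 embryo 2 and 111 without E9.5 embryo 1. The lung had 37 without E11.5 embryo 2, 38 without E9.5 embryo 2 and 249 without E9.5 embryo 3. The skin had 125 without E11.5 embryo 1, 140 without E11.5 embryo 2 and 118 without E9.5 embryo 2. Falling genes are higher in early epithelial cells, and those shared by 2 organs numbered 3 for intestine and liver, 3 for intestine and lung, 1 for intestine and skin, 2 for liver and lung, 5 for liver and skin and 2 for lung and skin. Over all alternatives they ranged from 0 to 9 for intestine and liver, 1 to 7 for intestine and lung, 0 to 4 for intestine and skin, 0 to 6 for liver and lung, 1 to 11 for liver and skin and 0 to 6 for lung and skin. Rising genes shared were 3 for intestine and liver and 4 for lung and skin, and no other pair of organs shared any. In edgeR, no rising gene was shared by 2 organs. Classification power, as in the paper, takes cells as replicates. Recounted with the difference taken between means of log values, which is not Seurat's formula, the genes of cluster 1 shared by 2 organs numbered 73, 17, 29, 17, 26 and 25 in the same order of organs. By the difference as Seurat computes it they numbered 87, 15, 27, 10, 17 and 14. The paper's reported lists share 45, 8, 15, 8, 9 and 11 genes. From the sharing, the paper infers similar patterns of development in early cells of intestine and liver.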

Interestingly, epithelial cells of intestine cluster 1 and liver cluster 1 shared many genes, indicating similar developmental patterns at early stages (Fig. 3c). In addition, these genes were enriched in terms related to pluripotency and cell adhesion (Fig. 3d). On the other hand, late epithelial cells (cluster 2) of these four organs exhibited organ-specific developmental patterns (Fig. 3b). For example, DEGs of intestine were enriched for terms related to intestine absorption, fat and lipid digestion in liver, lung alveolus development in lung, and sensory perception of sound in skin.

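In the intestine, the 3 steepest rising slopes on the log2 scale per day were those of *Lgals2* (2.84), *Isx* (1.56) and *Osr2* (1.55). The 3 steepest falling slopes were those of *Nepn* (−2.79), *Gpx3* (−2.29) and *Anxa5* (−1.87). In liver epithelial cells, *Alb* (2.07), *Kng1* (2.05) and *Fabp1* (1.97) rose most, and *Cldn6* (−2.34), *Ccnd2* (−1.78) and *Crabp2* (−1.78) fell most. In the lung, *Igfbp5* (1.66), *Fmod* (1.63) and *Smoc2* (1.5) rose most, and *Slc2a3* (−2.46), *Hba-x* (−2.21) and *Fam183b* (−2.13) fell most. The paper names *Hba-x* for primitive erythroid cells, and it had a UMI in 1459 of the 1819 kept cells. Whether its transcripts in lung epithelial cells are their own was not tested. Skin epithelial cells had the steepest rises in *Cxcl14* (3.14), *Gjb2* (2.70) and *Krt15* (2.32), and the steepest falls in *2810417H13Rik* (−2.06), *Car4* (−2.05) and *Tpx2* (−1.83). For the intestine, the call of *Osr2* was lost without any 1 of E9.5 embryo 1, E9.5 embryo 3 and E11.5 embryo 1 (0.94 to 1.66, adjusted p 0.0710 to 0.0921). *Gpx3* lost its call over HiSeq 4000 embryos alone. *Isx* lost its call in edgeR. *Osr2* lost its call without the gene filter, in edgeR and over HiSeq 4000 embryos alone. For the liver, the call of *Ccnd2* was lost without E11.5 embryo 2 (−1.49, adjusted p 0.493). The call of *Crabp2* was lost without either of E9.5 embryo 1 and E9.5 embryo 2 (−1.54 to −1.24, adjusted p 0.115 to 0.122). The value of *Crabp2* moved to −3.09 without E11.5 embryo 2. *Ccnd2* lost its call over HiSeq 4000 embryos alone. *Crabp2* lost its call with at least 5 cells per mean and over HiSeq 4000 embryos alone. For the lung, the call of *Hba-x* was lost without any 1 of E9.5 embryo 2, E9.5 embryo 3, E10.5 embryo 1, E10.5 embryo 2 and E11.5 embryo 2 (−2.52 to −1.28, adjusted p 0.0522 to 0.528). The call of *Igfbp5* was lost without E11.5 embryo 1 (1.33, adjusted p 0.0715). *Fmod*, *Igfbp5* and *Smoc2* lost their calls in edgeR. *Hba-x* lost its call on log2(TPM + 1), without the gene filter, with the embryo as a block, in edgeR, with at least 5 cells per mean, in thinned cells and over HiSeq 4000 embryos alone. For the skin, the call of *Car4* was lost without E9.5 embryo 2 (−1.45, adjusted p 0.0889). The power over cells, with a plain difference of mean log values, gave 19 for intestine and liver, 1 for intestine and lung, 2 for intestine and skin, 3 for liver and lung, 3 for liver and skin and 7 for lung and skin as numbers of shared genes of cluster 2, and Seurat's formula 11, 0, 1, 4, 4 and 6. For these, the paper's reported lists share 6, 0, 0, 3, 2 and 5 genes.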

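Whether a slope differs between organs was tested as a difference of slopes in limma, and fits over HiSeq 4000 embryos alone were added after seeing the data. Between intestine and liver, 122 genes passed the threshold, 30 of them with the higher slope in the intestine. In edgeR there were 58, with 37 higher in the intestine. The count was 58 without E11.5 embryo 1, 66 without E11.5 embryo 2 and 70 without E9.5 embryo 2. Between intestine and lung, 146 genes passed the threshold, 86 of them with the higher slope in the intestine. With edgeR there were 33, with 14 higher in the intestine. Single embryos left out gave 90 without E11.5 embryo 1, 43 without E11.5 embryo 2, 67 without E9.5 embryo 2 and 90 without E9.5 embryo 3. Between intestine and skin, 274 genes passed the threshold, 170 of them with the higher slope in the intestine. It was 97 without E11.5 embryo 1, 119 without E11.5 embryo 2 and 143 without E9.5 embryo 2. For liver and lung, 99 genes passed the threshold, 75 of them with the higher slope in the liver. By edgeR there were 70, with 17 higher in the liver. Their number was 57 without E11.5 embryo 2, 61 without E9.5 embryo 1 and 54 without E9.5 embryo 2. For liver and skin, 145 genes passed the threshold, 91 of them with the higher slope in the liver. In the edgeR fit there were 61, with 9 higher in the liver. The number became 79 without E11.5 embryo 1, 67 without E11.5 embryo 2 and 64 without E9.5 embryo 2. For lung and skin, 84 genes passed the threshold, 26 of them with the higher slope in the lung. By the edgeR fit there were 10, with 1 higher in the lung. The count became 24 without E11.5 embryo 2 and 32 without E9.5 embryo 2.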

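The slopes most above those of the liver in the intestine were those of *Lgals2* (2.39), *Cldn6* (2.08) and *Idh3a* (1.93), and the slopes most below were those of *Nepn* (−2.79), *Fabp1* (−2.44) and *Alb* (−2.09). The call of *Alb* was lost without E11.5 embryo 2 (−1.73, adjusted p 0.100). The call of *Cldn6* was lost without E9.5 embryo 1 (1.69, adjusted p 0.0560). The call of *Idh3a* was lost without either of E9.5 embryo 3 and E11.5 embryo 2 (1.63 to 2.15, adjusted p 0.0643 to 0.172). The call of *Lgals2* was lost without any 1 of E9.5 embryo 3, E11.5 embryo 1 and E11.5 embryo 2 (2.18 to 2.87, adjusted p 0.0537 to 0.135). The call of *Nepn* was lost without E11.5 embryo 2 (−2.83, adjusted p 0.100). *Alb*, *Cldn6* and *Fabp1* lost their calls over HiSeq 4000 embryos alone. *Idh3a* lost its call in edgeR and over HiSeq 4000 embryos alone. *Lgals2* and *Nepn* lost their calls in edgeR. Against the lung, the slopes most above in the intestine were those of *Fam183b* (3.34), *Lgals2* (2.84) and *Arpc1b* (1.86), and the slopes most below were those of *Igfbp5* (−3.00), *Nepn* (−2.79) and *Anxa5* (−2.61). The call of *Anxa5* was lost without E11.5 embryo 2 (−2.42, adjusted p 0.0541). The call of *Arpc1b* was lost without either of E11.5 embryo 1 and E11.5 embryo 2 (1.71 to 1.83, adjusted p 0.0681 to 0.153). *Anxa5* lost its call with at least 5 cells per mean. *Arpc1b* lost its call in edgeR and with at least 5 cells per mean. *Lgals2* and *Nepn* lost their calls in edgeR. Against the skin, the slopes most above in the intestine were those of *Lgals2* (2.84), *Ube2c* (2.54) and *Birc5* (2.41), and the slopes most below were those of *Cxcl14* (−3.14), *Gjb2* (−2.74) and *Nepn* (−2.70). The call of *Ube2c* was lost without either of E9.5 embryo 3 and E11.5 embryo 1 (2.26 to 2.44, adjusted p 0.0555 to 0.140). *Cxcl14*, *Lgals2* and *Nepn* lost their calls in edgeR. *Ube2c* lost its call over HiSeq 4000 embryos alone. In the liver against the lung, the slopes most above were those of *Fam183b* (2.12), *Car2* (2.09) and *Alb* (2.08), and the slopes most below were those of *Nnat* (−2.33), *Cldn6* (−2.26) and *Igfbp5* (−2.25). The call of *Alb* was lost without E11.5 embryo 2 (1.71, adjusted p 0.133). The call of *Fam183b* was lost without E11.5 embryo 2 (2.06, adjusted p 0.0873). The call of *Igfbp5* was lost without E11.5 embryo 1 (−1.93, adjusted p 0.0770). *Alb*, *Car2* and *Fam183b* lost their calls in edgeR. *Cldn6* lost its call with at least 5 cells per mean and over HiSeq 4000 embryos alone. *Igfbp5* and *Nnat* lost their calls over HiSeq 4000 embryos alone. In the liver against the skin, the slopes most above were those of *Alb* (2.07), *Kng1* (2.05) and *Mt2* (2.02), and the slopes most below were those of *Cxcl14* (−3.15), *Gjb2* (−2.73) and *Krt15* (−2.32). The call of *Alb* was lost without E11.5 embryo 2 (1.70, adjusted p 0.120). The call of *Gjb2* was lost without E11.5 embryo 2 (−2.52, adjusted p 0.120). The call of *Krt15* was lost without E11.5 embryo 2 (−2.22, adjusted p 0.0535). The call of *Mt2* was lost without E11.5 embryo 2 (1.70, adjusted p 0.356). *Alb* lost its call in edgeR and over HiSeq 4000 embryos alone. *Cxcl14*, *Kng1*, *Krt15* and *Mt2* lost their calls in edgeR. In the lung against the skin, the slopes most above were those of *Ccnd2* (2.01), *Acta2* (1.77) and *Hhip* (1.55), and the slopes most below were those of *Cxcl14* (−3.14), *Gjb2* (−2.70) and *Skap2* (−2.25). The call of *Acta2* was lost without any 1 of E9.5 embryo 2, E11.5 embryo 1 and E11.5 embryo 2 (1.17 to 2.03, adjusted p 0.0630 to 0.307). The call of *Ccnd2* was lost without any 1 of E9.5 embryo 2, E10.5 embryo 1, E11.5 embryo 1 and E11.5 embryo 2 (1.85 to 2.01, adjusted p 0.0568 to 0.277). The call of *Hhip* was lost without either of E9.5 embryo 2 and E11.5 embryo 2 (1.30 to 1.49, adjusted p 0.0836 to 0.109). The call of *Skap2* was lost without any 1 of E9.5 embryo 2, E11.5 embryo 1 and E11.5 embryo 2 (−2.14 to −1.96, adjusted p 0.0634 to 0.126). *Acta2* lost its call on log2(TPM + 1), without the gene filter, in edgeR, with at least 5 cells per mean and over HiSeq 4000 embryos alone. *Ccnd2* lost its call without the gene filter, in edgeR, with at least 5 cells per mean, in thinned cells and over HiSeq 4000 embryos alone. *Cxcl14* lost its call in edgeR. *Gjb2* lost its call in edgeR and with at least 5 cells per mean. *Hhip* and *Skap2* lost their calls in edgeR, with at least 5 cells per mean and over HiSeq 4000 embryos alone.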

### Prevalent epithelial/mesenchymal hybrid state in epithelial cells during mouse organogenesis

It is well known that the transition between epithelial and mesenchymal features plays an important role in embryonic development [6, 7, 25]. We asked whether this critical cellular mechanism was also involved in the development of the epithelial cells. Indeed, we found a prevalent E/M hybrid state in the epithelial cells of all four epithelial parenchyma organs. 

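A cell was counted as carrying both transcripts when each was expressed at 1 or more, and shares are means over embryos with their SD. Over the 4 organs, 77.5% ± 11.9 of epithelial cells (n = 7) expressed *Epcam* and *Vim*. For *Epcam* and *Fn1* the share was 87.7% ± 10.2, and for *Epcam* and *Sparc* 86.2% ± 8.23. By organ, the share with *Epcam* and *Vim* was 84.3% ± 28.9 (n = 7) in the intestine and 38.4% ± 32.3 (n = 6) in the liver. It was 58.6% ± 33.1 (n = 6) in the lung and 93.2% ± 11.1 (n = 6) in the skin. In the same order of organs, the share with *Epcam* and *Fn1* was 97.6% ± 4.75, 71.7% ± 27.9, 77.0% ± 18.9 and 84.0% ± 7.24. That with *Epcam* and *Sparc* was 78.8% ± 16.2, 53.3% ± 40.8, 97.7% ± 3.69 and 98.9% ± 2.72. With *Cdh1* in place of *Epcam*, the share with *Vim* was 76.6% ± 27.6, 32.6% ± 17.4, 51.8% ± 29.1 and 88.2% ± 9.77. In E9.5 embryo 1, 1 of 5 intestinal cells expressed *Epcam* and *Vim*. None of the 3 lung cells of E9.5 embryo 2 did, with an exact 95% binomial limit of 70.8%. At a stricter level of 2, the share with *Epcam* and *Vim* was 78.6%, 14.6%, 45.9% and 82.2% in the 4 organs. In thinned cells it was 89.7%, 54.0%, 63.5% and 96.6%. Of mesenchymal cells, 54.5% ± 29.5, 3.82% ± 4.01, 29.1% ± 18.4 and 18.3% ± 15.3 carried *Epcam* and *Vim* in these organs. Among hematopoietic cells, which should lack *Epcam*, the share was 0.608% ± 1.61 (n = 7). Among neuronal cells it was 10.0% ± 9.24 (n = 6), and 98.8% ± 1.55 of them expressed *Vim*. Median depths of the epithelial cells were 373894, 657092, 256424 and 231379 UMIs, and that of hematopoietic cells was 438183. From the presence of both kinds of marker in epithelial cells of these organs, together with immunostaining, the paper concludes that a hybrid epithelial/mesenchymal state is prevalent in them.

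**Figure D1:**
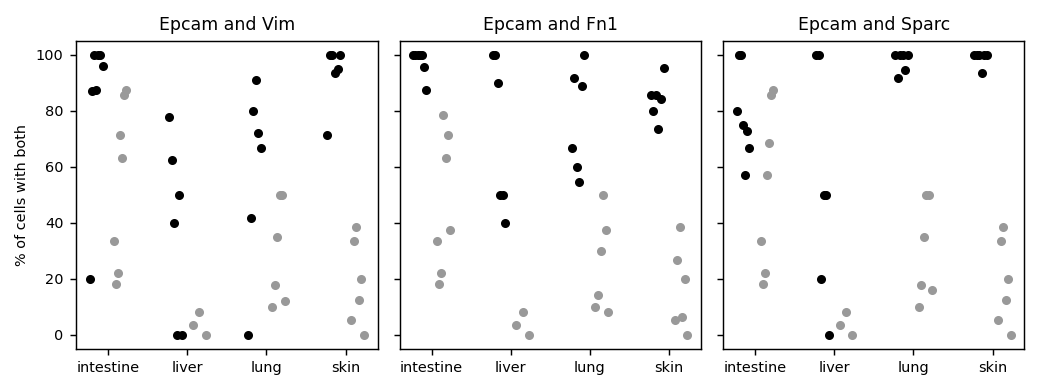
Percent of cells (y axis) that express Epcam together with Vim, Fn1 or Sparc at a log2(TPM/10 + 1) of 1 or more, by organ (x axis), in epithelial (black) and mesenchymal (gray) cells, with 1 point per embryo. Points of epithelial cells for Epcam and Vim range from 0 to 77.8% in the liver and from 71.4 to 100% in the skin.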

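Mean log2 expression was compared between epithelial and mesenchymal cells of the same organ in limma. Values are given in the order intestine, liver, lung and skin, with n = 7, 6, 6 and 6 embryos for epithelial and n = 7, 3, 6 and 6 for mesenchymal cells. The log2 differences of *Cdh1*, on chromosome 8 from 106603351 to 106670246, were 3.26, 1.08, 2.57 and 3.06 (adjusted p 4.76e-17, 0.00421, 2.47e-12 and 5.14e-15). Those of *Cldn6*, on chromosome 17 from 23679249 to 23682446, were 5.24, 2.31, 5.54 and 3.71 (adjusted p 3.39e-11, 0.0155, 1.15e-10 and 1.13e-06). The same differences of *Krt8*, on chromosome 15 from 101996698 to 102004482, were 3.16, 2.28, 4.57 and 3.88 (adjusted p 4.01e-06, 0.0137, 9.26e-09 and 2.60e-07). Each of the 3 was higher in epithelial cells in 7 of 7, 3 of 3, 6 of 6 and 6 of 6 embryos. The differences of *Cldn7* were 4.43, 0.96, 3.78 and 3.98 (adjusted p 1.59e-14, 0.191, 4.52e-11 and 4.70e-12), and those of *Krt18* were 3.29, 2.58, 4.59 and 4.01 (adjusted p 1.26e-06, 0.00372, 5.67e-09 and 8.79e-08). In the liver, the call of *Cdh1* was lost without E11.5 embryo 2 (0.87, adjusted p 0.0233). The call of *Cldn6* was lost without any 1 of E9.5 embryo 1, E9.5 embryo 2 and E9.5 embryo 3 (1.69 to 2.20, adjusted p 0.101 to 0.167). The call of *Krt8* was lost without E9.5 embryo 3 (1.82, adjusted p 0.202). The call of *Krt18* was lost without E9.5 embryo 3 (2.30, adjusted p 0.0803). *Cdh1* lost its call in thinned cells. *Krt8* and *Krt18* lost their calls in edgeR. *Cldn7* was called in edgeR.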

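*Vim*, on chromosome 2 from 13573927 to 13582826, had means of 3.56 ± 1.46, 1.54 ± 0.36, 1.82 ± 0.86 and 4.26 ± 1.31 (SD) in epithelial cells of the intestine, liver, lung and skin. In mesenchymal cells they were 4.30 ± 0.45, 4.82 ± 0.48, 4.55 ± 0.57 and 5.82 ± 0.69. The log2 differences of *Vim* were −0.74, −3.28, −2.73 and −1.55 (adjusted p 0.369, 7.22e-05, 8.66e-05 and 0.0362), higher in epithelial cells in 2 of 7, 0 of 3, 0 of 6 and 0 of 6 embryos. *Fn1*, on chromosome 1 from 71585520 to 71653200, had means of 4.47 ± 1.32, 4.46 ± 0.63, 2.35 ± 0.66 and 2.97 ± 0.53 in epithelial cells. Mesenchymal cells had means of 2.63 ± 0.69, 3.52 ± 0.35, 2.94 ± 0.47 and 2.69 ± 0.74. The log2 differences of *Fn1* were 1.84, 0.94, −0.60 and 0.27 (adjusted p 6.80e-04, 0.328, 0.548 and 0.891), higher in epithelial cells in 6 of 7, 3 of 3, 2 of 6 and 5 of 6 embryos. *Sparc*, on chromosome 11 from 55394500 to 55423183, had means of 3.31 ± 1.38, 1.93 ± 1.26, 4.93 ± 1.02 and 5.37 ± 0.58 in epithelial cells. The means of mesenchymal cells were 4.36 ± 0.85, 6.32 ± 0.20, 5.08 ± 1.16 and 6.02 ± 0.62. The log2 differences of *Sparc* were −1.04, −4.39, −0.15 and −0.65 (adjusted p 0.216, 2.52e-06, 1 and 0.642), higher in epithelial cells in 1 of 7, 0 of 3, 3 of 6 and 0 of 6 embryos. In the lung, the sign of *Sparc* changed without E11.5 embryo 1 (0.12, adjusted p 1). *Sparc* changed sign with at least 5 cells per mean. In the skin, the call of *Vim* was lost without any 1 of E9.5 embryo 2, E9.5 embryo 3, E10.5 embryo 2, E11.5 embryo 1 and E11.5 embryo 2 (−1.67 to −1.35, adjusted p 0.0741 to 0.138). *Vim* lost its call on log2(TPM + 1), without the gene filter, in edgeR and with at least 5 cells per mean.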

As revealed in Fig. 4a, epithelial cells with high expression of epithelial markers, such as *Epcam*, *Cdh1*, claudins, and cytokeratins, also highly expressed *Vim*, *Fn1*, and *Sparc* (*Sparc* in right panel of Fig. 1d), genes with mesenchymal characteristics. This phenomenon was also validated by immunostaining: both the mesenchymal markers Vim and Fn1 were co-expressed with Cdh1, a typical epithelial marker (Fig. 4b; Additional file 1: Figure S3a). The immunostaining of Fn1 was strong in intestine, liver, and lung epithelial cells (Cdh1-positive cells in Fig. 4b), while in adult liver the immunostaining of Fn1 was restricted to specific cells (Additional file 1: Figure S3b), confirming that the immunostaining of Fn1 in Fig. 4b was accurate.

**Fig. 4:**
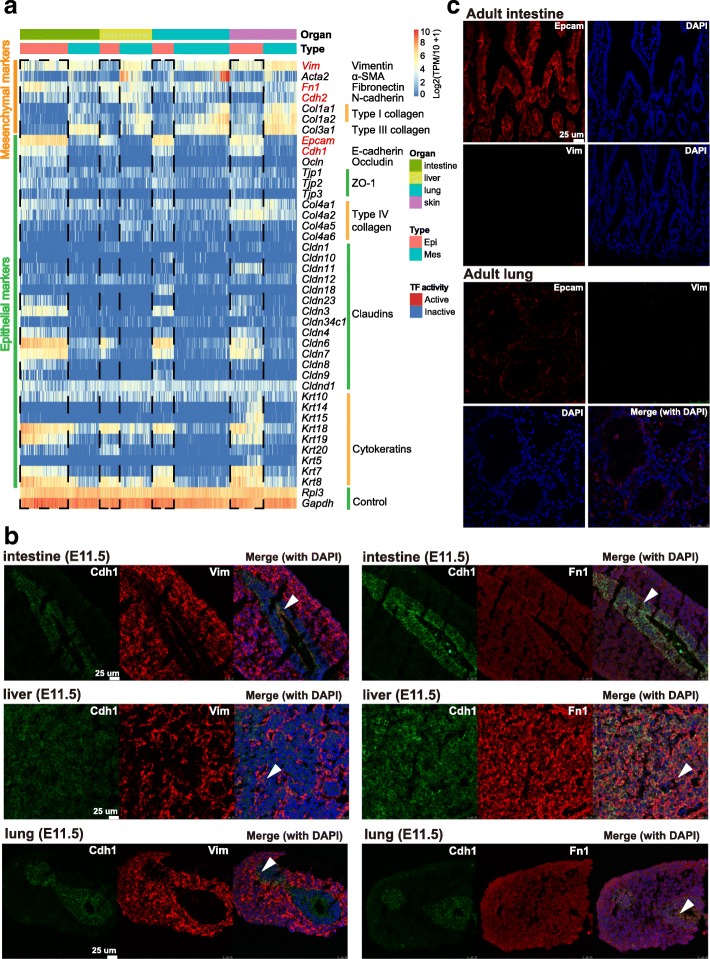
Prevalent epithelial/mesenchymal hybrid state in epithelial cells during organogenesis. **a** Heatmap showing the representative epithelial and mesenchymal markers in epithelial and mesenchymal cells. The color key from *blue* to *red* indicates low to high gene expression, respectively. **b** Immunostaining of Cdh1, Vim, and Fn1 in E11.5 intestine, liver, and lung. The *white arrow* indicates potential co-expression of Cdh1 and Vim. **c** Immunostaining for Epcam and Vim in adult intestine and lung

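Cells expressing each transcription factor at 1 or more were counted among epithelial cells. Of 110 cells of the intestine, 2 expressed *Snai1*, 2 *Snai2*, 2 *Zeb1*, 4 *Zeb2*, 1 *Twist1* and 3 *Twist2*. Of 48 liver cells, 10 expressed *Snai1*, 0 *Snai2*, 12 *Zeb1*, 6 *Zeb2*, 2 *Twist1* and 1 *Twist2*. Of 52 lung cells, 7 expressed *Snai1*, 3 *Snai2*, 3 *Zeb1*, 5 *Zeb2*, 0 *Twist1* and 1 *Twist2*. Of 79 skin cells, 16 expressed *Snai1*, 53 *Snai2*, 5 *Zeb1*, 9 *Zeb2*, 29 *Twist1* and 11 *Twist2*. The 0 of 48 cells for *Snai2* in the liver allow up to 6.25% of cells at this level, and the 0 of 52 for *Twist1* in the lung up to 5.77%, which leaves cells with fewer UMIs or with missed molecules out of account. Over embryos, the shares of the skin were 63.3% ± 22.4 for *Snai2* and 35.6% ± 17.2 for *Twist1* (SD, n = 6). Of mesenchymal skin cells, 51 of 77 expressed *Snai2* and 69 of 77 *Twist1*. Of hematopoietic cells, for comparison, the factors were expressed in 7 (*Snai1*), 3 (*Snai2*), 44 (*Zeb1*), 102 (*Zeb2*), 13 (*Twist1*) and 4 (*Twist2*) of 249 cells. Their median depth was 438183 UMIs, against 373894, 657092, 256424 and 231379 in epithelial cells of the 4 organs. In thinned cells, *Snai2* was expressed in 5 of 99, 1 of 47, 5 of 46 and 47 of 65 epithelial cells of the intestine, liver, lung and skin. *Twist1* was expressed in 3 of 99, 2 of 47, 0 of 46 and 27 of 65.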

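Epithelial minus mesenchymal cells of the intestine, liver, lung and skin differed by −1.69, −1.40, −1.42 and −0.33 on the log2 scale for *Snai2*, on chromosome 16 from 14705852 to 14709385 (adjusted p 2.03e-07, 7.22e-04, 4.49e-05 and 0.563). For *Twist1*, on chromosome 12 from 33957671 to 33959829, the differences were −0.77, −0.95, −0.25 and −2.31 (adjusted p 0.0220, 0.0358, 0.748 and 9.78e-10), and none of the embryos had the higher value in epithelial cells. Those of *Twist2* were −2.70, −0.75, −1.90 and −2.21, and those of *Snai1* were −0.98, −0.48, −2.68 and −1.94. For *Zeb1* they were −1.12, −0.79, −0.79 and −0.96, and for *Zeb2* −0.25, −0.77, −1.55 and −0.33. The lower level in epithelial cells passed the threshold for *Snai2*, *Zeb1* and *Twist2* in the intestine, *Snai2* in the liver, *Snai1*, *Snai2*, *Zeb2* and *Twist2* in the lung and *Snai1*, *Twist1* and *Twist2* in the skin. Within epithelial cells, the skin was above the mean of the other organs by 1.76 for *Snai2* (SE 0.20, adjusted p 1.91e-09, 6 of 6 embryos). For *Twist1* it was above by 0.94 (SE 0.20, adjusted p 5.72e-04, 6 of 6 embryos). In the latter comparison, *Twist1* was called without either of E9.5 embryo 2 and E11.5 embryo 1 (1.01 to 1.06, adjusted p 2.90e-04 to 6.70e-04). *Twist1* was called on log2(TPM + 1) and in edgeR. Between epithelial and mesenchymal cells of the intestine, *Snai1* was called without any 1 of E10.5 embryo 2, E11.5 embryo 1 and E11.5 embryo 2 (−1.15 to −1.07, adjusted p 0.0181 to 0.0431). *Snai1* was called on log2(TPM + 1), in edgeR and in thinned cells. *Twist1* was called on log2(TPM + 1) and in edgeR. Of the liver comparison, the call of *Snai2* was lost without E9.5 embryo 2 (−0.94, adjusted p 0.0708). *Zeb2* was called without E9.5 embryo 1 (−1.01, adjusted p 0.00187). *Twist1* was called without E9.5 embryo 3 (−1.20, adjusted p 0.0463). *Zeb2* was called on log2(TPM + 1). *Twist1* was called on log2(TPM + 1) and in edgeR. *Twist2* was called in edgeR. Of the lung comparison, *Zeb1* was called on log2(TPM + 1) and in edgeR. *Twist1* was called in edgeR. Of the skin comparison, *Zeb1* was called without E11.5 embryo 2 (−1.24, adjusted p 4.45e-06). *Zeb1* was called on log2(TPM + 1) and with at least 5 cells per mean. *Twist1* lost its call in edgeR.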

Surprisingly, the classical EMT-inducting TFs (*Snai1/2*, *Zeb1/2*, and *Twist1/2*) were barely expressed in these epithelial cells, except for skin, where *Snai2* and *Twist1* were expressed at moderate levels in some cells (Fig. 5a). In addition, when we checked the TF activity, *Twist1/2* were not active in these cells (Fig. 5a). This was understandable, since these TFs were well known for their ability to repress epithelial features [7]. However, these epithelial cells still expressed epithelial markers. Thus, the regulatory mechanism governing this hybrid state might be different from classical EMT mechanisms. We noticed that a TF, *Grhl2*, which protects the epithelial phenotype [7, 26], was active in the epithelial cells of intestine, lung, and skin. GATA-binding protein 3 (*GATA3*) was also active, and previous evidence showed that it could inhibit the miR-200 family and that it promotes EMT [5]. 

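*Ovol1*, on chromosome 19 from 5549136 to 5560646, was expressed at 1 or more in 16 of 110, 0 of 48, 1 of 52 and 18 of 79 epithelial cells of the intestine, liver, lung and skin. In mesenchymal cells of the same organs it was expressed in 0 of 74, 1 of 76, 0 of 125 and 2 of 77. *Ovol2*, on chromosome 2 from 144305175 to 144332146, was expressed in 10 of 110, 0 of 48, 4 of 52 and 8 of 79 epithelial cells. No mesenchymal cell expressed it, with 0 of 74, 0 of 76, 0 of 125 and 0 of 77 cells. At this level, a count of 0 allows up to 6.25% of epithelial liver cells, and 4.05%, 3.95%, 2.40% and 3.90% of mesenchymal cells. Over embryos, mean expression in epithelial cells was 0.30 ± 0.27, 0.00 ± 0.00, 0.09 ± 0.22 and 0.72 ± 0.56 for *Ovol1* (SD, n = 7, 6, 6 and 6). It was 0.19 ± 0.18, 0.00 ± 0.00, 0.29 ± 0.41 and 0.22 ± 0.27 for *Ovol2*. In thinned cells, *Ovol1* was expressed in 16 of 99, 0 of 47, 1 of 46 and 13 of 65 and *Ovol2* in 9 of 99, 0 of 47, 4 of 46 and 7 of 65 epithelial cells.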

*Ovol* genes were not highly expressed across epithelia, though they were shown to stabilize the hybrid E/M phenotype [27, 28]. 

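*Elf3*, on chromosome 1 from 135253575 to 135258568, was expressed in 46 of 110, 15 of 48, 11 of 52 and 18 of 79 epithelial cells of the intestine, liver, lung and skin. Of the mesenchymal cells of these organs, 6 of 74, 2 of 76, 4 of 125 and 10 of 77 expressed it. Over embryos, its share of epithelial cells was 38.7% ± 20.3, 33.3% ± 14.5, 30.7% ± 22.5 and 21.3% ± 9.84 (SD, n = 7, 6, 6 and 6). *Elf5*, on chromosome 2 from 103411688 to 103450989, was expressed in 0 of 110, 0 of 48, 2 of 52 and 1 of 79 epithelial cells, where, at this level, the 0 of 110 allow up to 2.73% and the 0 of 48 up to 6.25%. After thinning, *Elf3* was expressed in 45 of 99, 19 of 47, 8 of 46 and 17 of 65 and *Elf5* in 0 of 99, 0 of 47, 1 of 46 and 2 of 65.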

*Elf3* was expressed in several epithelial cells, while *Elf5* was not. Both *Elf3* and *Elf5* were shown to be negative regulators of EMT [29]. In contrast, in the datasets of adult or mature epithelial cells from intestine, liver, and E18 lung, they barely presented an E/M hybrid state (Fig. 5b) [15, 30, 31]. As a control, the immunostaining showed that the Epcam-positive epithelial cells of adult intestine and lung were negative for Vim as expected (Fig. 4c). This meant that the observed E/M hybrid state only occurred at particular developmental stages in organs with epithelial parenchyma.

**Fig. 5:**
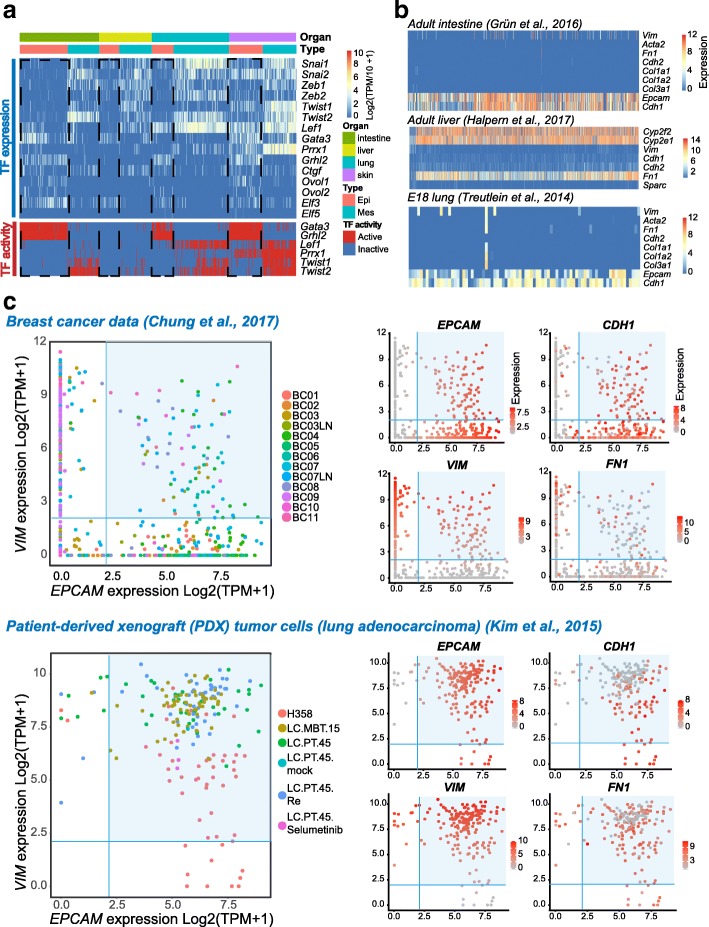
Expression pattern of representative EMT-related TFs and expression pattern of representative markers in late-stage or adult organs and two carcinoma datasets. **a** Heatmaps showing the representative EMT-related TFs in epithelial and mesenchymal cells. The color key from *blue* to *red* indicates low to high gene expression or TF activity, respectively. **b** Heatmaps showing the representative markers in adult intestine, adult liver, and E18 lung [15, 30, 31]. **c** Scatterplots showing the expression of representative markers in two carcinoma datasets [32, 33]. Cells sampled from different sources are represented by colors at the first plot of each dataset. For all plots, the *x*-axis measures the expression value of *EPCAM*, and the *y*-axis measures the expression value of *VIM*. Cells whose expression values of both *EPCAM* and *VIM* exceed 2 are shadowed in *blue*, indicating the potential E/M hybrid state. The expression values of representative markers are indicated by colors. The color key from *gray* to *red* indicates low to high gene expression, respectively

Since the transition between epithelial and mesenchymal features has been associated with the cancer metastatic cascade, we asked whether this kind of E/M hybrid state was also prevalent in cancer cells. In two types of carcinoma datasets, breast and lung cancers [32, 33], the E/M hybrid state also existed (Fig. 5c). Given the similar E/M hybrid pattern in developing epithelial organs and carcinomas, we assumed that organs with carcinomas might not create a novel mechanism to perform metastasis; instead, they just utilize the mechanism that already exists during normal embryonic development. Therefore, it was crucial to understand what happens during embryonic organogenesis and find the similarities and differences in the E/M hybrid states between carcinoma metastasis and embryonic organogenesis.

We defined an epithelial score (E-score) by averaging the expression of E-cadherin, ZO-1, claudins, occludin, cytokeratins, and type IV collagen, and a mesenchymal score (M-score) by averaging the expression of vimentin, FSP-1, α-SMA, fibronectin, N-cadherin, and type I and type III collagen (see Additional file 2 for gene list). Interestingly, epithelial cells of different organs showed different E/M characteristics during this developmental stage, though they were all composed of epithelial parenchyma (Fig. 6a). 

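Scores were averaged per embryo over the epithelial cells of each organ, and organs were compared by exact permutation of the embryo means, in 18 comparisons of 3 scores. The E-score was 0.365 ± 0.0682 in the liver (SD, n = 6), 0.770 ± 0.0789 in the intestine (n = 7), 0.703 ± 0.0587 in the lung (n = 6) and 0.774 ± 0.0354 in the skin (n = 6). The liver was lower than the intestine by 0.406 (exact permutation p 5.83e-04, adjusted 0.0105), in 6 of 6 embryos with both. It was lower than the lung by 0.339 and than the skin by 0.410 (exact permutation p 0.00216, adjusted 0.0130, for each), in 5 of 5 embryos. These are the smallest p that the numbers of embryos allow. With the embryo as a block, an alternative chosen after seeing the data, the adjusted p of these comparisons became 0.188 for each by permutation of signs. The M-score was 1.00 ± 0.450 in the lung, 1.32 ± 0.244 in the liver, 1.46 ± 0.222 in the intestine and 1.71 ± 0.535 in the skin. The lung was lower than the intestine by 0.461 (exact permutation p 0.0420, adjusted 0.126) in 5 of 6 embryos, and than the liver by 0.321 (exact permutation p 0.165, adjusted 0.329) in 5 of 5. It was lower than the skin by 0.713 (exact permutation p 0.0368, adjusted 0.126) in 5 of 6. Without E11.5 embryo 1, whose lung M-score was 1.72, the difference between intestine and lung had an adjusted p of 0.0487 by exact permutation. In thinned cells the difference was 0.522 (exact permutation, adjusted p 0.0393). The S-score was 1.65 ± 0.0959 in the intestine, 1.74 ± 0.152 in the liver, 1.71 ± 0.118 in the lung and 1.68 ± 0.129 in the skin. No S-score difference passed an adjusted p of 0.05 by exact permutation, and the smallest p was 0.204.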

Liver possessed the lowest E-score and a moderate M-score, while lung had the lowest M-score and a moderate E-score. The E- and M-scores of intestine and skin seemed more scattered. 

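Over all epithelial cells, the SD of the E-score was 0.127 in the intestine, 0.0943 in the liver, 0.0917 in the lung and 0.124 in the skin. Within embryos it was 0.0958, 0.0762, 0.0874 and 0.126 in the same order. The SD of the M-score over cells was 0.419, 0.426, 0.689 and 0.783, and 0.394, 0.396, 0.540 and 0.624 within embryos. Cells numbered 110, 48, 52 and 79.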

A previous study proposed that as the mesenchymal phenotype increases, stemness is acquired during EMT [25, 34]. Thus, we also defined a stemness score (S-score) by averaging all the genes of the Gene Ontology (GO) term “stem cell population maintenance” (GO: 0019827). When we ordered cells along the pseudodevelopmental timeline as inferred from the PC1 axis in Fig. 3a, we did see clear patterns (Fig. 6b). Throughout the process of development, all three scores of epithelial cells in the intestine and liver decreased, exhibiting a negative correlation with the PC1 axis. This result was consistent with the above finding that early epithelial cells (cluster 1) in these two organs shared the most DEGs (Fig. 3c), which were enriched in terms related to stemness and mesenchymal features, such as signaling pathways regulating pluripotency of stem cells, osteoblast differentiation, and extracellular matrix organization. However, all three scores for lung increased during development and showed a positive correlation with the PC1 axis. This might be because organogenesis for lung begins during this period. 

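Embryo means of each score were related to day by correlation, in 12 relations (3 scores in 4 organs). Where embryos tie in their distance from the median day, r without 2 of them is a range over all such pairs, which in the intestine include the 2 embryos not sequenced on HiSeq 4000. In the intestine (n = 7), the E-score averaged 0.843 at E9.5, 0.733 at E10.5 and 0.698 at E11.5, with r −0.85 (exact permutation p 0.0143, adjusted 0.0889) and rho −0.87 (exact permutation p 0.0190, adjusted 0.0889). Its r was −0.89 to −0.79 without 2 of the embryos farthest from the median day and −0.82 within the 5 HiSeq 4000 embryos. The M-score of the intestine averaged 1.5 at E9.5, 1.52 at E10.5 and 1.35 at E11.5, with r −0.28 (exact permutation p 0.529, adjusted 0.640) and rho −0.08 (exact permutation p 0.895, adjusted 0.895). That r was −0.65 to 0.16 without 2 of the embryos farthest from the median day and −0.65 within the 5 HiSeq 4000 embryos. Its S-score averaged 1.66 at E9.5, 1.72 at E10.5 and 1.56 at E11.5, with r −0.39 (exact permutation p 0.386, adjusted 0.640) and rho −0.23 (exact permutation p 0.629, adjusted 0.844). Here r was −0.86 to 0.41 without 2 of the embryos farthest from the median day and −0.06 within the 5 HiSeq 4000 embryos. In the liver (n = 6), the E-score averaged 0.417 at E9.5, 0.310 at E10.5 and 0.316 at E11.5, with r −0.74 (exact permutation p 0.1, adjusted 0.3) and rho −0.83 (exact permutation p 0.0667, adjusted 0.200). The r was −0.99 to −0.73 without 2 of the embryos farthest from the median day and −0.70 within the 4 HiSeq 4000 embryos. The M-score of the liver averaged 1.30 at E9.5, 1.15 at E10.5 and 1.71 at E11.5, with r 0.44 (exact permutation p 0.367, adjusted 0.640) and rho 0.31 (exact permutation p 0.567, adjusted 0.844). The value of r was −0.90 to −0.27 without 2 of the embryos farthest from the median day and 0.86 within the 4 HiSeq 4000 embryos. The S-score of the liver averaged 1.79 at E9.5, 1.70 at E10.5 and 1.69 at E11.5, with r −0.32 (exact permutation p 0.533, adjusted 0.640) and rho −0.28 (exact permutation p 0.633, adjusted 0.844). There r was −0.72 to 0.26 without 2 of the embryos farthest from the median day and 0.11 within the 4 HiSeq 4000 embryos.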

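The liver M-score relation changed sign without E11.5 embryo 2, the only liver embryo of that day with enough cells, to −0.50. It also changed sign on log2(TPM + 1) (−0.11) and in thinned cells (−0.15). Over cells, the correlation with the first principal component was −0.77 (−0.38 within embryos) for the E-score, −0.32 (−0.24 within embryos) for the M-score and −0.17 (0.18 within embryos) for the S-score in 108 intestinal cells. In 45 liver cells it was −0.72 (−0.22 within embryos), −0.28 (−0.13 within embryos) and −0.60 (−0.12 within embryos). These values over cells carry no p, because cells of 1 embryo are not replicates. The correlation of the logarithm of UMIs with the 3 scores was 0.30, 0.07 and 0.42 in the intestine and 0.42, 0.30 and 0.07 in the liver. From the scores along this component, the paper states that all 3 fall in intestine and liver during development.

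**Figure D2:**
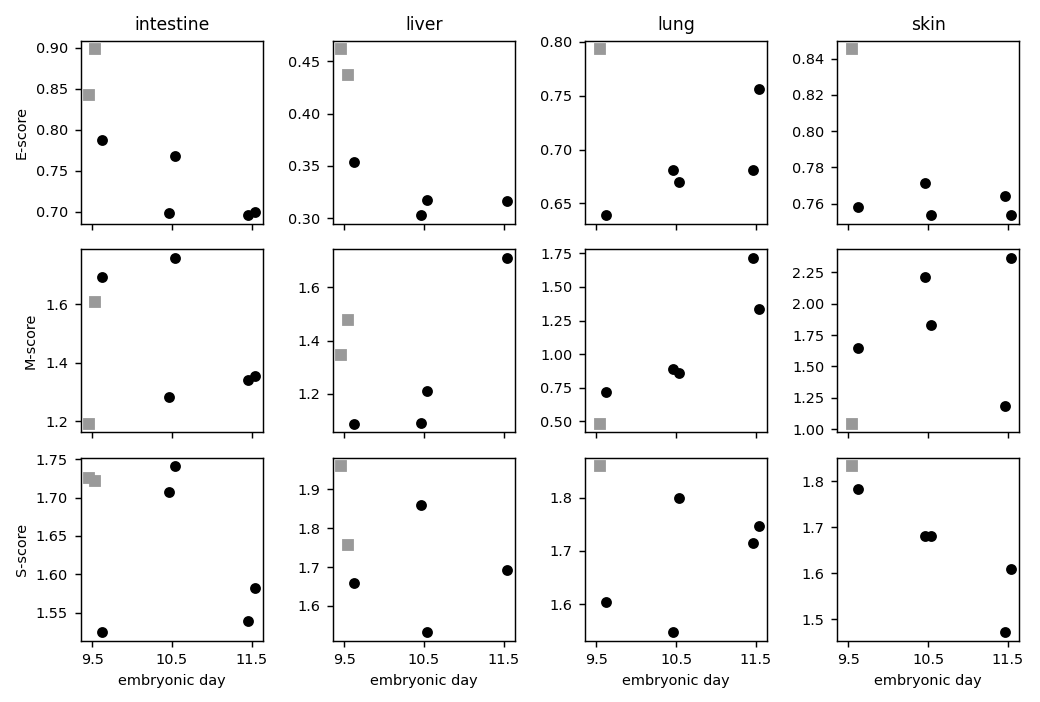
E-, M- and S-scores (y axis, mean of log2(TPM/10 + 1) over the genes of each score) of epithelial cells against embryonic day (x axis) in the 4 organs, with 1 point per embryo. E-scores of the liver range from 0.303 to 0.462, and M-scores of the lung from 0.481 to 1.72.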

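In lung epithelial cells, the M-score of 6 embryos averaged 0.599 at E9.5, 0.873 at E10.5 and 1.53 at E11.5, with r 0.92 (exact permutation p 0.0222, adjusted 0.0889) and rho 0.96 (exact permutation p 0.0222, adjusted 0.0889). With fewer embryos r was 0.85 to 0.998 without 2 of the embryos farthest from the median day and 0.89 within the 5 HiSeq 4000 embryos. The E-score of the lung averaged 0.716 at E9.5, 0.675 at E10.5 and 0.719 at E11.5, with r 0.02 (exact permutation p 0.978, adjusted 1) and rho 0.24 (exact permutation p 0.711, adjusted 0.853). For it, r was −0.78 to 0.96 without 2 of the embryos farthest from the median day and 0.78 within the 5 HiSeq 4000 embryos. The S-score of the lung averaged 1.73 at E9.5, 1.67 at E10.5 and 1.73 at E11.5, with r −0.01 (exact permutation p 1, adjusted 1) and rho −0.12 (exact permutation p 0.844, adjusted 0.895). For this score, r was −0.44 to 0.49 without 2 of the embryos farthest from the median day and 0.50 within the 5 HiSeq 4000 embryos. The E-score relation changed sign on log2(TPM + 1) (−0.13), without E9.5 embryo 3 (−0.39) and without E11.5 embryo 2 (−0.30), and the S-score relation without E9.5 embryo 2 (0.50). Over 49 lung cells, the first principal component had r 0.23 (0.32 within embryos) with the E-score, 0.78 (0.67 within embryos) with the M-score and 0.37 (0.47 within embryos) with the S-score. The logarithm of UMIs had r 0.31, −0.37 and 0.21 with these scores.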

Since epithelial cells in lung at E18 barely expressed genes underlying mesenchymal features such as *Vim*, *Fn1*, *Cdh2*, and *Co13a1*, we expected that these three scores would decrease later during development (Fig. 5b). We also reasoned that the intestine and liver would first show increases in all these three scores before E9.5 and then decreases, which was what we detected during E9.5–E11.5. 

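Skin epithelial cells of 6 embryos had an S-score of 1.81 at E9.5, 1.68 at E10.5 and 1.54 at E11.5, with r −0.93 (exact permutation p 0.0222, adjusted 0.0889) and rho −0.96 (exact permutation p 0.0222, adjusted 0.0889). With embryos removed, r was −0.99 to −0.83 without 2 of the embryos farthest from the median day and −0.90 within the 5 HiSeq 4000 embryos. Their E-score was 0.802 at E9.5, 0.763 at E10.5 and 0.759 at E11.5, with r −0.54 (exact permutation p 0.311, adjusted 0.640) and rho −0.36 (exact permutation p 0.533, adjusted 0.844). For the E-score, r was −0.86 to 0.33 without 2 of the embryos farthest from the median day and −0.02 within the 5 HiSeq 4000 embryos. Their M-score was 1.34 at E9.5, 2.02 at E10.5 and 1.78 at E11.5, with r 0.36 (exact permutation p 0.444, adjusted 0.640) and rho 0.48 (exact permutation p 0.400, adjusted 0.844). For the M-score, r was −0.44 to 0.91 without 2 of the embryos farthest from the median day and 0.04 within the 5 HiSeq 4000 embryos. E9.5 embryo 2 had the highest E-score, 0.845. Over 49 skin cells with a value of the first principal component, its r was −0.05 (0.29 within embryos) with the E-score, 0.25 (−0.24 within embryos) with the M-score and −0.49 (−0.46 within embryos) with the S-score. With the component recomputed from the deposited values, these were −0.06, −0.02 and −0.61.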

Although the E- and M-scores during development for the skin epithelial cells did not change as in the other three organs, the S-score did decrease during their development. These results all show the remarkable plasticity of epithelial cells during organogenesis. To conclude, this E/M hybrid state seemed to be a common process in endodermal organs with epithelial parenchyma, and the E/M hybrid state had a positive correlation with stemness in intestine, liver, and lung during organogenesis.

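Relations between the 3 scores were computed over embryo means, in 12 relations (3 pairs of scores in 4 organs). Between E- and S-score, the intestine had r 0.47 (permutation p 0.287, adjusted 0.690), rho 0.39 (permutation p 0.396, adjusted 0.952) and r 0.01 without the 2 farthest embryos. Between M- and S-score it had r −0.01 (permutation p 0.978, adjusted 0.978), rho 0.00 (permutation p 1, adjusted 1) and r 0.06 without the 2 farthest embryos. For E- and S-score, the liver had r 0.55 (permutation p 0.263, adjusted 0.690), rho 0.26 (permutation p 0.658, adjusted 0.952) and r −0.40 without the 2 farthest embryos. For M- and S-score it had r 0.02 (permutation p 0.978, adjusted 0.978), rho 0.20 (permutation p 0.714, adjusted 0.952) and r 0.37 without the 2 farthest embryos. In the lung, E- and S-score had r 0.66 (permutation p 0.151, adjusted 0.690), rho 0.54 (permutation p 0.297, adjusted 0.952) and r 0.18 without the 2 farthest embryos. Its M- and S-score had r −0.10 (permutation p 0.879, adjusted 0.978), rho −0.37 (permutation p 0.497, adjusted 0.952) and r −0.59 without the 2 farthest embryos. In the skin, E- and S-score had r 0.56 (permutation p 0.275, adjusted 0.690), rho 0.26 (permutation p 0.658, adjusted 0.952) and r −0.55 without the 2 farthest embryos. There, M- and S-score had r −0.13 (permutation p 0.796, adjusted 0.978), rho −0.43 (permutation p 0.419, adjusted 0.952) and r 0.62 without the 2 farthest embryos.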

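Between E- and M-score over embryo means, r was 0.30 in the intestine (permutation p 0.506, adjusted 0.978, 0.96 without the 2 farthest), 0.20 in the liver (permutation p 0.714, adjusted 0.978, −0.23 without the 2 farthest), −0.15 in the lung (permutation p 0.808, adjusted 0.978, 0.60 without the 2 farthest) and −0.62 in the skin (permutation p 0.138, adjusted 0.690, −0.89 without the 2 farthest). The rank correlation rho was 0.21 (permutation p 0.662, adjusted 0.952), 0.14 (permutation p 0.803, adjusted 0.963), 0.09 (permutation p 0.919, adjusted 1) and −0.54 (permutation p 0.297, adjusted 0.952) in this order. Over cells within embryos, r between E- and S-score was 0.22, 0.18, 0.47 and 0.16 in the same order, and 0.05, 0.07, 0.48 and 0.06 in thinned cells. Between M- and S-score it was 0.06, 0.28, 0.41 and 0.26, and 0.14, 0.00, 0.47 and 0.36 in thinned cells. From the changes of the scores, the paper proposes that the hybrid state relates positively to stemness in intestine, liver and lung.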

**Fig. 6:**
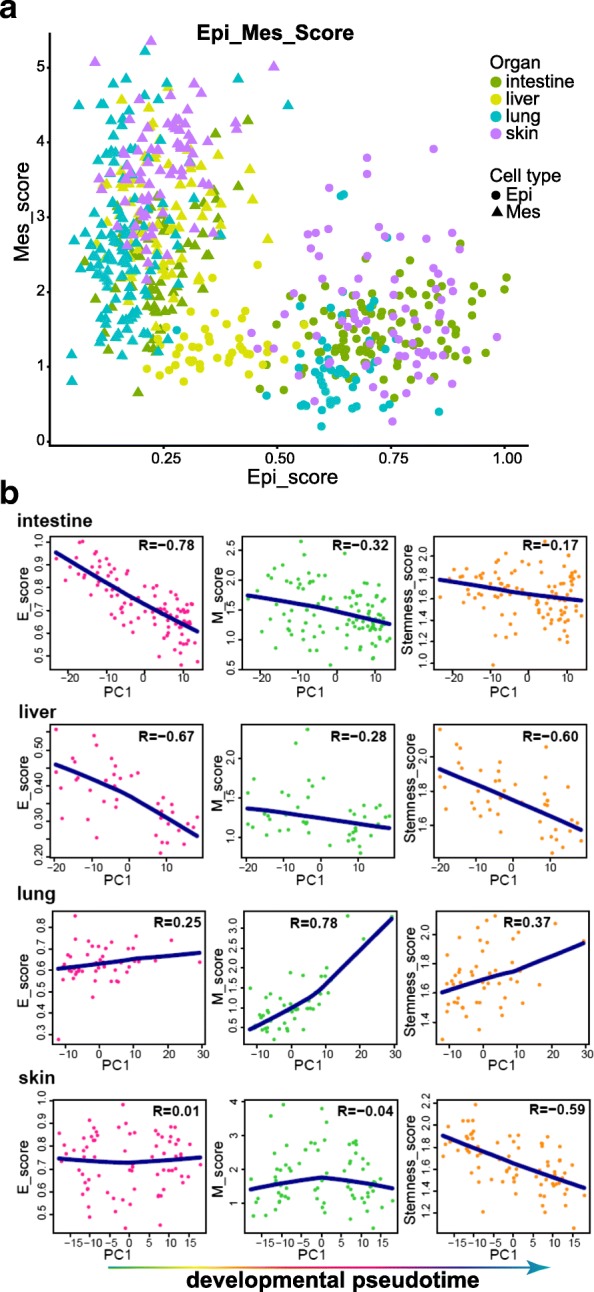
Epithelial, mesenchymal, and stemness scores of cells sampled from intestine, liver, lung, and skin. **a** Scatterplots showing the epithelial and mesenchymal scores for cells sampled from intestine, liver, lung, and skin. Organs are indicated by colors, and cell types are indicated by shapes. The *x*-axis represents the epithelial score, and the *y*-axis represents the mesenchymal score. **b** Scatterplots showing the changes in epithelial, mesenchymal, and stemness scores for epithelial cells sampled from intestine, liver, lung, and skin during development, as inferred by PC1 in Fig. 3a. The Pearson correlation coefficient between each score and PC1 is calculated

Next, we utilized the TF regulon activity obtained by SCENIC to detect what TFs regulated these key epithelial (*Epcam* and *Cdh1*) and mesenchymal markers (*Vim*, *Fn1*, and *Cdh2*) in the four organs with epithelial parenchyma. Two criteria were used to identify the TFs: first, we only kept co-expressed TFs with positive correlations, i.e., potential activation associations; second, we only kept TFs whose binding motif was over-represented in the search space around the transcription start site (TSS) of genes. As shown in Fig. 7a, these five markers all had their specific TFs. In addition, several TFs could regulate more than one marker. We further checked their TF activity across the four organs and pruned TFs with low activity. The remaining TFs are shown in Fig. 7b. We only detected *Grhl2* and *Hnf4a* as responsible for the expression of *Epcam* in epithelial cells, and these two TFs had different roles. *Grhl2* regulated *Epcam* and *Cdh1* and was active in epithelial cells of the intestine, lung, and skin but not the liver. The expression of *Epcam* in the liver was inferred to be regulated by *Hnf4a*, which was also active in the intestine. *Hnf1b* regulated both *Cdh1* and *Fn1*, and it was limited to epithelial cells of the intestine and liver. Epithelial cells of the liver seemed quite different from the other three organs in terms of TF activity. Meanwhile, the TFs that were active in the liver were all shared with the intestine. This might be one of the reasons why the intestine and liver possessed similar E- and M-score patterns during development as shown in Fig. 6b. For *Cdh2*, *Fn1*, and *Vim*, we did not identify epithelial cell-specific TFs, except *Hnf1b*, which was shared by the intestine and liver.

**Fig. 7:**
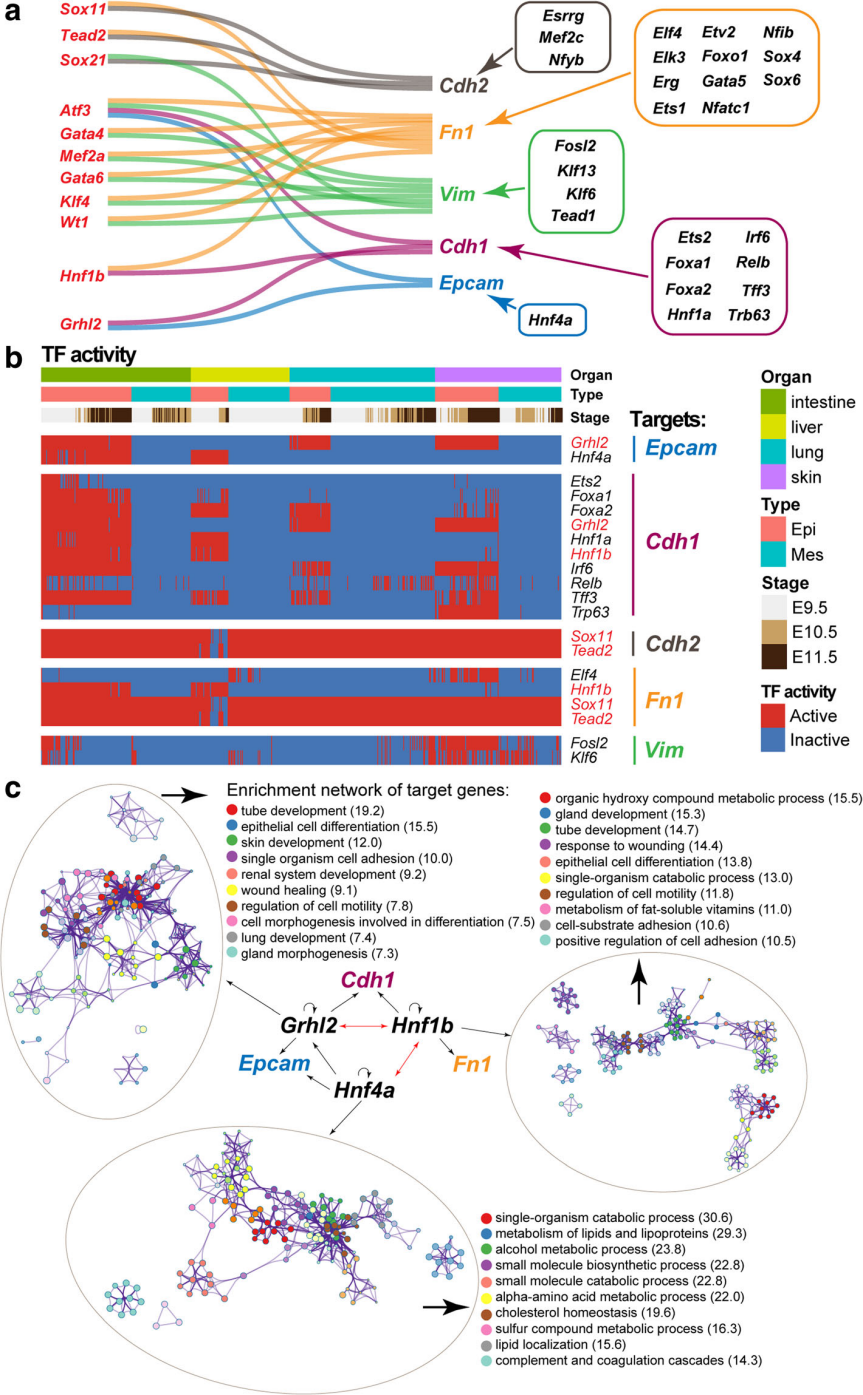
Transcription factors (*TFs*) regulating key epithelial and mesenchymal markers. **a** TFs that positively regulate key epithelial and mesenchymal markers. TFs on the *left* can regulate more than one marker, and marker-specific TFs are shown on the *right*. TFs and their targets are linked by lines. **b** Heatmap showing the TF activity in epithelial and mesenchymal cells sampled from intestine, liver, lung, and skin. The color key from *blue* to *red* indicates low to high TF activity, respectively. **c** Enrichment networks for target genes of *Grhl2*, *Hnf1b*, and *Hnf4a*. Their interactions are also indicated by *arrows*

We selected three epithelial cell-specific TFs, *Grhl2*, *Hnf4a*, and *Hnf1b*, to explore their targets because only *Grhl2* and *Hnf4a* were identified to activate the important epithelial gene *Epcam*, and *Hnf1b* regulated both *Cdh1* and *Fn1* (Fig. 7b and c). These three TFs were all self-regulating and had strong interactions with each other. Targets of *Grhl2* and *Hnf1b* shared several enriched terms, including tube development, epithelial cell differentiation, and regulation of cell motility. Targets of *Hnf1b* were also enriched in terms related to cell adhesion, such as cell-matrix adhesion, which was related to mesenchymal features. In addition, metabolism-related terms were enriched among the targets of *Hnf4a*.

### Development of hematopoietic cells

Blood cell synthesis already started to work at E7.25, before the emergence of hematopoietic stem cells (HSCs), and this HSC-independent hematopoiesis was necessary to sustain normal development during mouse early embryogenesis [35]. This HSC-independent hematopoiesis included two partially overlapping waves of progenitors, the primitive and definitive progenitors. The definitive progenitors seeded the fetal liver to initiate hematopoiesis, and in our data, a large proportion of cells sampled from the liver belonged to these populations. We captured these two waves of hematopoietic cells, which were further divided into five clusters (Fig. 8a and b). The expression patterns of DEGs confirmed the classification accuracy. Based on known markers, we assigned these clusters as a primitive macrophage cluster, as they expressed *Csf1r* and *Cx3cr1*, and the majority of cells were not from liver; a myeloid progenitor cluster, expressing *Itga2b* and *Adgrg1*; an erythro-myeloid progenitor (EMP) cluster expressing *Kit*; a definitive erythroid cluster (*Sox6* and *Bcl11a*); and a primitive erythroid cluster (*Hba-x*) (Fig. 8b and c). 

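The cluster of each hematopoietic cell was rebuilt with Ward clustering of the deposited values into 5 clusters, named by known markers. They held 77 primitive erythroid-like, 107 EMP-like, 27 myeloid progenitor-like and 33 primitive macrophage-like cells, and 5 unnamed cells. No definitive erythroid-like cluster appeared. After the data were seen, the erythroid-like and EMP-like cells were clustered again into 4, which gave 49 definitive erythroid-like, 45 primitive erythroid-like and 89 EMP-like cells. Of the genes below, *Hba-x* is a marker that names a cluster, so its shares are not independent of the names. The others were left out of the clustering and of the naming markers. Their shares still describe clusters built from other genes of the same cells. *Csf1r* was expressed in 32 of 33 and *Cx3cr1* in 32 of 33 macrophage-like cells, of which 30.3% came from the liver. Over the other clusters they were expressed in at most 6 of 27 and 4 of 27 cells, both in myeloid progenitor-like cells. *Itga2b* was expressed in 22 of 27 and *Adgrg1* in 23 of 27 myeloid progenitor-like cells, and in 63 of 89 and 88 of 89 EMP-like cells. *Kit* was expressed in 79 of 89 EMP-like, 13 of 49 definitive erythroid-like, 11 of 27 myeloid progenitor-like and 1 of 45 primitive erythroid-like cells. *Bcl11a* was expressed in 43 of 49 definitive erythroid-like, 88 of 89 EMP-like and 2 of 45 primitive erythroid-like cells. *Hba-x* was expressed in 45 of 45 primitive erythroid-like, 49 of 49 definitive erythroid-like, 89 of 89 EMP-like and 27 of 33 macrophage-like cells. Median depths were 634856 UMIs in EMP-like, 338841 in definitive erythroid-like, 396708 in primitive erythroid-like, 423287 in myeloid progenitor-like and 349455 in macrophage-like cells.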

EMPs exhibited clear bi-potential differentiation ability, as shown in the t-SNE plot (Fig. 8c).

**Fig. 8:**
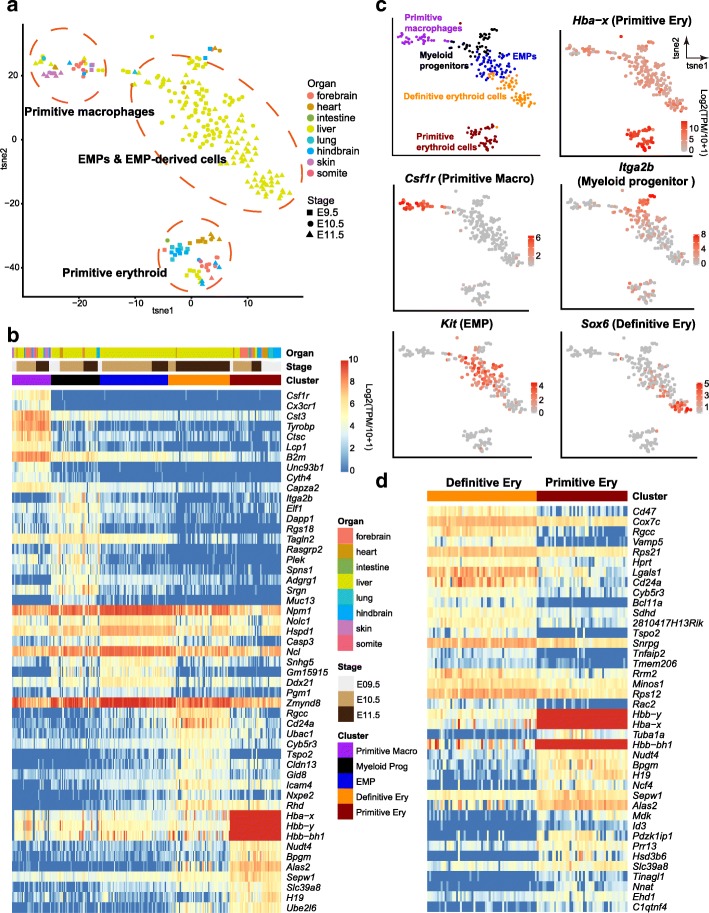
Expression patterns of hematopoietic cells. **a** Expression-based t-SNE plot of hematopoietic cells. Cells sampled from different organs are indicated by colors, and their developmental stages are indicated by shapes. **b** Heatmaps showing the top 10 DEGs of each cluster. The color key from *blue* to *red* indicates low to high gene expression, respectively. **c** The expression of representative markers mapped on the t-SNE plot in **a**. **d** Heatmaps showing the top 20 DEGs between definitive primitive erythroid cells

Obtaining both primitive and definitive erythroid cells provided a great opportunity to make comparisons between them (Fig. 8d). During this stage, primitive erythroid cells had already taken part in the blood circulation, while definitive erythroid cells were just differentiated from EMPs and experienced expansion. We also identified several surface markers and TFs for further studies of these cell types (Additional file 1: Figure S4a). All the identified surface markers were highly expressed in definitive erythroid cells. Also, both definitive and primitive erythroid cells had their specifically expressed TFs, for example, *Bcl11a*, *Hmgb3*, *E2f4*, *Tfdp1*, and *Sox6* for definitive erythroid cells, and *Id3*, *Arid3a*, *Lmx1a*, *Tcf7l2*, and *Sox11* for primitive erythroid cells. In particular, *Sox6* and *Lmx1a* were exclusively expressed in definitive and primitive erythroid cells, respectively, even compared with other hematopoietic cells. 

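Definitive erythroid-like minus primitive erythroid-like cells were compared in limma over embryo means of at least 3 cells, with n = 2 and n = 6 embryos, 1 of which had both kinds. Of 9920 genes tested, 85 were called, 64 higher in definitive cells. In edgeR, 78 were called, 23 of them higher. The clusters were built from values of the same cells, so these counts and their p-values follow in part from the grouping. The definitive cells came from E11.5 embryos apart from 2 cells, and 5 of the 6 means of primitive cells from earlier days, so that kind and day are separated only within E11.5 embryo 1, with 33 definitive and 9 primitive cells. Leaving out single embryos gave 50 without E10.5 embryo 1, 52 without E11.5 embryo 1, 16 without E11.5 embryo 2 and 45 without E9.5 embryo 2. Without E11.5 embryo 1 or 2, 1 embryo is left for definitive cells, which limma then takes to vary like those with primitive cells. The log2 differences of the factors named for definitive cells were *Bcl11a* 3.36 (SE 0.42, adjusted p 2.92e-04), *Hmgb3* 1.83 (SE 0.56, adjusted p 0.171), *E2f4* 1.60 (SE 0.51, adjusted p 0.194), *Tfdp1* 1.19 (SE 0.57, adjusted p 0.491) and *Sox6* 1.89 (SE 0.27, adjusted p 0.00108). Those of the factors named for primitive cells were *Id3* −1.86 (SE 0.43, adjusted p 0.0441), *Arid3a* −1.87 (SE 0.68, adjusted p 0.296), *Lmx1a* −1.54 (SE 0.52, adjusted p 0.229), *Tcf7l2* −1.86 (SE 0.46, adjusted p 0.0619) and *Sox11* −1.12 (SE 0.50, adjusted p 0.438). *Bcl11a*, *Sox6* and *Id3* were called. In the embryo with both kinds, *Bcl11a*, *Hmgb3*, *E2f4*, *Tfdp1* and *Sox6* were higher in definitive cells. *Bcl11a* lies on chromosome 11 from 24078056 to 24174123, *Sox6* on chromosome 7 from 115470872 to 116038796 and *Id3* on chromosome 4 from 136143497 to 136145755. The call of *Id3* was lost without any 1 of E9.5 embryo 2, E9.5 embryo 3, E10.5 embryo 1, E10.5 embryo 2, E11.5 embryo 1 and E11.5 embryo 2 (−1.93 to −1.83, adjusted p 0.0536 to 0.627). *Sox6* lost its call in edgeR. *Id3* lost its call in thinned cells and with erythroid cells alone clustered again. *Arid3a* and *Lmx1a* were called in edgeR. *Tcf7l2* was called without the gene filter, in edgeR and with erythroid cells alone clustered again.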

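The largest differences of all genes called were those of *Rgcc* 4.24 (SE 0.66, adjusted p 0.00267), *Vamp5* 3.85 (SE 0.44, adjusted p 1.44e-04) and *Tspo2* 3.66 (SE 0.42, adjusted p 1.49e-04) toward definitive cells and *Hbb-y* −7.95 (SE 0.31, adjusted p 5.68e-12), *Hba-x* −7.59 (SE 0.28, adjusted p 3.87e-12) and *Hbb-bh1* −7.14 (SE 0.25, adjusted p 3.87e-12) toward primitive cells. Their size and p-values follow in part from the clustering of the same values and are no independent test. The call of *Rgcc* was lost without either of E11.5 embryo 1 and E11.5 embryo 2 (4.19 to 4.58, adjusted p 0.0503 to 0.0877). *Rgcc* and *Tspo2* lost their calls in edgeR. From such genes, the paper states that definitive and primitive erythroid cells each express factors of their own.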

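*Sox6* was expressed in 30 of 49 definitive erythroid-like cells, in 12 of 89 EMP-like, 2 of 27 myeloid progenitor-like, 1 of 45 primitive erythroid-like and 0 of 33 macrophage-like cells. *Lmx1a* was expressed in 30 of 45 primitive erythroid-like cells and in none of the other named clusters, where counts of 0 at this level allow up to 3.37% of EMP-like, 6.12% of definitive erythroid-like, 11.1% of myeloid progenitor-like and 9.09% of macrophage-like cells. Over embryos, *Sox6* was in 60.9% ± 4.74 of definitive erythroid-like cells (SD, n = 2) and *Lmx1a* in 60.7% ± 36.9 of primitive erythroid-like cells (n = 6). *Lmx1a* lies on chromosome 1 from 167689237 to 167848741.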

*Sox6* was important for the definitive erythroid maturation and suppressed the expression of embryonic globin genes, while *Lmx1a* positively regulated the transcription of the insulin genes. We also performed quantitative polymerase chain reaction (qPCR) for five representative markers (*Alas2*, *Slc4a1*, *Bcl11a1*, *Cd47*, *Cd24a*) to valid our identification. The results were consistent with those of the single cell RNA-seq (Additional file 1: Figure S4c).

### Development of neuronal cells

We next analyzed neuronal cell development in the forebrain and hindbrain. By combining the regulon matrix and the expression matrix, forebrain and hindbrain neuronal cells were further divided into five and four clusters, respectively. Established markers and enriched terms let us assign them into appropriate identities (Fig. 9a, b, and e; Additional file 1: Figure S5a): for the forebrain, two neuroepithelial cell clusters (NECs), one radial glial cell cluster (RGC), one neuronal progenitor cell cluster (NPC), and one interneuron precursor cell cluster (IPC); and for the hindbrain, two RGCs and two NPCs. Cells were substantially stretched across the PCA plot (Fig. 9a). The first axis of the PCA explained the development of neuronal cells in two organs, ordering cells during maturation or differentiation, suggesting a largely common developmental route in these two sources of neuronal cells. Thus, we reasoned that the gene expression underlying developmental variation was shared by the two organs. 

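Slopes of expression per day were fitted with limma over the embryo means of neuronal cells (6 embryos) for 14200 genes. In the forebrain, 1719 genes were called, 240 rising and 1479 falling. EdgeR called 854, 419 rising and 435 falling. In the hindbrain, 541 genes were called, 46 rising, and 28 with edgeR, 3 of them rising. Single embryos decided much of these counts, which were 1067 without E11.5 embryo 1, 848 without E9.5 embryo 1 and 689 without E9.5 embryo 2 in the forebrain and 27 without E11.5 embryo 1, 127 without E11.5 embryo 2, 45 without E9.5 embryo 1 and 4 without E9.5 embryo 2 in the hindbrain. The 2 E9.5 embryos with neuronal cells were sequenced on HiSeq 2500 and the later 4 on HiSeq 4000, so day and sequencer change together between E9.5 and E10.5. The labels name the tissue of the E9.5 hindbrain samples metencephalon, and that of the later ones hindbrain. Whether the same region was taken on each day thus stays open for the hindbrain slopes. For the difference of slopes between forebrain and hindbrain, limma called 0 genes, with 1004 at p under 0.05, and edgeR 2. Without E10.5 embryo 1 limma called 4 and without E11.5 embryo 1 6, and none without any of the others.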

The DEGs ordered by developmental pseudotime also supported this opinion: genes specifically expressed in both early and late developmental stages were largely shared by the two organs, and so were the enriched terms (Fig. 9c, d, e, and f; Additional file 1: Figure S5a). Neuronal cells of the forebrain and hindbrain at early stages both expressed *Id2*, *Id3*, *Hes1*, *Nes*, *Vim*, and *Sox2*, which were important for the differentiation of neuronal cells, while at later stages they both expressed *Stmn2* and *Stmn3*, which encoded proteins regulating neuronal growth, as well as several neuron markers, such as *Tubb3* and *Map2* (Fig. 9b; Additional file 1: Figure S5a).

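Log2 slopes per day in limma are given for the forebrain and then the hindbrain. They were *Id2* −0.86 and −1.28 (adjusted p 0.0196 and 0.0141), *Id3* −1.53 and −1.46 (adjusted p 8.72e-04 and 0.00971), *Hes1* −0.89 and −0.31 (adjusted p 0.0699 and 0.629), *Nes* −0.19 and −0.31 (adjusted p 0.744 and 0.561), *Vim* 0.44 and 0.38 (adjusted p 0.263 and 0.398) and *Sox2* −0.45 and −0.60 (adjusted p 0.184 and 0.114). For the late genes they were *Stmn2* 1.53 and 1.78 (adjusted p 0.0280 and 0.0346), *Stmn3* 1.74 and 1.42 (adjusted p 0.00206 and 0.0211), *Tubb3* 2.39 and 1.40 (adjusted p 5.03e-04 and 0.0269) and *Map2* 1.64 and 0.99 (adjusted p 0.00108 and 0.0396). In both organs, *Id2*, *Id3*, *Stmn2*, *Stmn3*, *Tubb3* and *Map2* were called and *Hes1*, *Nes*, *Vim* and *Sox2* were not. In the forebrain, the call of *Id2* was lost without any 1 of E9.5 embryo 1, E9.5 embryo 2 and E11.5 embryo 2 (−0.88 to −0.49, adjusted p 0.0835 to 0.186). The value of *Id2* moved to −1.31 without E11.5 embryo 1. *Hes1* was called without E10.5 embryo 1 (−0.89, adjusted p 0.0239). The sign of *Nes* changed without E11.5 embryo 1 (0.03, adjusted p 0.983). The call of *Stmn2* was lost without either of E9.5 embryo 2 and E11.5 embryo 1 (0.94 to 1.52, adjusted p 0.104 to 0.270). *Id2* lost its call without the gene filter and in edgeR. *Id3* lost its call in edgeR. *Hes1* was called on log2(TPM + 1) and with genes kept at a mean of at least 0.5. *Nes* changed sign in edgeR and in thinned cells. *Vim* was called in edgeR. *Sox2* changed sign in edgeR. *Stmn2* lost its call without the gene filter, in edgeR and in thinned cells. In the hindbrain, the call of *Id2* was lost without either of E9.5 embryo 1 and E9.5 embryo 2 (−1.34 to −1.33, adjusted p 0.0593 to 0.0850). The call of *Id3* was lost without either of E9.5 embryo 2 and E11.5 embryo 1 (−1.46 to −1.32, adjusted p 0.0611 to 0.0769). The sign of *Hes1* changed without E11.5 embryo 2 (0.07, adjusted p 0.944). The sign of *Nes* changed without E11.5 embryo 1 (0.05, adjusted p 0.962). The sign of *Vim* changed without E9.5 embryo 2 (−0.03, adjusted p 0.972). The call of *Stmn2* was lost without any 1 of E9.5 embryo 1, E9.5 embryo 2, E11.5 embryo 1 and E11.5 embryo 2 (1.56 to 2.25, adjusted p 0.0525 to 0.175). The call of *Stmn3* was lost without any 1 of E9.5 embryo 1, E9.5 embryo 2 and E11.5 embryo 1 (1.16 to 1.35, adjusted p 0.0994 to 0.134). The call of *Tubb3* was lost without any 1 of E9.5 embryo 1, E9.5 embryo 2, E11.5 embryo 1 and E11.5 embryo 2 (1.19 to 1.58, adjusted p 0.0644 to 0.164). The call of *Map2* was lost without any 1 of E9.5 embryo 1, E9.5 embryo 2, E11.5 embryo 1 and E11.5 embryo 2 (0.94 to 1.06, adjusted p 0.114 to 0.195). *Id2* and *Id3* lost their calls in edgeR. *Stmn2*, *Stmn3* and *Tubb3* lost their calls without the gene filter and in edgeR. *Map2* lost its call without the gene filter, in edgeR and in thinned cells.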

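The steepest slopes called in forebrain cells were those of *Tubb3* (2.39), *Rtn1* (2.06) and *Bcl11a* (1.98) and of *Ccnd1* (−1.85), *Slc2a1* (−1.85) and *Srm* (−1.81). In hindbrain cells they were those of *Stmn2* (1.78), *Ncan* (1.59) and *Stmn3* (1.42) and of *Prtg* (−1.79), *Otx2* (−1.57) and *Igdcc3* (−1.5). Of the forebrain genes, *Bcl11a* lost its call in edgeR. Of the hindbrain genes, the call of *Prtg* was lost without either of E9.5 embryo 2 and E11.5 embryo 1 (−1.82 to −1.46, adjusted p 0.0652 to 0.104). The call of *Otx2* was lost without any 1 of E9.5 embryo 1, E9.5 embryo 2, E11.5 embryo 1 and E11.5 embryo 2 (−1.92 to −1.35, adjusted p 0.0579 to 0.196). The call of *Igdcc3* was lost without either of E9.5 embryo 2 and E11.5 embryo 1 (−1.39 to −1.33, adjusted p 0.0751 to 0.0943). *Ncan*, *Prtg* and *Igdcc3* lost their calls in edgeR. *Otx2* lost its call without the gene filter, in edgeR and in thinned cells.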

**Fig. 9:**
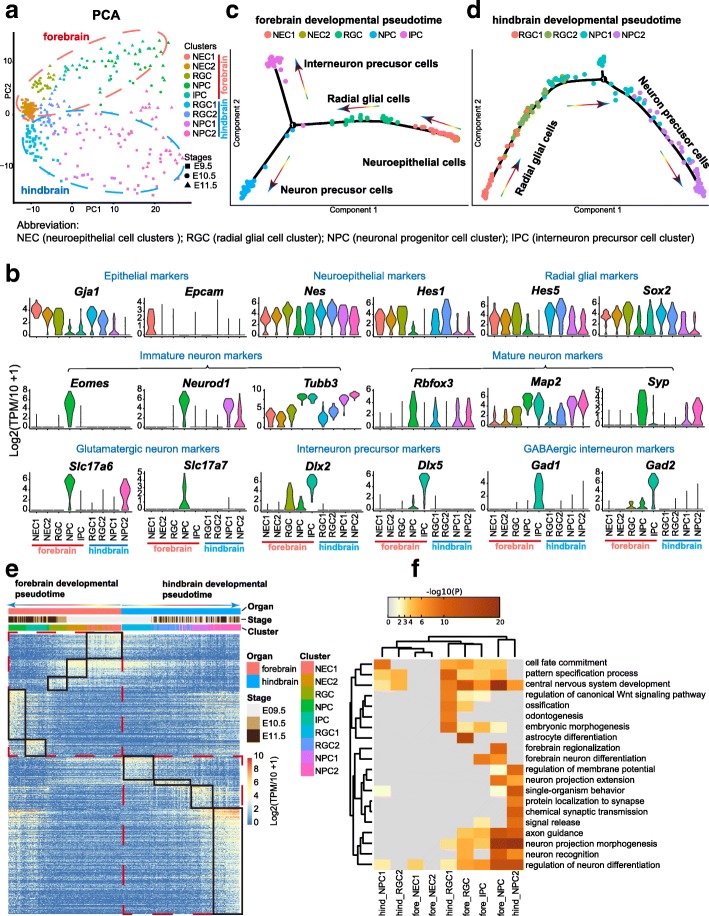
Expression patterns of neuronal cells. **a** PCA plot showing the neuronal cells sampled from the forebrain and hindbrain. Cells from different clusters are indicated by colors, and their developmental stages are indicated by shapes. Abbreviation information is shown on the bottom. **b** Violin plots showing the expression of representative markers in each cluster. **c** Developmental pseudotime of forebrain cells inferred by Monocle2. Clusters are indicated by colors. **d** Developmental pseudotime of hindbrain cells inferred by Monocle2. Clusters are indicated by colors. **e** Heatmaps showing the DEGs of each cluster compared with all other clusters. Cells are arranged by the developmental pseudotime from **c** and **d**. **f** Heatmaps showing enrichment of DEGs of each cluster. The color key from *gray* to *brown* indicates high to low *P* values, respectively

However, the differences between forebrain and hindbrain were also clear. First, the cell type composition was quite different. 

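Cells with at least 2 of *Dlx2*, *Dlx5*, *Gad1* and *Gad2* at 1 or more were counted. In the forebrain they were 0 of 88 at E9.5, 14 of 36 (38.9%, 95% Wilson interval 24.8 to 55.1) at E10.5 and 36 of 60 (60%, 95% Wilson interval 47.4 to 71.4) at E11.5. In the hindbrain they were 0 of 75 at E9.5, 1 of 58 (1.72%, 95% Wilson interval 0.305 to 9.14) and 4 of 52 (7.69%, 95% Wilson interval 3.03 to 18.2). At this level, the counts of 0 allow up to 3.41% and 4%. The E11.5 forebrain embryos had 43.3% and 76.7%. Among thinned cells, E11.5 gave 31 of 39 in the forebrain and 3 of 38 in the hindbrain. By gene, forebrain cells over the 3 days numbered 7, 23 and 41 for *Dlx2* and 1, 12 and 35 for *Dlx5*. For *Gad1* they numbered 0, 9 and 14, and for *Gad2* 2, 12 and 38. Hindbrain cells over the same days numbered 1, 0 and 1 for *Dlx2* and 1, 0 and 0 for *Dlx5*. They numbered 0, 3 and 7 for *Gad1* and 0, 5 and 7 for *Gad2*. Of hematopoietic liver cells, which should lack these genes, 1 of 180 expressed *Dlx2* and none the other 3. Their median depth was 451766 UMIs, against 132863 in forebrain and 222890 in hindbrain cells of E11.5. Over all days, with day as a covariate in limma, forebrain minus hindbrain was *Dlx2* 1.94 (SE 0.47, adjusted p 0.0544), *Dlx5* 1.22 (SE 0.34, adjusted p 0.104), *Gad1* 0.37 (SE 0.16, adjusted p 0.330) and *Gad2* 0.96 (SE 0.37, adjusted p 0.273) on the log2 scale. *Dlx2* was called without either of E9.5 embryo 1 and E9.5 embryo 2 (2.29 to 2.32, adjusted p 0.0166 to 0.0411). *Dlx2* was called on log2(TPM + 1), with genes kept at a mean of at least 0.5 and in edgeR. *Dlx5* was called on log2(TPM + 1) and with genes kept at a mean of at least 0.5.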

At the later stage, IPCs expressing *Dlx2*, *Dlx5*, *Gad1*, and *Gad2* emerged in the forebrain but not in the hindbrain (Fig. 9b). Second, the developmental processes of the two organs were asynchronous. 

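At E9.5, 32 of 75 (42.7%, 95% Wilson interval 32.1 to 53.9) neuronal cells of the hindbrain and 28 of 88 (31.8%, 95% Wilson interval 23.0 to 42.1) of the forebrain expressed both *Tubb3* and *Stmn2*, which mark cells on the way to neurons. The 2 embryos had 48.8% and 34.4% in the hindbrain and 48.9% and 14.0% in the forebrain. In thinned cells, the counts were 44 of 73 and 30 of 87. Unthinned median depths were 362891 UMIs in the hindbrain and 514018 in the forebrain. At E10.5 and E11.5, all 58 and 52 hindbrain cells expressed both, and 26 of 36 and 53 of 60 forebrain cells did. Hematopoietic liver cells expressed *Tubb3* in 16 and *Stmn2* in 0 of 180 cells. Clusters of the paper for these cells were not used here. The labels name the tissue of the E9.5 hindbrain samples metencephalon, and that of the later ones hindbrain.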

Even at E9.5, all four cell types were detected in the hindbrain, while this pattern was not seen in the forebrain. Instead, the majority of cells were NECs or RGCs, and specific cell types were limited to a certain timeline in the forebrain, with more mature cells only found at later stages (Fig. 9a). However, it was interesting that, at later stages, neuronal cells of the forebrain seemed to be more mature than those of the hindbrain, as evidenced by the expression of the mature neuron markers *Syp*, *Map2*, and *Rbfox3* and the existence of interneuron cells (Fig. 9b). 

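Embryo means (SD, n = 2) at E10.5 and E11.5 were 0.62 ± 0.46 and 1.21 ± 0.56 for *Syp* in the forebrain and 0.88 ± 0.34 and 0.74 ± 0.33 in the hindbrain. For *Map2* they were 2.38 ± 1.31 and 4.11 ± 0.71 in the forebrain and 2.82 ± 0.97 and 3.74 ± 0.20 in the hindbrain. Those of *Rbfox3* were 0.40 ± 0.17 and 1.13 ± 1.10 in the forebrain and 1.20 ± 0.24 and 0.84 ± 0.12 in the hindbrain. *Syp* was expressed in 10 of 36 and 24 of 60 forebrain and 19 of 58 and 16 of 52 hindbrain cells of these days, and *Rbfox3* in 6 of 36 and 19 of 60 forebrain and 24 of 58 and 13 of 52 hindbrain cells. Over the 3 days, with day as a covariate in limma, forebrain minus hindbrain was *Syp* −0.04 (SE 0.19, adjusted p 0.962), *Map2* −0.33 (SE 0.32, adjusted p 0.730), *Rbfox3* −0.54 (SE 0.27, adjusted p 0.449) and *Tubb3* −0.80 (SE 0.42, adjusted p 0.461). The forebrain was higher in 3 (*Syp*), 2 (*Map2*), 1 (*Rbfox3*) and 3 (*Tubb3*) of 6 embryos. The sign of *Syp* changed without any 1 of E9.5 embryo 1, E9.5 embryo 2 and E10.5 embryo 1 (0.01 to 0.12, adjusted p 0.911 to 0.993). The sign of *Map2* changed without E10.5 embryo 1 (0.02, adjusted p 0.997).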

Third, the second axis of PCA separated forebrain and hindbrain, implying the existence of organ-specific gene expression patterns between the two organs (Fig. 9a). Indeed, several such genes were identified, for example, *Foxg1* and *Emx2* for forebrain, which are related to forebrain development and regionalization, and *En1*, *Wls*, and *Rfx4* for hindbrain, which are related to hindbrain development and regionalization (Additional file 1: Figure S5b and S5c).

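Forebrain and hindbrain neuronal cells were compared in limma over 6 embryos with day as a covariate. Of 14200 genes, 86 were called, 27 higher in the forebrain. EdgeR called 200, 55 of them higher in the forebrain. *Emx2*, on chromosome 19 from 59458372 to 59465357, was higher in the forebrain, with a log2 difference of 2.42 (SE 0.24, adjusted p 5.01e-05), in 6 of 6 embryos. *En1*, on chromosome 1 from 120602418 to 120607992, *Wls*, on chromosome 3 from 159839672 to 159938664, and *Rfx4*, on chromosome 10 from 84756062 to 84906538, were higher in the hindbrain, with −1.58 (SE 0.32, adjusted p 0.0177), −1.51 (SE 0.34, adjusted p 0.0351) and −1.16 (SE 0.18, adjusted p 0.00257). They were higher there in 6, 5 and 6 of 6 embryos. The call of *En1* was lost without either of E10.5 embryo 2 and E11.5 embryo 1 (−1.51 to −1.40, adjusted p 0.0722 to 0.0773). The call of *Wls* was lost without any 1 of E9.5 embryo 1, E9.5 embryo 2, E10.5 embryo 2 and E11.5 embryo 1 (−1.66 to −1.13, adjusted p 0.0507 to 0.126). *En1* lost its call without the gene filter. *Wls* lost its call without the gene filter, with the embryo as a block, in edgeR and in thinned cells. From genes shared along the development of both brain regions and from such differences between them, the paper proposes that their route is largely common and asynchronous.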

### Development of mesoderm organs (heart and somite)

Among the mesoderm-derived organs, we captured the heart and the somites. Cells from the heart were classified into six clusters within three cell types through the regulon matrix: two cardiomyocyte clusters (CMs) on the basis of high expression of *Ttn* and *Myl1*; two endothelial cell clusters (EDs) specifically expressing *Eng* and *Pecam1*; and two epicardial cell clusters (EPs), which specifically expressed *Upk1b*, *Upk3b*, and *Wt1* (Additional file 1: Figure S6a). 

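The clusters of heart cells were rebuilt with Ward clustering of the deposited values into 6, and named by the markers of the paper and others. 119 cells fell into 2 cardiomyocyte-like clusters, 65 into 1 epicardial-like cluster, 20 into an endothelial-like and 33 into a cushion mesenchyme-like cluster, and 1 cell stayed unnamed. K-means and 1 more cluster kept these kinds of cells, and neither divided the epicardial-like cells. The names rest on the markers, so marker levels in these clusters are not an independent test of them.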

As expected, the two clusters within each of the three cell types displayed a pattern of continuous development. 

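Of 2 rebuilt cardiomyocyte-like clusters, the first held 64 cells, 43 at E9.5, 17 at E10.5 and 4 at E11.5, and the second 55 cells, 6 at E9.5, 10 at E10.5 and 39 at E11.5. The endothelial-like cluster held 16 at E9.5, 2 at E10.5 and 2 at E11.5, with 12 cells from E9.5 embryo 2. The cushion mesenchyme-like cluster held 11 at E9.5, 12 at E10.5 and 10 at E11.5, and the epicardial-like cells were 13 at E9.5, 38 at E10.5 and 14 at E11.5. Heart cells came from 6 embryos, and E9.5 embryo 3 gave none.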

Cells in earlier clusters mainly consisted of cells from E9.5 embryos, whereas cells in later clusters mainly consisted of cells from E10.5 and E11.5 embryos. We also compared the two clusters within each cell type (Additional file 1: Figure S6b). Of the two CMs, the early one highly expressed *Sdf2l1*, *Creld2*, *Erp44*, and *Tmem41b*, while the later one highly expressed *Rps20*, *Pf4*, *Gm12657*, and *Pln*. 

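Cardiomyocyte-like cells were grouped by day, since the clusters were rebuilt from the values, with 49, 27 and 43 cells at E9.5, E10.5 and E11.5 from 2 embryos each. Over these days, *Sdf2l1* was expressed at 1 or more in 37, 17 and 12 cells, *Creld2* in 42, 19 and 6, *Erp44* in 45, 19 and 15 and *Tmem41b* in 39, 13 and 4. Their mean log2 expression over embryos was 2.39, 1.60 and 0.63 for *Sdf2l1*, 3.38, 2.53 and 0.41 for *Creld2*, 2.65, 1.75 and 1.05 for *Erp44* and 2.22, 1.21 and 0.35 for *Tmem41b*. *Pf4* was expressed in 0, 0 and 41 cells, where counts of 0 at this level allow up to 6.12% and 11.1%. *Gm12657* was expressed in 24, 26 and 39, *Pln* in 36, 20 and 41 and *Rps20* in every cell. Mean log2 expression of *Pf4* was 0.04, 0.01 and 2.65, that of *Gm12657* 0.99, 2.91 and 2.82, that of *Pln* 3.54, 4.08 and 5.73 and that of *Rps20* 6.03, 7.39 and 7.58. Median depth fell with day, from 422994 to 145487 and 105415 UMIs, and a lower depth leaves fewer cells with a UMI of a weakly expressed gene. The E9.5 cells were sequenced on HiSeq 2500.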

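In epicardial-like cells, 13, 38 and 14 at E9.5, E10.5 and E11.5 from 2 embryos each, mean log2 expression over embryos was 5.25, 3.54 and 3.31 for *Ewsr1* and 7.92, 6.81 and 5.95 for *Pkm* by day. It was 4.03, 2.35 and 1.52 for *Lsp1* and 4.44, 2.65 and 1.95 for *Dkc1*. For *Clca3a1* it was 0.54, 3.04 and 3.26, for *Hpgd* 0.90, 3.93 and 4.46, for *Aldh1a2* 1.75, 3.90 and 4.85 and for *S100a10* 6.29, 7.45 and 8.00. *Lsp1* was expressed in 13, 31 and 8 cells, *Dkc1* in 13, 34 and 9, *Clca3a1* in 3, 33 and 12, *Hpgd* in 6, 35 and 13 and *Aldh1a2* in 9, 34 and 14. *Ewsr1*, *Pkm* and *S100a10* were expressed in every cell. Median depths were 496549, 455879 and 305112 UMIs.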

In the two EPs, genes such as *Ewsr1*, *Pkm*, *Lsp1*, and *Dkc1* were highly expressed in the early one, while genes such as *Clca3a1*, *Hpgd*, *Aldh1a2*, and *S100a10* were highly expressed in the later one.

In addition, we captured the endothelial-mesenchymal transition (End-MT) mainly in the ED2 cluster, which led to the formation of the cardiac cushion (Fig. 10a and b). We thus made comparison between End-MT and the E/M hybrid state detected above. As shown in Fig. 10b, endothelial cell clusters ED1 and ED2 expressed the classical EMT-inducing TF markers (*Snai1/2*, *Zeb1/2* and *Twist1/2*). However, the expression patterns were different: *Zeb1/2* expression was high in ED1, while *Snai1/2* and *Twist1/2* expression was high in ED2, suggesting distinct roles of these TFs in Endo-MT. 

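Cushion mesenchyme-like (ED2) minus endothelial-like (ED1) cells were compared in limma over embryo means of at least 3 cells, with n = 4 and n = 2 embryos, 1 of which had both. Both ED1 means are of E9.5 embryos on HiSeq 2500 and 3 of the 4 ED2 means of later embryos on HiSeq 4000, so that kind is separated from day and platform only within E9.5 embryo 1, with 4 and 9 cells. Of 11088 genes, 85 were called, 44 higher in ED2. EdgeR called 60, 39 of them higher. Both kinds are clusters built from values of the same cells, so counts and p-values follow in part from the grouping. The count was 48 without E11.5 embryo 2. It was 0 without the gene filter, with 1031 genes at p under 0.05. Leaving out E9.5 embryo 1 or 2, at least 5 cells per mean and thinned cells each leave 1 embryo for ED1, which limma then takes to vary like those of ED2, so that these settings say little about stability. In limma without E9.5 embryo 1 the count was 0, with 788 genes at p under 0.05. With at least 5 cells per mean and in thinned cells it was 0 too, with 585 and 595 genes at p under 0.05. Log2 differences were *Snai1* 1.73 (SE 0.58, adjusted p 0.196), *Snai2* 1.41 (SE 0.56, adjusted p 0.343), *Zeb1* −0.51 (SE 0.57, adjusted p 0.801), *Zeb2* −0.57 (SE 0.60, adjusted p 0.794), *Twist1* 3.45 (SE 0.52, adjusted p 6.19e-05) and *Twist2* 0.43 (SE 0.65, adjusted p 0.859). Of the 6 factors, *Twist1* was called. *Snai1* lies on chromosome 2 from 167538195 to 167542814, *Zeb1* on chromosome 18 from 5591860 to 5775467, *Zeb2* on chromosome 2 from 44983632 to 45117395 and *Twist2* on chromosome 1 from 91801461 to 91848028. Cells that expressed the factor at 1 or more were 6 of ED1 and 26 of ED2 for *Snai1*, 5 of ED1 and 20 of ED2 for *Snai2*, 13 of ED1 and 22 of ED2 for *Zeb1*, 9 of ED1 and 17 of ED2 for *Zeb2*, 7 of ED1 and 33 of ED2 for *Twist1* and 6 of ED1 and 17 of ED2 for *Twist2*, out of 20 and 33. Median depths were 352908 and 272520 UMIs. The sign of *Zeb2* changed without E9.5 embryo 1 (0.08, adjusted p 0.983). The call of *Twist1* was lost without E9.5 embryo 1 (3.99, adjusted p 0.210). The sign of *Twist2* changed without E9.5 embryo 2 (−0.08, adjusted p 0.971). *Twist1* lost its call without the gene filter.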

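Between these cells of the heart, ED2 minus ED1, the log2 difference in limma was −2.75 for *Pecam1* (SE 0.65, adjusted p 0.0195), on chromosome 11 from 106654217 to 106750628. For *Pdgfra*, on chromosome 5 from 75152292 to 75198215, it was 2.99 (SE 0.55, adjusted p 0.00135). In ED2, *Pecam1* was higher in 0 of 1 and *Pdgfra* in 1 of 1 embryos with both kinds. *Pecam1* was expressed in 20 of 20 ED1 and 13 of 33 ED2 cells, and *Pdgfra* in 5 of 20 and 32 of 33. The largest differences called were those of *Postn* (4.91), *Cthrc1* (4.63) and *Vcan* (3.81) and of *Plvap* (−4.60), *Ecscr* (−3.69) and *Icam2* (−3.40). Their size follows in part from the clustering of the same values and is no independent test. Without E9.5 embryo 1 or 2, the changes below rest on 1 embryo for ED1. The call of *Pecam1* was lost without any 1 of E9.5 embryo 1, E9.5 embryo 2 and E11.5 embryo 2 (−3.29 to −2.45, adjusted p 0.0979 to 0.293). The call of *Pdgfra* was lost without E9.5 embryo 1 (3.21, adjusted p 0.210). The call of *Postn* was lost without E9.5 embryo 1 (5.51, adjusted p 0.210). The call of *Cthrc1* was lost without E9.5 embryo 1 (4.18, adjusted p 0.210). The call of *Vcan* was lost without E9.5 embryo 1 (1.75, adjusted p 0.371). The value of *Vcan* moved to 5.88 without E9.5 embryo 2. The call of *Plvap* was lost without E9.5 embryo 1 (−4.97, adjusted p 0.210). The call of *Ecscr* was lost without E9.5 embryo 1 (−3.63, adjusted p 0.210). The call of *Icam2* was lost without E9.5 embryo 1 (−4.00, adjusted p 0.210). *Pecam1*, *Vcan* and *Plvap* lost their calls without the gene filter and in edgeR. *Pdgfra*, *Postn*, *Cthrc1*, *Ecscr* and *Icam2* lost their calls without the gene filter.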

With the upregulation of *Snai1/2* and *Twist1/2* and downregulation of *Zeb1/2*, the endothelial cells gradually lost endothelial markers (e.g., *Pecam1*) and gained mesenchymal markers (e.g., *Pdgfra*). In contrast, we did not observe expression of these genes in epithelial cells with the E/M hybrid state.

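Among epithelial cells of intestine, liver, lung and skin, the mean log2 expression over embryos was 0.10, 0.41, 0.40 and 0.59 for *Snai1*, 0.07, 0.04, 0.14 and 1.84 for *Snai2* and 0.07, 0.07, 0.00 and 0.98 for *Twist1*. It was 0.19, 0.04, 0.13 and 0.45 for *Twist2*, 0.06, 0.67, 0.07 and 0.23 for *Zeb1* and 0.06, 0.25, 0.17 and 0.26 for *Zeb2*. In ED2 cells of the heart the 6 means were 3.31, 1.84, 4.74, 1.46, 1.95 and 1.15, in this order of genes. Thinned epithelial cells that expressed *Zeb1* were 6 of 99, 17 of 47, 3 of 46 and 7 of 65, and those with *Zeb2* were 6 of 99, 7 of 47, 3 of 46 and 13 of 65. From the factors in endothelial cells and their lack in epithelial cells, the paper states that the hybrid state and the transition in the heart differ.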

**Fig. 10:**
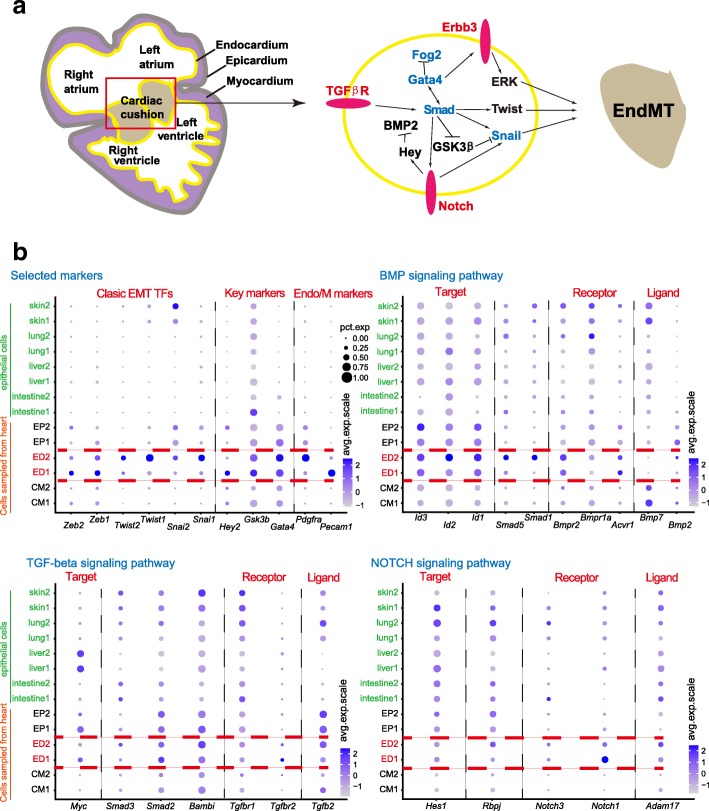
Expression patterns of representative markers during endothelial-to-mesenchymal transition (*EndMT*) in heart. **a** Schematic of EndMT and the key markers and signaling pathways modified from Lim and Thiery [5]. **b** The expression of key markers and signaling pathways during EndMT in heart. The epithelial clusters of intestine, liver, lung, and skin are also shown. The color key from *gray* to *purple* indicates low to high average gene expression, respectively. The *dot size* indicates percentage of cells expressing a certain marker

Several pathways participated in Endo-MT. For example, cardiomyocytes secreted bone morphogenetic protein (BMP) ligands to interact with the receptors on the target cell surface to activate downstream genes through Smad proteins; transforming growth factor beta (TGFβ) and Notch signaling pathways were also activated to promote Endo-MT. 

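In the heart, *Hey2* differed by −1.15 (SE 0.52, adjusted p 0.449) on the log2 scale between ED2 and ED1 cells in limma, and *Gata4* by 0.73 (SE 0.49, adjusted p 0.647). *Hey2* lies on chromosome 10 from 30832359 to 30842801 and *Gata4* on chromosome 14 from 63198922 to 63271692. *Hey2* was expressed in 13 of 20 ED1 and 10 of 33 ED2 cells, and *Gata4* in all of both kinds. The sign of *Gata4* changed without E9.5 embryo 1 (−0.06, adjusted p 0.983). This leaves 1 embryo for ED1.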

Transcription factors such as *Hey2* and *Gata4* were also important for this process. Again, no clear pattern was seen in epithelial cells with E/M hybrid state.

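Epithelial cells of the intestine, liver, lung and skin expressed *Hey2* in 1 of 110, 0 of 48, 0 of 52 and 2 of 79 and *Gata4* in 29 of 110, 4 of 48, 1 of 52 and 0 of 79 cells. Counts of 0 at this level allow up to 6.25% in the liver and 5.77% in the lung for *Hey2*, and up to 3.80% in the skin for *Gata4*. In the intestine, the share with *Gata4* over embryos was 26.3% ± 29.8 (SD, n = 7).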

Mesoderm-derived cells collected from the somites were divided into five further clusters (Additional file 1: Figure S7a and S7b). They developed from cells with a dermomyotome feature (cluster 1) in two directions as revealed by pseudotime analysis in Monocle2 (Additional file 1: Figure S7a). One was myotome muscle cells (cluster 3), and the other was mesenchymal sclerotomes (cluster 5). The first cluster consisted of cells from E9.5 somites with dermomyotome features, expressing high levels of *Prtg*. 

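Somite cells of the mesoderm-derived group were grouped by day, with no use of clusters. *Prtg*, on chromosome 9 from 72806874 to 72917291, was expressed at 1 or more in 62 of 81, 20 of 61 and 16 of 60 cells of E9.5, E10.5 and E11.5. Over embryos the shares were 79.0% ± 29.3, 33.1% ± 24.0 and 26.5% ± 8.18 (SD, n = 3, 2 and 2), and the mean log2 expression was 2.84, 0.88 and 0.63. At E9.5, the embryos had 95.8%, 96.2% and 45.2%, and the last was sequenced on HiSeq 4000. Median depths were 450486, 267579 and 185157 UMIs.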

During mouse somitogenesis, *Prtg* is restricted to the dorsal parts of the spinal cord (the roof plate and neighboring cells) and of the somite (the dermomyotome). Cluster 2 was composed of skeletal muscle cells because of its specific expression of *Fos* and *Erg1*, which are related to skeletal muscle cell differentiation. 

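The paper's gene *Erg1* is taken as *Egr1*. *Fos*, on chromosome 12 from 85473890 to 85477273, was expressed in 57 of 81, 60 of 61 and 13 of 60 somite cells of E9.5, E10.5 and E11.5, and *Egr1*, on chromosome 18 from 34859823 to 34864984, in 58 of 81, 46 of 61 and 10 of 60. Over embryos the shares were 68.5% ± 32.8, 98.4% ± 2.28 and 21.6% ± 1.34 for *Fos* and 70.4% ± 28.6, 75.7% ± 24.9 and 16.8% ± 5.51 for *Egr1*. Of 202 cells, 101 expressed both, against 73.4 expected for independent genes with all days pooled. The correlation over cells was 0.81, and 0.66 within embryos, with no p because cells are not replicates. The E9.5 embryos differed, with 70.8%, 34.6% and 100% of cells expressing *Fos*.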

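*Tpm1*, on chromosome 9 from 67022590 to 67049406, was expressed in 201 and *Tpm2*, on chromosome 4 from 43514711 to 43523765, in 166 of 202 somite cells, and 166 expressed both. Their correlation over cells was 0.69, and 0.65 within embryos. By day, mean log2 expression over embryos was 4.45, 6.01 and 5.57 for *Tpm1* and 2.21, 3.96 and 4.53 for *Tpm2* at E9.5, E10.5 and E11.5.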

Cluster 3 included a population of muscle cells derived from the myotome that highly expressed *Tpm1* and *Tpm2*. Cluster 4 showed features of a transitional state. Cells in cluster 5 were presumably from the mesenchymal sclerotome, as they expressed the sclerotome marker *Pax1*, the mesenchymal gene *Col3a1*, and a series of Hox genes, such as *Hoxd11* and *Hoxa11os* (Additional file 1: Figure S7b).

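*Pax1*, on chromosome 2 from 147361925 to 147393295, was expressed in 33 of 81, 12 of 61 and 41 of 60 somite cells of E9.5, E10.5 and E11.5, *Col3a1* in 55 of 81, 56 of 61 and 60 of 60, *Hoxd11* in 1 of 81, 0 of 61 and 48 of 60 and *Hoxa11os* in 2 of 81, 0 of 61 and 51 of 60. The 0 of E10.5 allow up to 4.92% of cells at this level. Both *Pax1* and *Col3a1* were expressed in 77 cells, with 72.8 expected for independent genes, and both *Pax1* and *Hoxd11* in 37, with 20.9 expected. These expectations pool all days, so a change of both genes with day enters them. Nearly all *Hoxd11* cells were of E11.5, where *Pax1* was also most frequent. Over cells within embryos, r was 0.16 and 0.29. Mean log2 expression over embryos by day was 1.45, 0.69 and 2.61 for *Pax1*, 2.65, 3.76 and 4.88 for *Col3a1* and 0.03, 0.00 and 2.12 for *Hoxd11*.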

In addition, 10 somite cells were grouped into the neuronal cell group. 

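All 10 cells came from E9.5 embryo 2. Of the 10, 9 expressed *Tubb3*, 9 *Elavl3*, 8 *Dll1* and 6 *Sox2*, and none expressed *Epcam* or *Col3a1*. A count of 0 among 10 cells leaves an exact 95% interval up to 30.8%. Of the 202 somite cells in the mesoderm-derived group, 32 expressed *Tubb3* and 1 *Elavl3*. Median depths were 1048605 and 321378 UMIs.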

We thus compared these neuronal cells sampled from the somites with the neuronal cells from the brain and the somite mesoderm-derived cells (Additional file 1: Figure S7c, S7d, and S7e). We noticed that *Neurod4* was highly expressed in the somite neuronal cells compared with the other two groups. 

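*Neurod4*, on chromosome 10 from 130268152 to 130280240, was expressed in 10 of 10 somite neuronal cells (100%, exact 95% interval 69.2 to 100), with a mean log2 expression of 4.88 ± 1.82 (SD over cells of 1 embryo). It was expressed in 46 of 369 neuronal cells of the brain (12.5%, exact 95% interval 9.27 to 16.3, mean log2 0.41) and in 2 of 202 mesoderm-derived somite cells (0.990%, exact 95% interval 0.120 to 3.53, mean log2 0.05). By day, hindbrain cells that expressed it were 20 of 75 at E9.5, 19 of 58 at E10.5 and 5 of 52 at E11.5, and forebrain cells 0 of 88, 0 of 36 and 2 of 60. The median depth of brain cells was 243162 UMIs. No test was made, because the 10 cells come from 1 embryo. From this comparison the paper states that the gene is high in these cells.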

*Neurod4* is a member of the neurogenic differentiation factor family and is involved in the Ngn2-regulated neuronal differentiation pathway, which coordinates the onset of cortical gene transcription. We used the Meta-analysis workflow in Metascape to combine these two DEG sets of the somite neuronal cells for comparison with the other two groups. The shared enriched terms included several neuronal development-related processes, the Notch signaling pathway, and cell fate commitment.

## Discussion

In this study, we systematically analyzed the transcriptomic features in the major organs of E9.5 to E11.5 mouse embryos at single-cell resolution. The gene and transcript coverages make our data more sensitive than those at 10X or Drop-Seq’s level, which makes our data more accurate and comprehensive (Additional file 1: Figure S1a). The developmental characteristics revealed in various organs and cell types broaden our horizons about mouse organogenesis and facilitate further deeper functional studies on mammalian embryonic development.

We highlight the importance of regulon activity-based methods to reveal evolutionary or developmental relatedness across multiple organs (Fig. 1a and b). As mentioned in several studies, the expression patterns of realizer genes tend to reflect functional similarities, while regulatory genes are more likely to assess the function of cells [19–22]. However, regulatory gene-based methods also have shortcomings, for example, the limited resolution. It is difficult to detect weak developmental differences at a fine scale. Thus, in this study we first used a regulon matrix constructed by SCENIC to perform the hierarchy clustering and then combined the results with results from the expression matrix to reveal subtle developmental relationships. Based on the regulon activity, we obtained four major groups with epithelial, mesodermal, hematopoietic, and neuronal features (Fig. 1a and b). Subsequently, we comprehensively studied the transcriptomic and developmental features within each of them.

We first focused on the development of epithelial cells sampled from intestine, liver, lung, and skin. However, due to the important role of mesenchymal cells in inducing and specifying epithelial identity [1], it is necessary to take mesenchymal cells into account when studying the development of organs composed of epithelial parenchyma (Fig. 2a and b). Although several studies based on bulk RNA-seq have already tried to identify the developmental expression pattern of these organs [9–11], they could hardly consider the mesenchymal effects. Even worse, bulk data would lead to a mixed result of both epithelial and mesenchymal cells, rather than the pure development of a certain organ. Thus, our data reveal an accurate and pure expression pattern in each of these organs throughout development (Fig. 2a). In addition to the unique expression pattern of these two cell types within each organ, we identified the interactions between epithelial and mesenchymal cells, which guarantee the normal development of a certain organ (Fig. 2b and c). The developmental comparison between these organs also provides a valuable resource for others to study organ specification (Fig. 3).

Another noteworthy finding is the prevalent E/M hybrid state in epithelial cells. As shown in Fig. 4a, nearly all epithelial cells during this stage co-expressed the epithelial (*Epcam*, *Cdh1*, *Cldn6*, *Krt18*, etc.) and mesenchymal (*Vim*, *Fn1*, *Sparc*, etc.) markers, exhibiting the E/M hybrid phenomenon. The immunostaining results also unambiguously validate this (Fig. 4b; Additional file 1: Figure S3a). However, this phenomenon was not the same as classical EMT events, in which typical TFs (*Zeb1/2*, *Twist1/2*, *Snai1/2*, etc.) play crucial roles. These TFs were barely expressed in the epithelial cells during this developmental period (Fig. 5a). Additionally, this E/M hybrid state was different from End-MT in heart endothelial cells, as shown in Fig. 10b. In addition, adult or mature epithelial cells did not show this E/M hybrid state, as revealed in adult intestine cells, adult liver cells, and E18 lung cells (Figs. 4c and 5b). Therefore, this E/M hybrid state seems to be an important feature of epithelial cells during organogenesis and may play a crucial role in epithelial development, such as making them move or migrate collectively, while keeping their epithelial feature.

Surprisingly, this E/M hybrid state tended to be a common process across the endodermal organs with the epithelial parenchyma, because the epithelial cells of intestine and liver exhibit the pattern of E- and M-scores gradually decreasing during E9.5–E11.5 (Fig. 6b). The epithelial cells of lung showed an opposite trend: E- and M-scores gradually increased during this period. We would expect a similar E- and M-score pattern as in the intestine and liver to occur later, given that the lung organogenesis is in general later than the intestine and liver organogenesis and that at E18 the E/M hybrid state is no longer seen in the epithelial cells of lung (Fig. 5b). However, the E- and M-scores of the skin epithelial cells exhibited no correlation during E9.5–E11.5. Since the skin is derived from the ectoderm, whether this could reflect the differences between the ectodermal and endodermal epithelial cells in terms of E/M features requires further study.

Such an E/M hybrid state has also been reported in tumorigenesis and circulating tumor cells (CTCs) [36]. We thus downloaded two single-cell RNA-seq datasets of cancer [32, 33] to check whether this phenomenon was also present in these datasets. Two carcinoma datasets (breast and lung cancer) also displayed a universal E/M hybrid state with the co-expression of *EPCAM* and *VIM*. However, there also existed several differences in terms of the expression pattern of classical EMT-inducing TFs (*Zeb1/2*, *Twist1/2*, and *Snai1/2*): the hybrid state in lung cancer cells seemed to be more dependent on these TFs in comparison with that in breast cancer. Considering that these lung cancer cells were patient-derived xenograft (PDX) tumor cells sampled from a lung adenocarcinoma patient tumor xenograft, other human in vivo lung cancer data should be checked for comparison.

A possible explanation for this E/M hybrid state is that the E/M hybrid state lets cells acquire stemness and more invasive features, as shown by several studies [25]. Indeed, we did see that the stemness score had a positive correlation with the E- and M-scores (Fig. 6b). During the process of development, these three scores all decreased in epithelial cells of the intestine and liver, while they increased in the lung. Whether the similar E/M hybrid pattern in developing epithelial organs and carcinomas is regulated by similar mechanisms needs further investigation. If the hypothesis we put forth above is true, that carcinomas utilize the embryonic mechanism to perform metastasis, it will be helpful for researchers in studying cancer metastasis. They can simply examine what happens to these organs during organogenesis.

The regulatory mechanisms underlying this E/M hybrid state are nonlinear, and they may involve different levels, such as transcriptional control, epigenetic modifications, and alternative splicing [7]. We still think our data can provide valuable insights into the hybrid state. We identified several TFs that potentially regulate key epithelial (*Epcam* and *Cdh1*) and mesenchymal (*Vim*, *Fn1*, and *Cdh2*) markers in the four analyzed organs with epithelial parenchyma. As shown in Fig. 7b, these five markers were all regulated by several TFs. Among these TFs, *Grhl2* and *Hnf4a* were responsible for activating *Epcam*. However, they had different roles: *Grhl2* regulated *Epcam* expression in epithelial cells of intestine, lung, and skin, while *Hnf4a* regulated *Epcam* expression in intestine and liver. *Grhl2* is a key regulator of the E/M hybrid state of lung cancer cells [28], and *Hnf4a* is the master effector of mesenchymal-epithelial transition (MET) and is able to maintain hepatocyte identity [37]. Another noteworthy TF is *Hnf1b*, which is active in epithelial cells of intestine and liver and regulated both *Cdh1* and *Fn1* (Fig. 7b). *Hnf1b* is a novel oncogene that is able to induce cancerous phenotypes, EMT, and invasive phenotypes [38]. These three TFs were all self-regulating and interacted with each other (Fig. 7c).

Additionally, we captured two waves of HSC-independent hematopoiesis. Our data show that the two partially overlapping waves of progenitors, the primitive and definitive progenitors, were unambiguously discriminated by single-cell RNA-seq analysis. The differentiation of EMPs was also observed in this study. Furthermore, by comparing primitive and definitive erythroid cells, we identified several candidate surface markers and TFs, which will be of great help for future functional studies of the development of embryonic erythroid cells. We also deeply explored the different developmental patterns between the forebrain and hindbrain. The developmental processes of both forebrain and hindbrain were characterized. However, the forebrain and hindbrain neuronal cells were quite different in terms of cell types, developmental routes, and expression patterns, indicating temporal and spatial heterogeneity in the embryonic brain. From heart, we captured the End-MT process in the endothelial cells, which was quite different from the E/M hybrid state identified above. End-MT depended on the classical EMT-inducing TF markers (*Snai1/2*, *Zeb1/2*, and *Twist1/2*) (Fig. 10b). In addition, from the somites, we obtained several rare neuronal cells that were different from the brain neuronal cells or other somite cells.

## Conclusions

In summary, our study elucidates the transcriptome landscape of mouse organogenesis from E9.5 to E11.5 at single-cell resolution. We reveal many detailed biological features of the major mouse organs, such as the developmental features of each cell type and the expression patterns of critical genes. Our data should be useful in future functional studies of lineage formation and for obtaining further insights into the molecular mechanisms of mouse organogenesis.

## Methods

### Mouse embryo dissection and single-cell isolation

Cells were separated from the tissues and organs of E9.5–E11.5 C57BL/6 J mouse embryos. Briefly, E9.5–E11.5 mouse embryos were obtained by euthanizing pregnant mice and transferring the embryos to a petri dish containing fresh, sterile Dulbecco’s phosphate-buffered saline (DPBS). The embryos were washed extensively to remove any maternal contaminants and excess blood. Then, the embryos were placed in Dulbecco’s modified Eagle’s medium (DMEM) containing 10% fetal bovine serum (FBS). The tissues and organs used in this study included the forebrain, hindbrain, skin, heart, liver, intestine, lung, and somites, which were carefully separated with microdissecting forceps under a dissection microscope. These organs were digested with 0.05% trypsin-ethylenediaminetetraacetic acid (EDTA) at 37 °C for approximately 5 min, and then DMEM (containing 10% FBS) was added to stop the digestion. The cells were then further dissociated into single-cell suspensions by gentle pipetting with a mouth pipette.

### Single-cell cDNA amplification and library construction

Single-cell cDNA amplification was carried out by using the STRT protocol with several modifications to allow for multiplexed single-cell RNA-seq. Briefly, after trypsinization of each dissected organ and tissue to obtain the single cells, a mouth pipette was used to pick single cells into 2 μL of cell lysis buffer in 200-μL PCR tubes, each containing 0.1 U/μL RNase Inhibitor (Takara, 2313B), 0.0475% Triton X-100 (Sigma-Aldrich, X100), 2.5 μM deoxynucleotide triphosphate (dNTP) mixture (Thermo, R0193) and 2.5 μM barcode-reverse transcriptase (RT) primers (TCAGACGTGTGCTCTTCCGATCT-XXXXXXXX-NNNNNNNN-T25, where X represents the nucleotides of the designed cell-specific barcodes and N represents the unique molecular identifier [UMI], see Additional file 2). To lyse the cells, the tube was first vortexed thoroughly and placed in a thermocycler at 72 °C for 3 min to release the linearized RNA molecules. Then, the reaction was immediately quenched on ice. After the reaction was centrifuged, 2.85 μL of RT mixture (40 U SuperScript II reverse transcriptase [Invitrogen, 18,064,071], 5 U RNase Inhibitor, 5× Superscript II first-strand buffer, 25 mM dithiothreitol [DTT], 5 M betaine [Sigma-Aldrich, B0300], 30 mM MgCl_2_ [Sigma-Aldrich, 63,020], and 1.75 μM template switch oligo [TSO] primer [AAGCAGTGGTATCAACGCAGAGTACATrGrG+G, where rG represents riboguanosine one (+G), and +G indicates the LNA-modified guanosine]) were added into the single-cell lysate. Reverse transcription was carried out in the thermocycler at 25 °C for 5 min, 42 °C for 60 min, 50 °C for 30 min, and then 70 °C for 10 min.

After reverse transcription, 7.5 μL of PCR mixture (6.25 μL 2× KAPA HiFi HotStart ReadyMix [KK2602], 300 nM ISPCR oligo [AAGCAGTGGTATCAACGCAGAGT], and 1 μM 3′ Anchored oligo [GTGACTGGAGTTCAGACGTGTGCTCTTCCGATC]) were added to each reaction. The sample was amplified with four cycles of 98 °C for 20 s, 65 °C for 30 s, and 72 °C for 5 min, followed by 10–15 cycles of 98 °C for 20 s, 67 °C for 15 s, and 72 °C for 5 min; and finally 72 °C for 5 min.

The amplified samples with different barcodes (up to 96 barcodes) were pooled together. The pooled cDNAs were first purified with DNA Clean & Concentrator-5 (DC2005; Vistech, Beijing, China) and eluted in 50 μL of H_2_O. After the sample was further purified twice with 0.8× Ampure XP beads (Beckman, A63882), the cDNAs were used for a second round of amplification with biotinylated index primer (/Biotin/CAAGCAGAAGACGGCATACGAGATindexGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC) and ISPCR oligo for an additional four to five cycles. Subsequently, the biotinylated cDNAs were again purified with 0.8× Ampure XP beads. Next, the cDNAs were sheared into approximately 300-bp fragments with a Covaris sonicator. The fragmented cDNAs containing barcode and UMI sequences were then enriched by using Dynabeads® MyOne™ Streptavidin C1 (Invitrogen, 65,002).

Libraries were prepared using KAPA Hyper Prep Kits (KK8505). The NEB U-shaped adapter was used for ligation. Finally, the adapter-ligated fragments were amplified by using an Illumina QP2 primer (CAAGCAGAAGACGGCATACGA) and a short universal primer (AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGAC) for 8–10 cycles. The libraries were sequenced on an Illumina Hiseq4000 platform to generate 150-bp paired-end reads (sequenced by Novogene).

### Processing of single-cell RNA-seq data

We first segregated raw reads on the basis of the information from the cell-specific barcodes in read 2 of the paired-end reads. Then, the TSO sequence and polyA tail sequence in read 1 were trimmed with customized scripts. Subsequently, sequences in read 1 that had low-quality bases (*N* > 10%) or that were contaminated with adapters were discarded. The stripped read 1 sequences were then aligned to the mm10 mouse reference genome (University of California, Santa Cruz, UCSC) using TopHat (version 2.0.12) [39]. We used htseq-count from the HTSeq package [40] to count uniquely mapped reads, which were then grouped on the basis of the cell-specific barcodes. For each gene, duplicated transcripts with identical UMIs were removed. Finally, for each gene in each cell, the copy number of the transcript was quantified on the basis of the number of distinct UMIs of that gene.

In total, we sequenced 1916 single cells (see Additional file 3). Cells with fewer than 2000 detected genes were removed, leaving 1819 cells for downstream analysis. Because most of our single cells did not reach one million UMIs, we used log_2_(TPM/10 + 1) rather than log_2_(TPM + 1), where TPM refers to transcripts per million, to normalize the expression levels. This procedure prevented each transcript from being counted multiple times.

### Saturation analysis of sequenced data

To make sure the sequencing depth of our dataset was sufficient, we randomly selected one set of sequencing data (which included 64 cells sampled from the E11.5 intestine) to down-sample the raw sequencing data to 10, 20, 30, 40, 50, 60, 70, 80, and 90% of its original data. Next, we obtained the numbers of detected genes in each of these down-sampling datasets and compared them with the numbers of detected genes in the original dataset. The results are shown in the boxplot in Additional file 1: Figure S1b.

### Nonlinear dimensional reduction (t-SNE) and clustering based on the regulon matrix and the expression matrix

To explore the evolutionary or developmental relationships among organs, we performed unsupervised clustering analysis adjusted by the random forest algorithm using a binary regulon matrix and a gene expression matrix. The regulon matrix was generated by SCENIC [23] using UMI counts. SCENIC is an algorithm that can reconstruct gene-regulatory networks (GRNs) and identify stable cell states from single-cell RNA-seq data. For details, access the website of SCENIC: http://aertslab.org/#scenic. In brief, SCENIC first inferred co-expression modules, which were subsequently trimmed by *cis*-regulatory motif analyses, leaving a subset of pruned modules termed regulons. SCENIC then scored all cells for the activity of each regulon by calculating the enrichment of the regulon as an area under the recovery curve (AUC) across the ranking of all genes in a particular cell, whereby genes were ranked by their expression values. Finally, a binary regulon activity matrix was obtained, and using this matrix, we carried out nonlinear dimensional reduction (t-SNE) through the Rtsne package in R.

For the expression matrix, we analyzed our 1819 single-cell data in the form of log_2_(TPM/10 + 1) expression values using the Seurat method [41] (for details, see http://satijalab.org/seurat/). Specifically, genes were considered expressed only if their expression level was ≥ 1. Genes expressed in < 3 cells and cells with ≤ 2000 detected genes were discarded. Highly variable genes with average expression > 1 and dispersion > 1 were used as inputs for t-SNE analysis.

The clustering method was modified from Lake et al. [42], and the scripts were also attached in the supplemental files of that paper. This method combined unsupervised clustering to reveal heterogeneity in cell subtypes and supervised classification to fine-tune clusters. Each time, two clusters were obtained through this method. In brief, (1) we first performed hierarchical clustering using Pearson correlation distance metrics and obtained the first two split clusters. If the input was the expression matrix, the highly variable genes were first identified and then we performed hierarchical clustering. (2) We then used a 10-fold random forest feature selection to choose feature genes dividing the two clusters. (3) Samples with internal vote probabilities > 0.6 were selected for each class as the training set to achieve an optimal classifier, which was used to predict the rest of the samples. (4) We performed 100 runs of 10-fold random forest cross-validation (CV) and discarded samples with internal vote probabilities < 0.55. We used internal vote probabilities > 0.55 (higher than default = 0.5) as the cutoff to reduce the ambiguity of sample voting. (5) To obtain more finely tuned clusters, steps 1–4 were recursively repeated on the newly formed classes. We applied the classification method to both the regulon matrix and the expression matrix. The hierarchy trees in Fig. 1c and Additional file 1: Figure S1c were constructed by the order of obtained clusters through this method.

### Identification of top TFs, DEGs, and GO terms

To identify top-ranking TFs for a certain cluster, we averaged the TFs of the binary regulon matrix for this cluster and the rest. The ranking was set by the difference between the average value of this cluster and the average value of the rest. A bigger difference corresponded to a higher ranking. For DEGs, analysis was carried out in Seurat. We used the Seurat function find_all_markers (thresh.test = 1, test.use = “roc”) to identify unique cluster-specific marker genes. For two given clusters, DEGs were identified by the find.markers function with the following parameters: thresh.use = 1, test.use = “roc”. For a certain gene, the roc test generated a value ranging from 0 (for ‘random’) to 1 (for ‘perfect’), representing the ‘classification power’. Genes with a fold change ≥ 2 or ≤ 0.5 and a power ≥ 0.4 were selected. The pheatmap package in R was used to plot heatmaps. Violin plots were generated using Seurat. Network enrichment analysis was performed using Metascape [24] (http://metascape.org/). The identified TFs and DEGs are listed in Additional file 4.

For Fig. 7, we selected all the TFs that regulated at least one of *Epcam*, *Vim*, *Cdh1*, *Cdh2*, and *Fn1*, as inferred from the SCENIC analysis. Among these TFs, *Grhl2*, *Hnf1b*, and *Hnf4a* tended to play important roles in regulating the epithelial cells. We then extracted the gene list that was regulated by these TFs to perform network enrichment analysis using Metascape; the top 10 enriched terms are displayed in Fig. 7c.

### Developmental pseudotime analysis

We used the Monocle2 package [43, 44] in R to determine the developmental pseudotimes of organs. Following the Monocle vignette, we used UMI count data as input and selected genes with high dispersion (more than twice the fitted dispersion) for unsupervised ordering of the cells. The default settings were used for all other parameters.

### Cell cycle analysis and identification of surface markers and transcription factors

To perform cell cycle analysis, we used a previously defined core gene set, including 43 G1/S and 54 G2/M genes [45, 46]. The average expression of each gene set was calculated as the corresponding score. Cells with a G1/S score < 2 and a G2/M score < 2 were determined to be quiescent; otherwise, they were deemed proliferative. Additionally, proliferative cells with a G2/M score > G1/S score were designated G2/M, whereas cells with a G1/S score > G2/M score were designated G1/S. TFs were selected from the 1485 TFs included in AnimalTFDB 2.0 [47], and surface markers were selected from the 261 cell surface markers collected in a previous report [48].

### Single-cell qRT-PCR

Additional single cells were collected from E11.5 liver and E10.5 brain tissues. The single-cell reverse transcription and cDNA amplification were carried out following Smart-seq2 protocol. After the first round of purification with 0.8× Ampure XP beads, the cDNA of each single cell was quantified with qPCR of the housekeeping gene (*Gapdh*) and selected genes (*Alas2*, *Slc4a1*, *Bcl11a1*, *Cd47*, and *Cd24a*).

### Immunofluorescence

The organs or embryos were fixed with 4% paraformaldehyde overnight at 4 °C and then dehydrated with 20% sucrose solution overnight at 4 °C. After that, they were embedded with Tissue-Tek® O.C.T. Compound (Sakura #4583). Sections 6 μm thick were permeabilized in Triton X-100 (0.5% in PBS) for 30 min at room temperature and incubated in blocking buffer (0.1% Triton X-100 and 10% donkey serum in PBS) for 90 min at room temperature. Sections were incubated with diluted primary antibodies overnight at 4 °C and then with diluted secondary antibodies (1:400) at room temperature for 2 h. Finally, sections were immersed in ProLong Gold antifade reagent with 4’,6-diamidino-2-phenylindole (DAPI, Invitrogen #1846939). Images were acquired using a confocal laser scanning microscope (Leica TCS SP8, Leica Microsystems, Wetzlar, Germany). The primary antibodies used in this study were mouse anti-E-cadherin (Abcam #ab76055, 1:50 dilution), rabbit anti-vimentin antibody (Abcam #ab92547, 1:50 dilution), and rabbit anti-fibronectin antibody (Abcam #ab23750, 1:50 dilution).

## Additional files

Additional file 1: **Figure S1.** Quality control of the dataset and the characteristics of clusters. **Figure S2.** Interaction between epithelial and mesenchymal cells sampled from intestine, liver, lung, and skin. **Figure S3.** Immunostaining of Cdh1, Vim, and Fn1 in E9.5 and adult liver. **Figure S4.** Comparison between definitive and primitive erythroid cells. **Figure S5.** Comparison between neuronal cells sampled from forebrain and hindbrain. **Figure S6.** Expression patterns of cells sampled from heart. **Figure S7.** Expression patterns of cells sampled from somites.

Additional file 2: Barcode-RT primer information, cell cycle gene list, and E-, M- and S-score gene list.

Additional file 3: Cell information and classification.

Additional file 4: DEGs and top TFs among groups and clusters.

How the deposited data were processed for this re-analysis (not part of the article)

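Single cells of 8 organs (forebrain, hindbrain, heart, intestine, liver, lung, skin and somite) of 7 C57BL/6J mouse embryos (3 at E9.5, 2 at E10.5 and 2 at E11.5) were profiled by RNA-seq. The data comprise 32 samples with 1916 cells and 23154 genes. Every column was mapped to its organ, stage and embryo by its label, with 0 left unmapped. E9.5 embryos 1 and 2 have 1 sample per organ and are labelled HiSeq 2500. The remaining samples are labelled HiSeq 4000: those of E10.5 and E11.5 hold both embryos of the stage, and E9.5 embryo 3 was pooled over lung with liver and over skin with intestine and somite. The methods of the paper name HiSeq 4000 with 150-bp paired reads for the study. Labels give E9.5 embryo 2 as female and the others as male.

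For the deposited values, which are CPM (UMIs of a gene per 1000000 UMIs of the cell) although the authors name them TPM, the authors picked cells by mouth pipette, tagged each molecule with a cell barcode and a UMI at reverse transcription, pooled the cells of a sample and enriched 3′ fragments, in a modified STRT protocol. According to the methods, template-switch and poly(A) sequence was trimmed from read 1, reads were aligned with TopHat 2.0.12 to mm10 (UCSC), uniquely mapped reads were counted per gene with htseq-count, duplicates of the same UMI were removed, and counts were divided by the UMI total of the cell. The version of HTSeq and its annotation were searched for in the methods and the sample labels and were not found. No gene length enters the values, which are rounded to 0.01, and no cell was removed from the files.

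Whole UMIs were recovered by multiplying each value with the UMI total of its cell, as given in Additional file 3, and dividing by 1000000. Of the cells, 1851 have at least 2000 genes, the minimum of the methods. The 1819 cells that the paper kept were analysed, and 32 further cells past the minimum were left out because the paper left them out. Major groups were taken from Additional file 3 for 1815 cells, as were 289 epithelial and 352 mesenchymal cells of intestine, liver, lung and skin, and PC1 values for 251 epithelial cells. Depth per kept cell runs from 20326 to 2524348 UMIs. In the epithelial sets, the median depth of an embryo ranges from 155698 UMIs (skin, E11.5 embryo 2) to 1047708 (intestine, E9.5 embryo 2). Values below 1 UMI per cell cannot be resolved, and a gene listed at 0 in a set of cells has an upper limit of 3 UMIs over that set. A share of 0 is given a limit of 3 cells of the set, which concerns cells at or above the level counted, not cells with fewer UMIs or molecules missed in a cell. These limits and the intervals of shares (95%, Wilson, or exact Clopper-Pearson for the somite cells) cover counting error only, not the spread between embryos or errors of picking and amplification.

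The embryo was taken as the replicate, and the value of an embryo is the mean of log2(TPM/10 + 1) over its cells of a set, with at least 3 cells. Genes expressed (at least 1 on this scale) in at least 3 of the cells compared were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts, eBayes with trend), with Benjamini-Hochberg adjustment within each contrast. A gene was called at an adjusted p under 0.05 with an absolute log2 difference of at least 1, or an absolute slope of at least 0.5 per day. The contrasts were each major group against the mean of the other 3, epithelial against mesenchymal cells in each organ, each organ against the other 3 within epithelial and within mesenchymal cells, the slope on embryonic day of epithelial cells in each organ and its difference between organs, forebrain against hindbrain neuronal cells with embryonic day as covariate, the slope on day of these cells in each of the 2 organs and its difference, definitive against primitive erythroid-like cells, and cushion mesenchyme-like against endothelial-like heart cells. Regroupings of the embryo means, at most 100 per contrast, were refitted in the same way. Positions of genes are those of GENCODE M21, which is on the build of the authors (mm10, GRCm38).

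By the labels, all organs of an embryo come from the same animal, so values of different organs and cell types are paired by the embryo label. This pairing was checked by correlating 2 sets of the same embryo over genes: r was −0.0405 to 0.703 for deviations from the mean of all embryos, and −0.218 to 0.393 for deviations from the mean of the stage. The embryo was not a block in the fits reported at the claims, and a fit with the block was an alternative.

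The E-, M- and S-scores and the G1/S and G2/M scores are means over the gene lists of Additional file 2 of log2(TPM/10 + 1), then over the cells of an embryo. Organs were compared by exact permutation of the embryo means (18 comparisons), and scores were related to embryonic day by Pearson and Spearman correlation with exact permutation p-values (12 relations, and 8 for the cell cycle), with Benjamini-Hochberg adjustment within each family. Correlations with PC1 over cells are descriptions without a test. Shares of cells that express 2 transcripts were computed per embryo. The classification power of the methods (power at least 0.4, difference at least 1 between means of log values, with Seurat's formula as an alternative) was computed over cells for the comparisons of Additional file 4 and has no p-value. Mixing of embryos was measured over 15 nearest neighbours in 30 principal components of 2000 highly variable genes. Cells were thinned by drawing 100000 UMIs without replacement, with shallower cells left out. These steps ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0, and figures were drawn with matplotlib 3.10.9.

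Clusters of hematopoietic cells and of mesoderm-derived heart cells were rebuilt, because the published table lists no cluster for these cells, by Ward clustering on 20 principal components into the numbers of clusters the paper names, 5 and 6. At most some of the genes tested between these clusters can have been left out of the clustering, because every gene past the filter was tested. Counts, differences and p-values between the rebuilt clusters therefore follow in part from the grouping. Clusters were named by lists of marker genes fixed in the design. A rule added after seeing the data asks for at least 3 cells and at least 1 marker of the type among the 10 leading genes of the cluster. Since the markers of some clusters were picked by the paper from these same cells, their levels in the rebuilt clusters are descriptions. The 5 hematopoietic clusters held none that the markers named definitive erythroid-like, so the erythroid and EMP-like cells were clustered again into 4, a step chosen after seeing the data. In each comparison the genes named are those that the paper names at a claim, and the 3 called genes of largest difference in each direction.

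Alternatives to these choices were log2(TPM + 1), no gene filter, a filter on a mean of at least 0.5, each embryo left out in turn, the embryo as a block, edgeR 4.0.16 (quasi-likelihood F-tests on UMIs summed per embryo, TMM normalization), at least 5 cells behind a mean, embryos labelled HiSeq 4000 alone, only score genes expressed in at least 3 epithelial cells, thinned cells, PC1 recomputed from the files, expression at 2 or more for shares, the difference of log means that Seurat computes, 30 neighbours, 1 more cluster and k-means clusters. Thinning for gene counts and for mixing, the block for scores, the alternatives of the cell cycle scores, each embryo left out for shares, HiSeq 4000 embryos alone for differences between slopes, and the second clustering were added after seeing the data. The fits were tested on simulated data: counts of 200 genes were changed by a log2 difference of 2 in simulated cells of the same numbers and depths, with a coefficient of variation between embryos of 0.3, a dispersion between cells of 1 and changed genes drawn from those with a mean of at least 20 TPM. limma and edgeR recovered 87% and 100% of these for a major group, 82% and 98% for epithelial against mesenchymal cells of the intestine, 99.5% and 100% for the slope on day in the intestine, 88% and 100% for forebrain against hindbrain, 100% and 100% for the slope in the forebrain, 6% and 20.5% for the erythroid comparison and 20.5% and 6.50% for the heart comparison. For the slopes, the change was 2 per day, well above the limit of 0.5 per day at which a slope is called. Their recovery therefore says nothing about slopes near that limit. The power criterion was tested apart, on values drawn from a normal distribution instead of these simulated counts, and recovered 200 of 200. Transcription factor regulon activities, gene ontology terms and genome coverage are not reported here. Cells under the gene minimum were left out, and cells that the published table assigns to no group entered no comparison. Some genes that the paper names are not reported here.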

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

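Of the tests below, those of depth and of few cells for single embryos, of platform for depth, of RNA from other cells in a pooled library, the regroupings of embryos and the HiSeq 4000 embryos alone for slope differences were chosen only after the result was seen.

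In 44 sets of 4 to 7 embryos, the distance of the highest or lowest embryo from its nearest neighbour was compared with the range of the set (Dixon's test). It passed the 95% limit in 8 sets, where chance alone gives about 1 in 20.

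The E-score of skin epithelial cells was 0.845 in E9.5 embryo 2 and 0.754 to 0.771 in the other 5 embryos, a gap of 0.805 of the range. In cells thinned to 100000 UMIs it was 0.828 beside 0.726 to 0.810, a gap of 0.181, which no longer passes. A difference in depth between embryos may account for it, since this embryo had a median of 949896 UMIs in these cells. No table argues against the platform, because the other embryo on HiSeq 2500 has no skin cells, so platform and embryo cannot be told apart here. Stage and sex of the embryo stay open and were not tested.

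Both *Epcam* and *Vim* were expressed in 20% of the intestine epithelial cells of E9.5 embryo 1 (1 of 5, 95% Wilson interval 3.62 to 62.4%) and in 87.1 to 100% in the other 6 embryos, a gap of 0.839 of the range. Counting error from few cells is argued against by Fisher's exact p 1.74e-04 against the cells of the other embryos (99 of 105), which stays under 0.05 when multiplied by the 7 embryos from which this extreme was picked. A difference in depth is argued against by thinned cells, where the share was 40% beside 93.1 to 100%, a gap of 0.885. The platform is argued against by E9.5 embryo 2, also on HiSeq 2500, with a share of 87.1%. A difference between embryos within E9.5 stays open and was not tested.

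In the skin, 71.4% of the epithelial cells of E9.5 embryo 2 expressed both *Epcam* and *Vim* (5 of 7, 95% Wilson interval 35.9 to 91.8%), beside 93.3 to 100% in the others, a gap of 0.767 of the range. Counting error stays open: Fisher's exact p was 0.0374, but for an embryo picked as the extreme of 6. Depth may account for it, as the gap was 0.588 in thinned cells (85.7% beside 94.1 to 100%) and no longer passed. Platform and embryo cannot be told apart, since no other embryo on HiSeq 2500 has skin cells, and stage was not tested.

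Both *Epcam* and *Fn1* were expressed in 87.5% of the intestine epithelial cells of E11.5 embryo 2 (21 of 24, 95% Wilson interval 69.0 to 95.7%) beside 95.5 to 100%, a gap of 0.636 of the range. Fisher's exact p of 0.0320, for the extreme of 7 embryos, leaves counting error open. In thinned cells every embryo had 100% and the gap was 0, so depth may account for it, with the limit that thinning leaves out shallower cells. In the skin, 93.3% of the cells of E10.5 embryo 2 expressed *Epcam* and *Sparc* (14 of 15, 95% Wilson interval 70.2 to 98.8%) and 100% in the others, which is a gap of 1 of the range from a single cell. Fisher's exact p 0.190 leaves counting error open, as does the gap of 0 in thinned cells for depth. Stage was not tested for these shares.

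In the liver, 100% of the epithelial cells of E11.5 embryo 2 expressed *Cdh1* and *Fn1* (5 of 5, 95% Wilson interval 56.6 to 100%), beside 40 to 50% in the other 5 embryos, a gap of 0.833 of the range. Depth is argued against by thinned cells, with 100% beside 33.3 to 50% and a gap of 0.750. Counting error is not excluded by Fisher's exact p 0.0496, since the embryo was picked as the extreme of 6. The platform was shared with 3 of the other embryos. This is the only E11.5 embryo with at least 3 such cells, so that a change with stage stays open and was not tested.

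The epithelial cells of E9.5 embryo 2 had a median of 1047708 UMIs in the intestine, beside 222635 to 435169.5 in the other 6 embryos (gap 0.742 of the range), and of 924171 in the lung, beside 202098 to 442404 in 5 (gap 0.667). In the intestine a difference between HiSeq 2500 and HiSeq 4000 is argued against by E9.5 embryo 1, on HiSeq 2500, with 241341 UMIs. In the lung only 1 embryo on HiSeq 2500 has such cells, so platform and embryo cannot be told apart. Median clean reads per cell went the same way. In the intestine this embryo had 2544827, beside 684528 to 1499003.5 in the others. In the lung it had 2129133, beside 747523.5 to 1179183. Deeper sequencing of its libraries is thus a candidate explanation, and no biological explanation was tested.

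The change with embryonic day differed between organs in epithelial cells, by the interaction of organ and day in limma, for 122 genes (intestine minus liver), 146 genes (intestine minus lung), 274 genes (intestine minus skin), 99 genes (liver minus lung), 145 genes (liver minus skin) and 84 genes (lung minus skin). Dealing the days out among the embryos in other ways gave as many genes in only 1 of 100 arrangements for each of the 6 differences. That 1 is the real one and the fewest such arrangements can give. Such arrangements break every change with day, not only its difference between organs. They argue against chance where no gene changes with day, but do not test equal slopes. A difference in depth is argued against by thinned cells, with 97, 104, 196, 111, 136 and 76 genes in the same order. Over HiSeq 4000 embryos alone there were 33, 52, 69, 31, 23 and 28, so that a difference between platforms does not account for all of these genes but may account for some. Single embryos moved the counts by more than 1.5 times: intestine minus liver 58 without E11.5 embryo 1, 66 without E11.5 embryo 2 and 70 without E9.5 embryo 2, intestine minus lung 43 without E11.5 embryo 2, 67 without E9.5 embryo 2, 90 without E11.5 embryo 1 and 90 without E9.5 embryo 3, intestine minus skin 97 without E11.5 embryo 1, 119 without E11.5 embryo 2 and 143 without E9.5 embryo 2, liver minus skin 64 without E9.5 embryo 2, 67 without E11.5 embryo 2 and 79 without E11.5 embryo 1, liver minus lung 54 without E9.5 embryo 2, 57 without E11.5 embryo 2 and 61 without E9.5 embryo 1 and lung minus skin 24 without E11.5 embryo 2 and 32 without E9.5 embryo 2. A difference between organs in their development, which the design names, stays open as a hypothesis beside the cells that were picked in each organ. A difference between libraries stays open too, since at the later stages each organ had a sample of its own. None of these was tested further.

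*Xist* and Y-linked genes, which the paper does not analyse, were compared with the sex labels. Of 43 organ sets labelled male, 9 had more *Xist* than Y-linked transcripts: those of E10.5 embryo 2 in 7 organs, and the liver of E9.5 embryo 1 and of E10.5 embryo 1. The liver of E10.5 embryo 2 carried Y-linked transcripts instead. The intestine of E10.5 embryo 1 had more Y-linked transcripts, but 8 of its 31 cells had *Xist* alone. Its mean *Xist* was 14.7% of that in the intestine of embryo 2, where the median over such E10.5 sets was 3.01%. Whether single cells there carry another embryo label was not tested. Mean *Xist* was 87.0 TPM in the liver of E9.5 embryo 1, where the Y-linked mean was 0.106, against Y-linked means of 75.6 to 126 in the other organs of that embryo. Labels of E10.5 samples give 1 sex for cells of 2 embryos. RNA of other cells in a pooled library may account for the Y-linked transcripts in the *Xist* sets of E10.5, whose median was 2.77% of the level of the partner, while E9.5 embryo 2, with libraries of its own, had 0 Y-linked UMIs in 350 cells (at most 3 UMIs over the set). It is argued against as the source of *Xist* in the 9 sets, since *Xist* in them exceeds the Y-linked level. The 9 sets are consistent with a sample under another sex or embryo label, which for the liver may mean that the cells under an embryo number come from another animal than its other organs. Which label is off was not decided, no sample was reassigned, and the pairing of the liver with other organs at E9.5 and E10.5 rests on the labels alone. A loss of Y expression or another biological cause was not tested.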

How the results depend on the processing

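Of the tests below, those chosen only after the result was seen are thinned cells for counts of genes and for mixing, the embryo as a block for scores, those of the cell cycle scores, each embryo left out for shares of cells, HiSeq 4000 embryos alone for slope differences, and the second clustering of erythroid cells.

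In all, 6195 alternative values of 484 results were computed. The cause of a change under an alternative was not tested. Of the counts of genes called, 336 of 459 stayed within 1.5 times the reported count. The others are given below with the reported count before each. Of the named genes, 277 were called with their comparison, and 187 of these were called under every alternative computed for them. Of 68 genes not called, 43 were called under no alternative. Of all their alternatives, 287 lost a call, 59 gained 1 and 23 changed the sign of a gene that was not called. Shares of cells stayed within 1 SD in 159 of 165 alternatives, correlations with PC1 in 122 of 132, and mixing of embryos moved past its limit in 0 of 2.

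On log2(TPM + 1), the counts of genes called rose in major groups (HC 1200 to 3509, NC 574 to 2022, EC 398 to 1349, MC 266 to 928), epithelial against mesenchymal cells (intestine 614 to 1206, liver 901 to 1389, lung 544 to 937, skin 578 to 1017), organs compared within epithelial cells (intestine 328 to 1218, liver 1037 to 3120, lung 328 to 995, skin 669 to 1790), organs compared within mesenchymal cells (intestine 235 to 500, liver 224 to 346, lung 142 to 283, skin 288 to 645), slopes with day in epithelial cells (liver 178 to 299), slope differences between organs (liver minus lung 99 to 152), neuronal cells (forebrain minus hindbrain 86 to 205), slopes with day in neuronal cells (forebrain 1719 to 2880, hindbrain 541 to 1189), and of genes falling in 2 organs in lung and skin 2 to 6. Among named genes, 3 calls were lost and 15 gained. On this scale the differences or correlations changed in S-score intestine minus liver (−0.0947 to −0.390), E-score with day of lung (0.0205 to −0.13), M-score with day of liver (0.44 to −0.11), G1/S score with day of liver (−0.0101 to 0.15) and M-score with PC1 of liver (−0.28 to −0.57), of which the S-score difference passed the adjusted threshold.

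In edgeR, more genes were called in major groups (HC 1200 to 6793, NC 574 to 4612, EC 398 to 3583, MC 266 to 3021), epithelial against mesenchymal cells (intestine 614 to 1548, lung 544 to 940), organs compared within epithelial cells (intestine 328 to 1526, liver 1037 to 2510, lung 328 to 825, skin 669 to 2178), organs compared within mesenchymal cells (intestine 235 to 622, liver 224 to 684, lung 142 to 402, skin 288 to 810), neuronal cells (forebrain minus hindbrain 86 to 200), the slope difference of neuronal cells (forebrain minus hindbrain 0 to 2). Fewer were called in slopes with day in epithelial cells (intestine 172 to 57, liver 178 to 92, lung 110 to 26, skin 246 to 84), slope differences between organs (intestine minus liver 122 to 58, intestine minus lung 146 to 33, intestine minus skin 274 to 113, liver minus skin 145 to 61, lung minus skin 84 to 10), slopes with day in neuronal cells (forebrain 1719 to 854, hindbrain 541 to 28). The counts of genes falling in 2 organs changed in liver and skin 5 to 3 and lung and skin 2 to 1. Of the named genes, 59 lost and 19 gained a call, and signs changed for *Nes* in the slope of the forebrain (−0.19 to 0.25) and *Sox2* in the slope of the forebrain (−0.45 to 0.0338).

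Without the gene filter, counts changed in slope differences between organs (intestine minus liver 122 to 188), neuronal cells (forebrain minus hindbrain 86 to 43), slopes with day in neuronal cells (hindbrain 541 to 204), the slope difference of neuronal cells (forebrain minus hindbrain 0 to 1), erythroid-like cells (definitive minus primitive 85 to 50), heart cells (ED2 minus ED1 85 to 0). With 0 genes called by limma for ED2 minus ED1, 1031 had p under 0.05, and edgeR called 60. Those of genes falling in 2 organs changed in liver and lung 2 to 4. Here 25 named genes lost and 1 gained a call. With genes kept at a mean of at least 0.5, counts changed in slopes with day in epithelial cells (liver 178 to 93), slope differences between organs (intestine minus liver 122 to 47, liver minus lung 99 to 39, liver minus skin 145 to 53, lung minus skin 84 to 24), slopes with day in neuronal cells (hindbrain 541 to 828), the slope difference of neuronal cells (forebrain minus hindbrain 0 to 1) and genes falling in 2 organs (intestine and lung 3 to 5, lung and skin 2 to 4), and 0 named genes lost and 3 gained a call.

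With at least 5 cells behind a mean, counts changed in slopes with day in epithelial cells (lung 110 to 28), slope differences between organs (intestine minus liver 122 to 196, intestine minus lung 146 to 46, lung minus skin 84 to 17), heart cells (ED2 minus ED1 85 to 0) and genes falling in 2 organs (intestine and lung 3 to 1, intestine and skin 1 to 2, liver and lung 2 to 1, lung and skin 2 to 1). For ED2 minus ED1, 585 genes had p under 0.05 in limma beside the 0 called. This setting leaves 1 embryo for ED1, assumed to vary like the others, so it does not bear on the stability of that count or of *Zeb2*. Of the named genes, 23 lost and 1 gained a call, and signs changed for *Zeb2* in ED2 minus ED1 (−0.57 to 0.35), *Gata3* in epithelial minus mesenchymal lung (0.24 to −0.0908) and *Sparc* in epithelial minus mesenchymal lung (−0.15 to 0.0607).

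Over HiSeq 4000 embryos alone, fewer genes were called in slopes with day in epithelial cells (intestine 172 to 74, liver 178 to 65, lung 110 to 44, skin 246 to 126), slope differences between organs (intestine minus liver 122 to 33, intestine minus lung 146 to 52, intestine minus skin 274 to 69, liver minus lung 99 to 31, liver minus skin 145 to 23, lung minus skin 84 to 28), and fewer fell in 2 organs: intestine and liver 3 to 0, intestine and lung 3 to 1, intestine and skin 1 to 0, liver and lung 2 to 0, liver and skin 5 to 1 and lung and skin 2 to 1. Among the named genes of the slopes, 18 lost their call. The signs of the correlations of S-score with day of liver (−0.32 to 0.11), S-score with day of lung (−0.00521 to 0.50) and G2/M score with day of lung (−0.21 to 0.22) changed. Those of G1/S score with day of lung (−0.97 to −0.96), G1/S score with day of skin (−0.93 to −0.91), G2/M score with day of intestine (0.87 to 0.91) and G2/M score with day of skin (−0.97 to −0.97) lost their call, and as 5 embryos remain, for which no p was computed, this says nothing about their stability.

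In thinned cells, counts changed in slopes with day in neuronal cells (forebrain 1719 to 954, hindbrain 541 to 246), heart cells (ED2 minus ED1 85 to 0). For ED2 minus ED1 in limma, 595 genes had p under 0.05 beside the 0 called, again with 1 embryo left for ED1. 19 named genes lost and 2 gained a call, and signs changed for *Zeb2* in ED2 minus ED1 (−0.57 to 0.18) and *Nes* in the slope of the forebrain (−0.19 to 0.00163). Signs also changed for E-score intestine minus skin (−0.00418 to 0.00286) and M-score with day of liver (0.44 to −0.15). The correlations with PC1 moved for M-score of intestine (−0.32 to −0.23) and S-score of skin (−0.49 to −0.39). The calls of G1/S score with day of lung (−0.97 to −0.80), G1/S score with day of skin (−0.93 to −0.90), G2/M score with day of intestine (0.87 to 0.73) and G2/M score with day of skin (−0.97 to −0.94) were lost, and that of the M-score intestine minus lung (0.461 to 0.522) was gained. In the skin, the G2/M score kept its permutation p of 0.0222, the smallest that 6 embryos allow, and its adjusted p of 0.152 follows from the other scores, so this loss says nothing about its stability.

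With the embryo as a block, 3 named genes lost and 2 gained a call, and signs changed for *Grhl2* in epithelial minus mesenchymal liver (0.00655 to −0.14). The calls of E-score intestine minus liver (0.406 to 0.418), E-score liver minus lung (−0.339 to −0.363) and E-score liver minus skin (−0.410 to −0.431) were lost, in 6, 5 and 5 embryos with both organs. For these paired comparisons the smallest p that permuting signs can give is 0.0312 with 6 embryos and 0.0625 with 5, so that with 5 no comparison can pass, and with 6 it can only where others reach the smallest p too, and these losses say nothing about stability. Signs changed for S-score liver minus lung (0.0317 to −0.0112) and S-score liver minus skin (0.0669 to −0.0175). The block changed no other call and no count of genes by more than 1.5 times.

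With PC1 recomputed from the files, the correlations moved for E-score of liver (−0.72 to −0.57), E-score of lung (0.23 to 0.0169), S-score of lung (0.37 to 0.0579) and S-score of skin (−0.49 to −0.61). With expression at 2 or more, the mean share of cells with both transcripts fell by more than 1 SD for *Epcam* with *Fn1* in the intestine (97.6% to 91.6%), *Cdh1* with *Vim* in the liver (32.6% to 12.9%), *Cdh1* with *Vim* in the skin (88.2% to 73.0%), *Cdh1* with *Fn1* in the intestine (91.0% to 80.9%), *Cdh1* with *Fn1* in the liver (54.7% to 17.9%) and *Cdh1* with *Fn1* in the lung (68.8% to 44.9%). By the difference of log means that Seurat computes, genes past the power criterion became fewer in epithelial cluster intestine2 154 to 89, epithelial liver 683 to 327 and epithelial cluster lung1 189 to 83. The second clustering of the erythroid and EMP-like cells moved the cells of HC primitive erythroid-like 77 to 45. With erythroid cells alone clustered again, 2 named genes lost and 1 gained a call. With 1 more cluster, with k-means and with 30 neighbours no result moved past its limit, and with score genes restricted to those expressed in at least 3 epithelial cells no score changed its sign or its call or moved past 1 SD.

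With each embryo left out in turn, the reported count is given first, then its range and the counts beyond 1.5 times of it. For the slopes of epithelial cells these are intestine 172 (62 to 164, with 62 without E11.5 embryo 1, 74 without E11.5 embryo 2 and 92 without E9.5 embryo 1), skin 246 (118 to 261, with 118 without E9.5 embryo 2, 125 without E11.5 embryo 1 and 140 without E11.5 embryo 2), liver 178 (103 to 213, with 103 without E11.5 embryo 2 and 111 without E9.5 embryo 1) and lung 110 (37 to 249, with 37 without E11.5 embryo 2, 38 without E9.5 embryo 2 and 249 without E9.5 embryo 3). For slope differences they are intestine minus liver 122 (58 to 136, with 58 without E11.5 embryo 1, 66 without E11.5 embryo 2 and 70 without E9.5 embryo 2), intestine minus lung 146 (43 to 124, with 43 without E11.5 embryo 2, 67 without E9.5 embryo 2, 90 without E11.5 embryo 1 and 90 without E9.5 embryo 3), intestine minus skin 274 (97 to 241, with 97 without E11.5 embryo 1, 119 without E11.5 embryo 2 and 143 without E9.5 embryo 2), liver minus skin 145 (64 to 153, with 64 without E9.5 embryo 2, 67 without E11.5 embryo 2 and 79 without E11.5 embryo 1), liver minus lung 99 (54 to 114, with 54 without E9.5 embryo 2, 57 without E11.5 embryo 2 and 61 without E9.5 embryo 1) and lung minus skin 84 (24 to 90, with 24 without E11.5 embryo 2 and 32 without E9.5 embryo 2). For neuronal cells they are slope in the forebrain 1719 (689 to 1807, with 689 without E9.5 embryo 2, 848 without E9.5 embryo 1 and 1067 without E11.5 embryo 1) and slope in the hindbrain 541 (4 to 659, with 4 without E9.5 embryo 2, 27 without E11.5 embryo 1, 45 without E9.5 embryo 1 and 127 without E11.5 embryo 2), and for the slope difference forebrain minus hindbrain 0 (0 to 6, with 4 without E10.5 embryo 1 and 6 without E11.5 embryo 1), where limma gave 1004 genes at p under 0.05 beside the 0 called and edgeR called 2. For the rebuilt clusters they are definitive minus primitive 85 (16 to 91, with 16 without E11.5 embryo 2, 45 without E9.5 embryo 2, 50 without E10.5 embryo 1 and 52 without E11.5 embryo 1) and ED2 minus ED1 85 (0 to 105, with 0 without E9.5 embryo 1 and 48 without E11.5 embryo 2). Where an embryo left out leaves 1 embryo of definitive or ED1 cells, or 1 of a stage, this lone embryo is assumed to vary like the other groups.

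Counts of genes falling in 2 organs, with an embryo left out, were intestine and lung 3 (2 to 7, with 5 without E10.5 embryo 1 and 7 without E9.5 embryo 3), intestine and skin 1 (0 to 4, with 0 without E10.5 embryo 1, 0 without E10.5 embryo 2, 0 without E11.5 embryo 1, 0 without E11.5 embryo 2, 0 without E9.5 embryo 2 and 4 without E9.5 embryo 3), lung and skin 2 (0 to 5, with 0 without E10.5 embryo 2, 0 without E11.5 embryo 2, 1 without E10.5 embryo 1, 1 without E11.5 embryo 1, 1 without E9.5 embryo 2 and 5 without E9.5 embryo 3), intestine and liver 3 (0 to 9, with 0 without E9.5 embryo 1, 1 without E11.5 embryo 1, 1 without E11.5 embryo 2, 1 without E9.5 embryo 2 and 9 without E9.5 embryo 3), liver and skin 5 (1 to 11, with 1 without E11.5 embryo 1, 1 without E9.5 embryo 2, 2 without E11.5 embryo 2 and 11 without E9.5 embryo 3) and liver and lung 2 (1 to 6, with 1 without E11.5 embryo 2, 1 without E9.5 embryo 1 and 6 without E9.5 embryo 3).

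The scores changed sign or call without single embryos in S-score liver minus lung 0.0317 (−0.0245 to 0.0916, with −0.0245 without E10.5 embryo 1 and −0.0116 without E9.5 embryo 1), S-score intestine minus skin −0.0278 (−0.0506 to 0.0144, with 0.0144 without E9.5 embryo 3), E-score intestine minus skin −0.00418 (−0.0163 to 0.00710, with 0.00330 without E11.5 embryo 2, 0.00615 without E11.5 embryo 1 and 0.00710 without E10.5 embryo 1), M-score intestine minus lung 0.461 (0.333 to 0.63, with 0.63 without E11.5 embryo 1), S-score lung minus skin 0.0352 (−0.00632 to 0.0783, with −0.00632 without E11.5 embryo 1), S-score with day of the lung −0.00521 (−0.34 to 0.50, with 0.50 without E9.5 embryo 2), E-score with day of the lung 0.0205 (−0.39 to 0.78, with −0.39 without E9.5 embryo 3 and −0.30 without E11.5 embryo 2) and M-score with day of the liver 0.44 (−0.50 to 0.66, with −0.50 without E11.5 embryo 2). The correlations with PC1 moved beyond 1 SD in E-score of the intestine −0.77 (−0.79 to −0.56, with −0.56 without E9.5 embryo 2), S-score of the intestine −0.17 (−0.24 to 0.0521, with 0.0521 without E9.5 embryo 2) and M-score of the lung 0.78 (0.26 to 0.81, with 0.26 without E11.5 embryo 1).

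The cell cycle scores, with an embryo left out, ranged over G1/S score with day of the lung −0.97 (−0.99 to −0.96), G1/S score with day of the skin −0.93 (−0.98 to −0.90), G2/M score with day of the skin −0.97 (−0.98 to −0.96) and G2/M score with day of the intestine 0.87 (0.84 to 0.93). In the lung and the skin the embryos that remain are 5, for which no p was computed, whichever embryo of the organ is left out. The intestine lost its call without any 1 of the E10.5 and E11.5 embryos, at 0.84 without E11.5 embryo 1, 0.85 without E11.5 embryo 2, 0.87 without E10.5 embryo 1 and 0.90 without E10.5 embryo 2. There the adjustment covers only the relations that keep a p, so these losses say little about stability. Signs changed for G1/S score with day of the liver −0.0101 (−0.58 to 0.40, with 0.0668 without E9.5 embryo 2, 0.15 without E9.5 embryo 3 and 0.40 without E11.5 embryo 2) and G2/M score with day of the lung −0.21 (−0.71 to 0.22, with 0.15 without E11.5 embryo 1 and 0.22 without E9.5 embryo 2).

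Among the named genes, calls lost and gained were 7 and 1 without E10.5 embryo 1, 7 and 1 without E10.5 embryo 2, 26 and 2 without E11.5 embryo 1, 32 and 3 without E11.5 embryo 2, 22 and 4 without E9.5 embryo 1, 30 and 3 without E9.5 embryo 2 and 11 and 1 without E9.5 embryo 3. Genes that were not called changed sign in *Gata4* in ED2 minus ED1 0.73 (−0.0561 to 1.21, with −0.0561 without E9.5 embryo 1), *Twist2* in ED2 minus ED1 0.43 (−0.0796 to 0.92, with −0.0796 without E9.5 embryo 2), *Zeb2* in ED2 minus ED1 −0.57 (−1.48 to 0.0767, with 0.0767 without E9.5 embryo 1), *Cdh2* in epithelial minus mesenchymal liver −0.53 (−0.92 to 0.0656, with 0.0656 without E9.5 embryo 1), *Grhl2* in epithelial minus mesenchymal liver 0.00655 (−0.00726 to 0.0137, with −0.00726 without E9.5 embryo 2), *Gata3* in epithelial minus mesenchymal lung 0.24 (−0.0770 to 0.34, with −0.0770 without E9.5 embryo 2), *Sparc* in epithelial minus mesenchymal lung −0.15 (−0.38 to 0.12, with 0.12 without E11.5 embryo 1), *Nes* in the slope of the forebrain −0.19 (−0.37 to 0.0270, with 0.0270 without E11.5 embryo 1), *Hes1* in the slope of the hindbrain −0.31 (−0.65 to 0.0719, with 0.0719 without E11.5 embryo 2), *Nes* in the slope of the hindbrain −0.31 (−0.58 to 0.0475, with 0.0475 without E11.5 embryo 1), *Vim* in the slope of the hindbrain 0.38 (−0.0343 to 0.59, with −0.0343 without E9.5 embryo 2), *Map2* in forebrain minus hindbrain −0.33 (−0.63 to 0.0156, with 0.0156 without E10.5 embryo 1) and *Syp* in forebrain minus hindbrain −0.0375 (−0.17 to 0.12, with 0.0117 without E9.5 embryo 1, 0.0243 without E9.5 embryo 2 and 0.12 without E10.5 embryo 1).

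Every alternative chosen beforehand was computed. The filter at a mean of 0.5 gave no value for *Hnf4a* in epithelial liver, *Gjb2* in the slope of the skin and its differences, *Gad1* in forebrain minus hindbrain, *Runx1* in HC, and *Pax6* and *Sox21* in NC, which it removes. The block was not used for the erythroid-like and heart comparisons, where 1 embryo has both kinds. The embryos left out of shares of liver (E11.5 embryo 1), lung and skin cells (E9.5 embryo 1) are not among the embryos of these shares and give no value. For the definitive minus primitive comparison, 1 more cluster and k-means gave no value, since their clusters held none named definitive erythroid-like.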

Differences from the paper's values

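Of the settings below, clustering the erythroid and EMP-like cells again, or the erythroid cells alone, was chosen only after the result was seen.

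In skin epithelial cells, the paper's r of the E-score with the first principal component is about 0.01 in Fig. 6, read by eye, and here it was −0.0454 over 49 cells. It differed in sign under every alternative set before the data were examined: −0.06 on log2(TPM + 1), −0.04 with expressed genes alone, −0.02 in thinned cells and −0.06 with the component recomputed. For the M-score, the paper's r is about −0.04 in Fig. 6, read by eye, and here it was 0.25. Of the alternatives set before the data were examined, the recomputed component gave −0.02, which does not differ from the paper's value, while log2(TPM + 1) (0.22), expressed genes alone (0.24) and thinned cells (0.32) do. The published component was given for 49 of the 79 skin epithelial cells, with 3 and 8 cells of E11.5 embryos 1 and 2 where cluster 2 of the skin holds 19 and 19, so the cells compared here and those of the figure are not known to be the same. The jackknife SE of r over embryos was 0.149 for the E-score, more than the gap to the paper's value, and 0.286 for the M-score, close to the gap. The paper and these values take cells as replicates.

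The number of genes past the ROC criterion with a plain difference of mean log values, over cells as replicates in the paper and here, was larger here in the group MC (131, the paper's 82), epithelial cluster 2 of the intestine (154, the paper's 63), epithelial cells of the liver (683, the paper's 278), mesenchymal cells of the liver (207, the paper's 134), epithelial cluster 2 of the liver (131, the paper's 63), mesenchymal cells of the lung (52, the paper's 29), epithelial cluster 1 of the lung (189, the paper's 72), epithelial cluster 1 of the skin (338, the paper's 194), epithelial cluster 2 of the skin (119, the paper's 77) and neuronal cells of the hindbrain (56, the paper's 34). The 1 alternative set before the data were examined, the difference of log means as Seurat computes it, gave counts that do not differ by the same measure for the group MC (115), epithelial cluster 2 of the intestine (89), epithelial cells of the liver (327), mesenchymal cells of the liver (178), mesenchymal cells of the lung (39), epithelial cluster 1 of the lung (83), epithelial cluster 1 of the skin (258) and epithelial cluster 2 of the skin (107). It left epithelial cluster 2 of the liver (104) and neuronal cells of the hindbrain (59) apart from the paper, and made 2 further counts differ, those of epithelial cluster 1 of the intestine (310, the paper's 203, beside 287 without it) and epithelial cluster 2 of the lung (175, the paper's 110, beside 138 without it).

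The paper states that the E-, M- and S-scores of lung epithelial cells all rise during development. Over embryo means, r with embryonic day was 0.92 for the M-score, 0.02 for the E-score and −0.00521 for the S-score. All 3 rose over HiSeq 4000 embryos alone (0.89, 0.78 and 0.50), which are the same lung embryos as without E9.5 embryo 2. In the liver, where the paper has all 3 scores falling, r was 0.44 for the M-score. It was below 0 on log2(TPM + 1) (−0.11), in thinned cells (−0.15) and without E11.5 embryo 2 (−0.50). The paper's cells follow an axis of single cells, and these values take embryos as replicates.

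The paper reports cells of different embryos as well mixed. The ratio of neighbours from other embryos to that expected from random mixing was 0.644, and 0.756 with 30 neighbours, the largest of the settings run.

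The paper has nearly all epithelial cells expressing epithelial and mesenchymal markers together. Over all 4 organs, the mean share over embryos was 77.5% for *Epcam* and *Vim*, 87.7% for *Epcam* and *Fn1*, 86.2% for *Epcam* and *Sparc*, 67.2% for *Cdh1* and *Vim* and 73.7% for *Cdh1* and *Fn1*. The lowest shares were in the liver, at 38.4% for *Epcam* and *Vim* and 32.6% for *Cdh1* and *Vim*. The paper speaks of sets of markers, and these are shares for single pairs of genes, so the measures are unlike. The share of cells with any marker of each kind was not computed, so these values do not contradict the paper's statement.

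The paper lists genes shared by epithelial and mesenchymal cells of an organ. With embryos as replicates, where the paper takes cells, most of the genes it names were called in both, and these in only 1 of the 2 kinds of cells. Not called were, in mesenchymal cells *Epcam* (0.87, adjusted p 0.0790) and *Cldn6* (0.93, adjusted p 0.296) of the intestine, *Apoa1* (1.19, adjusted p 0.0752) and *Rbp4* (1.26, adjusted p 0.257) of the liver and *Egr1* (1.56, adjusted p 0.177) of the skin, and in epithelial cells *Mgp* (1.10, adjusted p 0.105) of the lung and *Col1a1* (0.95, adjusted p 0.142) of the skin. *Epcam*, *Apoa1*, *Mgp* and *Col1a1* were called on log2(TPM + 1) and in edgeR, *Cldn6* in edgeR, *Egr1* and *Apoa1* with the embryo as a block, *Rbp4* without E9.5 embryo 1, *Apoa1* without E9.5 embryo 1 or E11.5 embryo 2 and *Mgp* without E9.5 embryo 2.

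The paper describes a cluster of definitive erythroid cells. No cluster was named so among the 5 rebuilt ones, nor with 1 more cluster or k-means. Clustering the erythroid and EMP-like cells again, chosen after the values were seen, gave one of 49 cells, and the erythroid cells alone one of 31. Of the factors the paper names as specific to definitive or primitive cells, *Hmgb3* (1.83, adjusted p 0.171), *E2f4* (1.60, adjusted p 0.194), *Tfdp1* (1.19, adjusted p 0.491), *Arid3a* (−1.87, adjusted p 0.296), *Lmx1a* (−1.54, adjusted p 0.229), *Tcf7l2* (−1.86, adjusted p 0.0619) and *Sox11* (−1.12, adjusted p 0.438) had the sign the paper gives but were not called. In simulation, limma recovered 12 of 200 log2 changes of 2 in this comparison, so genes not called say little. EdgeR called *Arid3a*, *Lmx1a* and *Tcf7l2*. The last was also called without the gene filter and with erythroid cells alone clustered again, a setting chosen after the values were seen that drops 1 of the factors called, *Id3*. The paper has *Sox6* in definitive erythroid cells alone, and here 12 of 89 EMP-like cells (13.5%) expressed it.

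The paper names *Hes1*, *Nes*, *Vim* and *Sox2* for early neuronal cells of both brain regions, beside *Id2* and *Id3*, which were called. The paper orders clusters of single cells along a pseudotime, and the values here are slopes with embryonic day over embryo means, so the 2 are unlike. The slopes of the other 4 were not called, in the forebrain *Hes1* (−0.89, adjusted p 0.0699), *Nes* (−0.19, adjusted p 0.744), *Vim* (0.44, adjusted p 0.263) and *Sox2* (−0.45, adjusted p 0.184) and in the hindbrain *Hes1* (−0.31, adjusted p 0.629), *Nes* (−0.31, adjusted p 0.561), *Vim* (0.38, adjusted p 0.398) and *Sox2* (−0.60, adjusted p 0.114). Those of *Vim* were above 0, and edgeR called the rise in the forebrain. *Hes1* was called as falling in the forebrain on log2(TPM + 1), with genes kept at a mean of at least 0.5 and without E10.5 embryo 1.

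In the heart, the paper finds 2 epicardial clusters, where 1 was rebuilt of 65 cells, and also 1 with 1 more cluster or with k-means. It has *Zeb1* and *Zeb2* higher in ED1 and *Snai1*, *Snai2*, *Twist1* and *Twist2* higher in ED2. *Twist1* was called. The others had the sign the paper gives but were not: *Zeb1* (−0.51, adjusted p 0.801), *Zeb2* (−0.57, adjusted p 0.794), *Snai1* (1.73, adjusted p 0.196), *Snai2* (1.41, adjusted p 0.343) and *Twist2* (0.43, adjusted p 0.859). Limma recovered 41 of 200 simulated log2 changes of 2 here, so genes not called say little.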

Other observations

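Of the tests below, those of depth for neuronal cells, of pairs of embryos within HiSeq 4000, of the liver clusters, of mesenchymal transcripts summed, of thinned cells for the mixing of embryos and all regroupings of embryos were chosen only after the result was seen.

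In neuronal cells, most genes that limma called as changing with embryonic day fell, 86.0% in the forebrain and 91.5% in the hindbrain. The paper does not report this balance. The tables argue against a difference in depth between embryos, since in thinned cells 86.2% and 87.4% of the called genes fell, and at 100000 UMIs a cell still held a mean of 6014 genes at E9.5 and 4825 at E11.5 in the forebrain. In edgeR the balance held for the hindbrain (89.3%) but was close to even in the forebrain (50.9%). A difference between library batches stays open, as E9.5 brain cells were sequenced on HiSeq 2500 alone. In other organs at E9.5, 6 of 9 sets of cells had more genes per cell in HiSeq 2500 embryos than in embryo 3, by −2.81 to 13.2% over the 9 sets, so platform and stage cannot be told apart. Between E10.5 and E11.5, all on HiSeq 4000, 43.9 to 54.4% of genes were lower at the later stage over the 4 pairs of forebrain embryos, which leaves the platform open there, and 55.4 to 65.8% in the hindbrain, which argues against the platform as the whole cause of that fall. Cells of E10.5 and E11.5 came from separate libraries, so a difference between library batches stays open in both organs. In the hindbrain the region sampled stays open as well, since the labels name its E9.5 tissue metencephalon and the later tissue hindbrain. A change with stage remains a candidate explanation.

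Transcripts of mesenchymal genes in epithelial cells may come from mesenchymal cells of the same libraries. Then every abundant mesenchymal transcript would be carried over at a similar share. The median over embryos of the epithelial level as a share of the mesenchymal level was 86.9% (intestine), 8.80% (liver), 16.8% (lung) and 36.6% (skin) for *Vim*, 472% (intestine), 119.7% (liver), 57.3% (lung) and 157% (skin) for *Fn1* and 63.8% (intestine), 9.98% (liver), 88.8% (lung) and 67.4% (skin) for *Sparc*. For comparison, the highest of 4 transcripts of mesenchymal cells that epithelial cells were taken to lack (*Col3a1*, *Col1a2*, *Pcolce* and *Cdh11*) was *Pcolce* in each organ, with 34.4% (intestine), 9.84% (liver), 7.03% (lung) and 11.1% (skin). Such RNA is argued against for *Vim* in the skin, for *Fn1* in liver, lung and skin and for *Sparc* in lung and skin, where every embryo lay above its own highest of the 4. For *Fn1* in the intestine, 6 of 7 embryos lay above, all but E10.5 embryo 1 (*Fn1* 58.4%, *Pcolce* 191%), and limma called it higher in epithelial than in mesenchymal cells by 1.84 (adjusted p 6.80e-04), although not in thinned cells. RNA carried over cannot exceed its source, so it is argued against there too. *Pcolce* is the least abundant of the 4 in mesenchymal cells of the intestine, and the 4 summed, where abundant transcripts weigh most, reached a median of 3.85% there. Above the highest of the 4 lay *Vim* in 5 and *Sparc* in 4 of 7 embryos of the intestine. *Vim* lay above the sum in 6 of 7 (exact signed-rank p 0.0312) and *Sparc* in 7 of 7 (exact signed-rank p 0.0156). By the sum, a measure chosen after the values were seen, such RNA is argued against as the whole source in the intestine. E9.5 embryo 1 is the exception for *Vim* (1.12%). It stays open for *Vim* in the lung, with 3 of 6 embryos above the highest of the 4 and 4 of 6 above the sum (exact signed-rank p 0.156). For *Vim* and *Sparc* in the liver, 1 and 0 of 3 embryos lay above the highest of the 4, and 2 and 3 of 3 above the sum, whose median was 8.39% (exact signed-rank p 0.750 and 0.25, the latter the smallest that 3 embryos allow). Such RNA may be enough in the liver, and this cannot be excluded with 3 embryos. Expression by the epithelial cells themselves, and its difference between organs, stay open beside it.

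The adult globins are nearly absent from the counts. Over 1819 cells, *Hba-a1*, *Hbb-bt*, *Hbb-b1* and *Hbb-b2* have 0 UMIs each, *Hba-a2* 4 in 3 cells and *Hbb-bs* 2 in 2, beside 1123018 of *Hba-x*, 1463469 of *Hbb-y* and 1032941 of *Hbb-bh1*. Reads shared between near-identical genes and left out of the counts are a candidate explanation for *Hba-a1* and *Hba-a2*: of 490 protein-coding genes whose last 75 bases are shared with another gene, 68.4% (335) are listed at 0 in every kept cell, against 13.5% (2610 of 19385) of the rest (Fisher's exact p 3.90e-164), and *Hba-a1* shares its last 95 bases with *Hba-a2*. For *Hbb-bs* and *Hbb-bt*, only the last 1 base is shared as annotated, while a stretch of 430 bases farther inside is identical, so that reads shared between near-identical genes stay open. Reads left out because the table lists *Hbb-b1* and *Hbb-b2* beside *Hbb-bs* and *Hbb-bt*, a variant of the mouse strain against the reference and a low level of adult globins at these stages stay open and were not tested.

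Every cell of the liver epithelial cluster 1 comes from E9.5 embryos 1 and 2, which are also the embryos on HiSeq 2500, while those of E9.5 embryo 3 lie in cluster 2. In intestine, lung and skin, 34 of 34 clustered epithelial cells of E9.5 embryo 3 lie in cluster 1, which argues against a platform effect of the same size in each organ. It does not reach the liver itself, where cluster and platform cannot be told apart because no E9.5 liver of cluster 1 was sequenced on HiSeq 4000. Those 2 livers are also sets with *Xist*, as is that of E10.5 embryo 1, whose cells lie in cluster 2. A difference in stage between embryos labelled E9.5 was not tested.

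The E-, M- and S-scores of intestine cells and the E- and S-scores of liver cells fell with embryonic day, with r −0.85, −0.28, −0.39 in the intestine and −0.74 and −0.32 in the liver over embryo means. None passed the correction for all scores and organs (lowest adjusted permutation p 0.0889), and only the E-score of the intestine had an exact p under 0.05 before it (0.0143). For that score, a difference between platforms as the whole cause is argued against by r −0.82 over HiSeq 4000 embryos, for which no p was computed. A difference in depth is argued against by r −0.87 in thinned cells. A difference between library batches stays open, because each stage had libraries of its own. For the other 4, in the same order, r was −0.651, −0.0649, −0.700 and 0.107 over HiSeq 4000 embryos and −0.10, −0.30, −0.82 and −0.51 in thinned cells. Platform, depth and library batch all stay open for these because the falls themselves cannot be set apart from 0. For the intestine E-score, a change with stage remains a candidate explanation.

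Cells had fewer neighbours from other embryos of their stage than random mixing gives, at a ratio of 0.644. In thinned cells it was 0.656, which argues against a difference in depth between embryos. Library and embryo cannot be separated where each embryo had libraries of its own, so that a batch, the sex of the embryo and its exact age stay open and were not tested.

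Whether a random grouping of embryos gives as many genes was asked for each count by exchanging group labels within embryos, so that no such split follows the platform, or by dealing the days out among embryos. Chance can be excluded for the genes higher in mesenchymal cells of each organ and in epithelial cells of intestine, liver and skin. There 1 of 100 splits, the real one, gave as many, which is the fewest possible. In lung epithelial cells it was 4 of 100, and up to 249 genes in another split beside 127 in the real one. For each of the 4 major groups it was 1 of 100. Between epithelial and mesenchymal cells it was 1 of 64 in the intestine and 1 of 32 in both lung and skin. These groups and kinds of cells come from the paper's clustering of the same cells, so fewer genes in other splits follow in part from the grouping. They are no independent test, and 4 splits of the liver could not exclude chance in any case. For forebrain against hindbrain, 1 of 32 splits gave as many genes, and for the slopes of neuronal cells 1 of 45 in each organ, so chance is excluded. For the difference between these slopes, limma called 0 genes, with 1004 at an unadjusted p under 0.05 and 2 called in edgeR. With 0 genes in the real arrangement, 45 of 45 necessarily give at least as many, so the regrouping says nothing about it.

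For the slopes of epithelial cells, 2 (intestine), 2 (liver), 3 (lung) and 2 (skin) of 100 arrangements of the days gave as many genes, which excludes chance, and genes that fell in both of 2 organs were as many in 2 (intestine and liver), 1 (intestine and lung), 2 (intestine and skin), 1 (liver and lung), 2 (liver and skin) and 2 (lung and skin) of 100. The other arrangements that gave as many genes, in intestine (177), liver (180), lung (158 and 209) and skin (267), run nearly against the real order of days, so they follow stage as much as platform. Within HiSeq 4000 embryos, the slopes of 74 genes (intestine), 65 genes (liver), 44 genes (lung) and 126 genes (skin) passed, so a difference between platforms may account for part of the counts over all embryos but not for these.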
